# Splicing factor Prp18p promotes genome-wide fidelity of consensus 3′-splice sites

**DOI:** 10.1093/nar/gkad968

**Published:** 2023-11-13

**Authors:** Kevin R Roy, Jason Gabunilas, Dean Neutel, Michelle Ai, Zoe Yeh, Joyce Samson, Guochang Lyu, Guillaume F Chanfreau

## Abstract

The fidelity of splice site selection is critical for proper gene expression. In particular, proper recognition of 3′-splice site (3′SS) sequences by the spliceosome is challenging considering the low complexity of the 3′SS consensus sequence YAG. Here, we show that absence of the Prp18p splicing factor results in genome-wide activation of alternative 3′SS in *S. cerevisiae*, including highly unusual non-YAG sequences. Usage of these non-canonical 3′SS in the absence of Prp18p is enhanced by upstream poly(U) tracts and by their potential to interact with the first intronic nucleoside, allowing them to dock in the spliceosome active site instead of the normal 3′SS. The role of Prp18p in 3′SS fidelity is facilitated by interactions with Slu7p and Prp8p, but cannot be fulfilled by Slu7p, identifying a unique role for Prp18p in 3′SS fidelity. This fidelity function is synergized by the downstream proofreading activity of the Prp22p helicase, but is independent from another late splicing helicase, Prp43p. Our results show that spliceosomes exhibit remarkably relaxed 3′SS sequence usage in the absence of Prp18p and identify a network of spliceosomal interactions centered on Prp18p which are required to promote the fidelity of the recognition of consensus 3′SS sequences.

## Introduction

Accurate splice site selection is critical for proper gene expression, as errors in splicing are known to cause a large number of genetic diseases and cancer (1). However, proper splice site selection offers a major mechanistic challenge to the spliceosome in part because of the simplicity of splicing signals, as multiple near-consensus ‘incorrect’ sites often exist at the vicinity of the ‘correct’ site. This is especially problematic for 3′-splice sites (3′SS) given their very simple consensus sequence YAG (Y = C or U). Although the 3′SS is typically selected prior to the first chemical step during metazoan splicing (2), the second catalytic step of pre-mRNA splicing offers additional opportunity to further recognize the appropriate 3′SS. Genetic and structural studies have shown that base pairing interactions between the 5′SS and 3′SS nucleosides play a role in the efficiency of the second step of splicing and in 3′SS recognition (3–6). Following an ATP-dependent rearrangement of the spliceosome after the first catalytic step (7,8), Slu7p, Prp18p and Prp22p sequentially join the spliceosome to facilitate the second catalytic step (9,10). In particular, Prp18p and Slu7p are necessary for the efficient docking of the 3′SS into the spliceosomal active site (5). In addition to Prp18p and Slu7p, the alpha finger of Prp8p is thought to facilitate selection of *bona fide* 3′SS sequences, as Gln1948 of Prp8p interacts specifically with the pyrimidine base at position –3 (5). The newly identified splicing factor Fyv6p has also been shown to facilitate the second step of splicing and to promote usage of *bona fide* 3′SS (11). Finally, Prp22p remodels pre-mRNA to promote sampling of alternative 3′SS (12), and proofreads the ligated exons in an ATP-dependent manner following the second transesterification reaction (13).

Although Prp18p is positioned at the core of the spliceosome during the second chemical step, its function in the fidelity of recognition of 3′SS sequences is not well understood. A previous cryo-EM study which identified particles lacking Prp18p showed that the 3′SS is not stably docked in the active site (5). However these particles also lacked Slu7p, making it difficult to assess the specific contribution of Prp18p. Deletion of the gene encoding Prp18p results in a severe growth defect (14), suggesting that Prp18p plays a major role on the efficiency of splicing *in vivo*. However, Prp18p and Slu7p are not absolutely required for the second splicing step of all pre-mRNAs, as they are dispensable for splicing of substrates in which the distance from the branchpoint to the 3′SS is short (15,16). Previous work using splicing reporters has shown that Prp18p plays a role in stabilizing the interactions between exonic nucleotides and nucleotides of the U5 snRNA loop1 (17). The role of Prp18p in stabilizing splicing intermediates for the second step of splicing (17,18) and its position near the 3′SS during the second step (5,8) with the conserved region loop of Prp18p positioned near nucleosides –3 and –4 of the 3′SS sequence suggests that it may also contribute to the fidelity of selection of YAG 3′SS. In agreement with this hypothesis, a previous study showed that the absence of Prp18p can favor selection of certain upstream 3′SS *in vivo* (19). However, the global role of Prp18p in promoting splicing efficiency and fidelity has not been investigated. To assess the impact of Prp18p on splicing and 3′SS selection genome-wide, we performed transcriptome analysis of cells lacking Prp18p and found that the absence of Prp18p resulted in a global reduction of splicing efficiency of non-ribosomal protein genes and in a loss of splicing fidelity with widespread activation of 3′SS whose sequence deviate from the consensus. We show that the role of Prp18p in promoting 3′SS sequence fidelity depends on its recruitment by Slu7p and on interactions with the RNase H domain of Prp8p but that the role of Prp18p in promoting proper 3′SS sequences fidelity cannot be fulfilled by an excess of Slu7p. We also show that this 3′-SS fidelity is synergized by the proofreading activity of the Prp22p helicase which acts downstream of Prp18p. These results identify the primary mechanisms by which *Saccharomyces cerevisiae* spliceosomal factors promote recognition of 3′SS sequences and point to a unique role for Prp18p in facilitating the docking of 3′SS sequences harboring the proper YAG sequence in the active site of the spliceosome *in vivo*.

## Materials and methods

### Yeast strain, plasmid construction and protein assays

Yeast strain construction, RT-PCR analysis, molecular cloning, restriction enzyme-based plasmid construction, site-directed mutagenesis and spot dilution assays were performed as previously described (20–22). Construction of the PRP18/pUG35 and PRP18/YEp24 base plasmids was accomplished using Gibson assembly (23) (New England Biolabs #E2611). Unless otherwise indicated in the figure legends, all strains were derived from the BY4741 background. The *PRP8* genomic mutations were introduced using the CRISPR-Cas system as described (24). The *SLU7* and *PRP22*/*PRP43* mutant strains and plasmids were generously provided by Beate Schwer (Cornell Weill Medical College) and Jonathan Staley (U. Chicago), respectively. For the western blot analysis used to verify Prp18p constructs expression, proteins were extracted using the TCA protocol described in (25). Western blot analysis was performed using affinity purified anti-Prp18 antibodies (15) generously provided by B. Schwer (Cornell Weill Medical College).

### Yeast growth, RNA preparation and sequencing

Yeast strains were grown and harvested as previously described (20,21). For heat-sensitive mutant strains, cell cultures were first grown to exponential phase at 25°C, a portion harvested, and the remaining culture shifted to 37°C and incubated at that temperature for 1 h. For cold-sensitive mutant strains, cell cultures were first grown to exponential phase at 30°C, a portion harvested, and the remaining culture split and shifted to 16°C or 25°C and incubated at those temperatures for 2 h. For the RNA-Seq analysis, *upf1Δ::HIS3MX6* and *upf1Δ::HIS3MX prp18Δ::kanMX6* colonies were inoculated for overnight growth in YPD, seeded in 50 ml fresh YPD the following day at OD_600 nm_ 0.05 and grown to mid-log phase OD_600 nm_ of 0.6. Samples were harvested by spinning down at 3k rpm for 5 min, flash-frozen in liquid nitrogen, and total RNA was purified by standard phenol–chloroform extraction as described previously (21). Fragmented RNA seq libraries were prepared using the Illumina TruSeq stranded mRNA library prep kit. 2 × 100 bp sequencing on the HiSeq 2000 and subsequent demultiplexing were performed by Macrogen/Axeq (South Korea).

### Computational methods

A detailed description of all computational steps is outlined in the Supplementary Methods. All scripts for the Comparison of Multiple alignment Programs for Alternative Splice Site discovery (COMPASS) read processing pipeline are available on Zenodo (https://doi.org/10.5281/zenodo.8387420). The most recent COMPASS release can be found on GitHub (https://github.com/k-roy/COMPASS). COMPASS includes the following steps: pre-processing of raw reads, alignment with multiple aligners, post-alignment processing, selection of the best scoring alignment for each read, and quality filtering of junctions. The aligners STAR (26) and BBMap [https://sourceforge.net/projects/bbmap, https://www.osti.gov/biblio/1241166] were used in this study. Data and scripts used for downstream analyses can be found in the zenodo.8387420 release subfolder ‘./yeast_Prp18’.

### Splicing efficiency (SE) and fraction of annotated splicing (FAnS) calculation

We calculated splicing efficiency (SE) as the ratio of the reads mapping to each splice junction over the sum of all reads mapping to both spliced and unspliced junctions for each intron. Unspliced mRNA harbors both 5′SS and 3′SS junctions so the combined read counts for these junctions are divided by 2. For each alternative splice junction, we calculated a fraction of annotated splicing (FAnS) as the ratio of the reads mapping to the junction relative to the reads mapping to the annotated junction. For both SE and FAnS, we also calculated a *prp18*Δ effect by taking the ratio of the *prp18*Δ *upf1*Δ strain relative to the *upf1*Δ strain.

### Intron sequence and structure prediction analyses

For each 3′ SS, the intronic sequence was examined for the sequence most closely matching the branchpoint consensus TACTAAC, with each mismatch penalized by a score of 1, and an additional penalty of 2 was given if the conserved branched adenosine (underlined) was not present. The sequence with the lowest mismatch score was assigned as the most likely branchpoint, and ties were broken by taking the branchpoint with the shortest distance to the 3′SS. The linear branchpoint (BP)–3′SS distance was defined as the number of nucleotides between the branching A of the BP and the 3′SS, such that TACTA**A**CACNNNN|TAG would be a distance of 10 nt, in line with previous conventions (27,28). See COMPASS_analyze_splice_junction_profiles_for_individual_ samples.py.

Effective branchpoint (BP)–3′SS distances and RNA tri-nucleotide accessibilities in the BP–3′SS region were calculated similarly to a previous report (28). For each annotated and alternative 3′SS, four windows of increasing size with lengths *n* + 5, *n*+ 10, *n* + 15 and *n* + 20 respectively, where *n* is the distance between the BP and 3′SS, were folded with rnafold version 2.4.6 with options –partfunc –constraint (29). The –constraint option enables keeping the branch sequence and 8 nt downstream unpaired as this sequence has been proposed to be kept in an unpaired configuration by the spliceosome(28). The effective distance from the branchpoint is determined from the lowest energy structure from the parens/bracket notation from rnafold. The effective distance of any base X is calculated by examining the fold in between base X and the branchpoint. The number of bases between base X and the branchpoint which are paired with other bases between base X are subtracted from the linear distance, with bases involved in loops treated as paired. The –partfunc option of rnafold calculates the partition function and base pairing probability matrix which are written to dp.ps files. For each base, the probability of being paired with each other base is summed to give a probability of each base being in a base pair. The accessibility of each base was then calculated as 1 minus this probability. The accessibility value for each trinucleotide in the region from 7 nt downstream the branchpoint to 5 nt downstream the splice site was calculated as the average of the accessibility values of the three bases averaged over the four windows. For the comprehensive analysis of each annotated intron where sites are analyzed as used versus unused as shown in Figure 3C, 50 nt were added to the end of the annotated 3′SS. See COMPASS_write_BP_3SS_to_fasta.py and COMPASS_analyze_BP_3SS_RNA_folds_for_annotated_introns.py. The polyU score of each trinucleotide in the region from 7 nt downstream the branchpoint to 5 nt downstream the annotated splice site was calculated using the position weight matrix scores (PWMS) of the yeast polyU tract according to (30).

### RT-PCR analysis and quantification of alternative splice site usage

RT-PCR analysis of alternative splice site usage using fluorescently labeled primers was performed as described (31). Quantification of the bands corresponding to each isoform was measured using ImageJ 1.53K. To determine the intensity of each band, three separate boxes were created and the average intensity of the three was used as the band intensity. The background intensity for each lane was subtracted from the average band intensity in order to remove background bias. Samples of interest were compared in triplicate using two-tailed t-tests.

## Results

### Absence of Prp18p reduces splicing efficiency of introns for primarily non-ribosomal protein genes

Prp18p was previously shown to suppress the usage of an unusual AUG 3′SS in the *GCR1* pre-mRNA (19). However, the genome-wide role of Prp18p in splicing efficiency and promoting 3′SS fidelity is currently unknown. To globally analyze the impact of Prp18p on splicing, we performed RNA sequencing on cells expressing wild-type spliceosomes or lacking Prp18p (*prp18Δ*) in a genetic background deficient for nonsense-mediated mRNA decay (NMD) through inactivation of the NMD helicase Upf1p (Figure 1A). This genetic background was chosen to stabilize alternatively spliced mRNAs harboring premature termination codons (PTCs) (19), allowing a more direct analysis of the spliced transcript production without confounding effects of differential isoforms stability. 

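RNA from 3 *upf1Δ* libraries and 3 *prp18Δupf1Δ* libraries was sequenced as stranded mRNA libraries from cells in exponential growth in rich medium. The authors trimmed the reads with cutadapt 1.18, aligned them to the R64 genome with BBMap 38.68 and STAR 2.7.0d and kept the better alignment of each read pair. They deposited 1 table of junctions per library, with read counts, the SE and the FAnS of each junction and the unspliced reads of its intron. SE is the reads of a junction over the annotated junction reads plus the unspliced reads of its intron, and FAnS is the reads of a junction over the annotated junction reads. The *upf1Δ* libraries held 1347936, 1427758 and 1502384 reads of annotated junctions, and the *prp18Δupf1Δ* libraries 1250953, 900862 and 791819. Reads of alternative junctions numbered 10678, 11861 and 13211 in *upf1Δ* and 13483, 10527 and 9376 in *prp18Δupf1Δ*. The 6 tables together listed 5274 junctions over 293 introns, of which 281 were annotated, 104 of them in ribosomal protein genes (RPGs) and 177 in non-RPGs. For each annotated intron, spliced and unspliced counts were compared between the strains by edgeR's quasi-likelihood test with a term per library, over 272 introns with at least 10 reads in all and at least 1 in every library. The same test on alternative against annotated counts covered 884 alternative junctions with at least 6 gapped reads over the 6 libraries that passed the filters of the paper on overhangs and mismatches. All adjusted p values are Benjamini-Hochberg values, adjusted over the introns or over the alternative junctions, with a threshold of 0.05. Replicate 1 of each strain stood apart from the others: the chi-square per degree of freedom of its annotated counts was 116 and 126 against the other *upf1Δ* replicates, which differed from each other by 14.8, and 115 and 116 in *prp18Δupf1Δ*, against 5.88. The sources used here do not say whether the replicates came from separate cultures, so the p values measure the spread between these libraries. *PRP18* and *UPF1* have no intron, so the tables cannot show the deletions.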

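The depth that bears on splicing is the number of reads at introns. Each *upf1Δ* table listed 2115 to 2442 junctions and each *prp18Δupf1Δ* table 1848 to 2032. Unspliced reads, taken as the mean of the reads across the 5′SS and the 3′SS and summed over introns, came to 66718, 91023 and 92651.5 in *upf1Δ* and to 114010, 138619 and 122484 in *prp18Δupf1Δ*. Each library without Prp18p thus held more unspliced reads than any *upf1Δ* library, while 274 to 278 annotated introns were seen spliced, against 278 to 280. Transcripts without an intron were not analysed here.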

We obtained 60–100 million uniquely mapped 100 bp reads for each of the three replicates for each strain. 

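Reads at annotated junctions made up 99.25% of the gapped reads listed for *upf1Δ* replicate 1 (95% confidence interval 99.23 to 99.26%, Wilson), 99.21% for replicate 2 and 99.18% for replicate 3. In *prp18Δupf1Δ* the shares were 98.97%, 98.88% and 98.87% (98.85 to 98.89% for replicate 3), each below every *upf1Δ* library. The listed gapped reads numbered 1612782, 1923113 and 2074986 in *upf1Δ* and 1520636, 1099646 and 975503 in *prp18Δupf1Δ*, and only junctions that overlap an annotated intron are listed. After the quality filters, alternative junctions took 0.520%, 0.574% and 0.593% of the spliced reads in *upf1Δ* and 0.767%, 0.876% and 0.884% in *prp18Δupf1Δ*. Intervals here and for single junctions cover counting error only.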

2–3% of all reads mapped with gapped alignments, and 93–95% of the gapped alignments corresponded to annotated splicing junctions.

**Figure 1.**
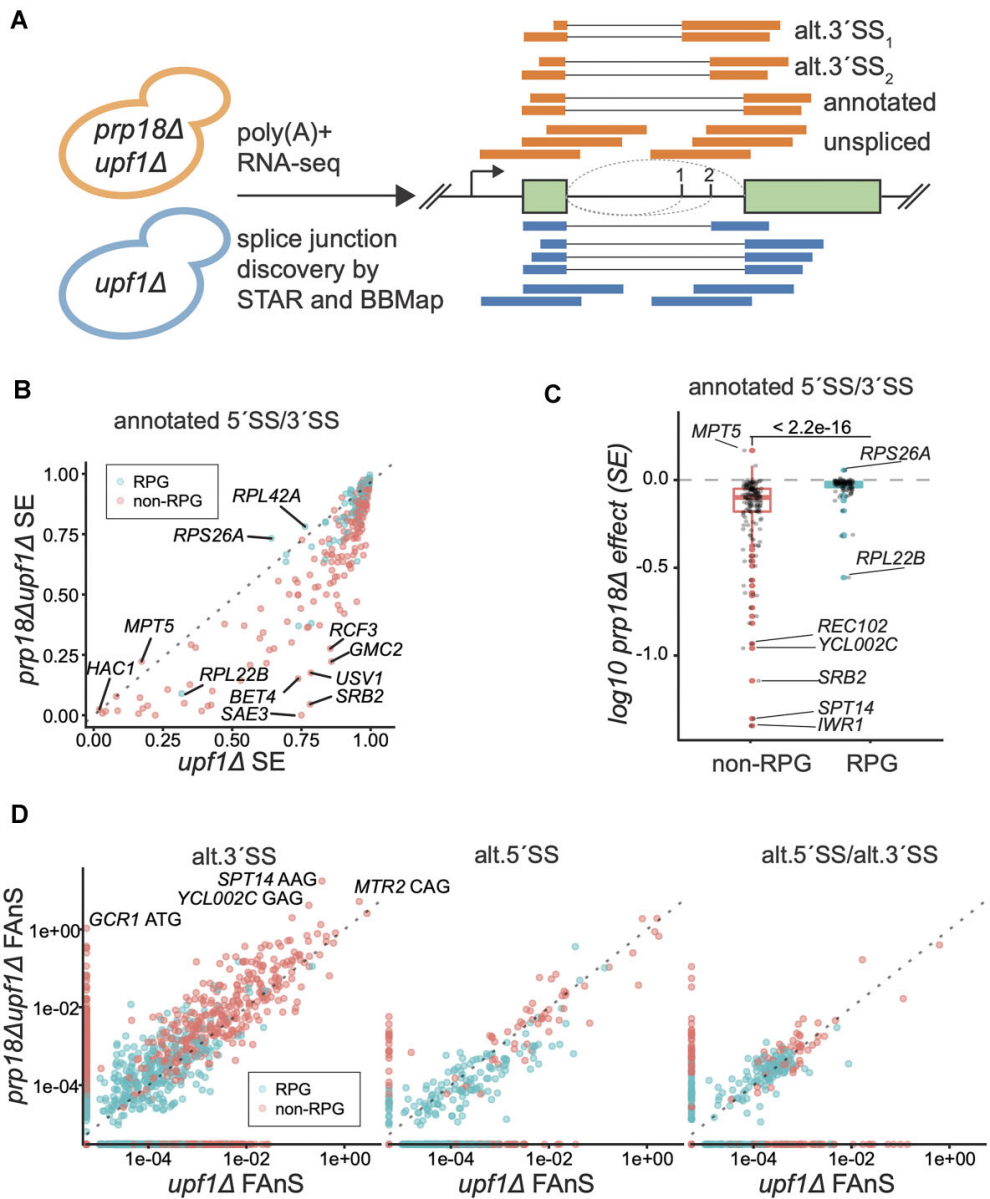
Global impact of Prp18p on annotated and alternative splicing events. (**A**) Diagram describing the workflow for identifying alternative splice junctions accumulating in *prp18Δupf1Δ* versus *upf1Δ*. Alignments generated by an annotation-guided aligner (STAR) and an annotation/motif-agnostic aligner (BBMap) are processed by COMPASS to identify the optimal alignment for each read with a gapped alignment. (**B**) Splicing efficiency (SE) in *prp18Δupf1Δ* versus *upf1Δ* for annotated introns with ribosomal protein genes (RPGs) in blue and non-RPGs in red. (**C**) Effect of Prp18 inactivation of the splicing efficiency (SE) of intron containing genes separated in non-RPGs (red) and RPGs (blue) classes. Shown is a boxplot of the *prp18Δ* effect on SE (*prp18Δupf1Δ* SE/ *upf1Δ* SE) for annotated splice junctions. Log10 less than zero represents decreased splicing in the absence of Prp18p. *P*-values are based on two-tailed *t*-test analysis. (**D**) Fraction of annotated splicing (FAnS) for ann.5′SS/alt.3′SS (left), alt.5′SS/ ann.3′SS (middle), or alt.5′SS/alt.3′SS (right). Points on the axes indicate junctions for which splicing is not detected in the opposing strain (note the log scale).

We first analyzed the splicing efficiency (SE) for each annotated splice junction in the presence and absence of Prp18p (see Materials and methods). 

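Annotated splicing fell in most introns without Prp18p. Of 272 annotated introns tested, 222 had a lower ratio of spliced to unspliced reads in *prp18Δupf1Δ*, and the median change was -1.92 on the log2 scale (quartiles -2.60 and -1.31). The median SE was 0.946 ± 0.00886 (SD, n = 3 library medians) in *upf1Δ* and 0.822 ± 0.0441 (SD, n = 3) in *prp18Δupf1Δ*. Each of the 11 introns of cytoskeleton genes passed as lower, including those of *ACT1*, which encodes actin (SE from 99.0 ± 0.345% to 95.9 ± 0.673%, SD, n = 3), *TUB3*, an α-tubulin (97.9 ± 0.668% to 87.6 ± 1.52%), and *PFY1*, profilin (96.0 ± 0.700% to 86.0 ± 1.83%). All 10 introns of the ubiquitin and proteasome genes passed as lower too, such as those of *MMS2* (94.6 ± 2.73% to 73.6 ± 10.6%) and of the ubiquitin-conjugating enzyme *UBC5* (95.4 ± 1.86% to 81.0 ± 0.624%). Falls were called in 19 of 21 introns of vesicle traffic and vacuole genes, 11 of 13 in mitochondrial genes, 10 of 14 in RNA processing and export, 7 of 9 in transcription and chromatin and 3 of 5 in meiosis. Without *prp18Δupf1Δ* replicate 2 the calls of both *DYN2* introns, *UBC9*, *UBC12* and *REC114* were lost, which left 9 of the 11, 8 of the 10 and 2 of the 5. The *UBC9* call was also lost without *prp18Δupf1Δ* replicate 3, *upf1Δ* replicate 1 or *upf1Δ* replicate 2, and the calls of *DYN2* intron 2 and *UBC12* without *prp18Δupf1Δ* replicate 3. *UBC9* was chosen after its values were seen. Each of these counts was the same when adjusted over the list alone. In *VMA9*, a subunit of the vacuolar proton pump, both introns fell, by 2.98 and 3.38 on the log2 scale. No intron had a higher ratio by edgeR, and the count was also 0 at an unadjusted p under 0.05, by DESeq2 and by limma, which called 232 and 222 falls. With the replicate number as a block, 247 introns were lower and 1 was higher, *RPS26A*. Deviations from the strain mean set replicate 1 of both strains apart but did not part replicate 2 from replicate 3. Without replicate 1 of both strains, 256 were lower and 2 higher, *RPS26A* and *RPL42A*.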

Consistent with a previous analysis using tiling microarrays (14), inactivation of Prp18p significantly reduced SE genome-wide (Figure 1B). 

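In *upf1Δ* the median SE of 104 RPG introns was 0.966 and that of 168 non-RPG introns 0.922, a difference of 0.0446 (two-sided permutation test across introns, which are not independent replicates, p = 0.00014). The difference was 0.0325, 0.0488 and 0.0555 in the 3 libraries. Introns of the small subunit proteins *RPS18B* (99.5 ± 0.131%, SD, n = 3) and *RPS6A* (99.4 ± 0.238%) were spliced nearly to completion. Not all RPG introns were: *RPL22B*, on chromosome VI from 64600 to 64920 of R64, had an SE of 31.8 ± 7.98%, and *RPS26A*, on chromosome VII from 148599 to 148966, of 64.2 ± 5.29%. The lowest SE among the named non-RPG introns were 2.06 ± 1.34% in *HAC1*, whose intron is removed by Ire1p and not by the spliceosome, 3.20 ± 0.335% in the meiotic gene *REC107* and 4.32 ± 1.55% in *GCR1*, a transcription factor of glycolytic genes.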

As described in previous studies (32,33), ribosomal protein genes (RPGs) pre-mRNAs exhibited higher SE relative to non-RPGs in the control strain for the annotated splice sites (Figure 1B). To further assess the impact of Prp18p on splicing, we calculated a *prp18Δ*-effect index for SE, where a positive *prp18Δ* effect indicates increased splicing in *prp18Δ*, and negative indicates decreased splicing (see Methods). As expected, the loss of Prp18 had an overall negative impact on SE for all annotated junctions (Figure 1B, C, Supplementary Figure S1). However, there was a much greater negative impact on non-RPGs pre-mRNAs SE relative to RPGs (Figure 1C), showing that the splicing of RPG pre-mRNAs is more resilient to the loss of Prp18p than that of non-RPGs.

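Of introns past the threshold with the strains apart and at least 20 reads per library, *SRB2*, *SPT14* and *IWR1* had the largest log2 falls. Little annotated splicing was left in these 3. *SRB2*, a Mediator subunit, went from an SE of 78.1 ± 1.75% to 4.57 ± 3.49% (SD, n = 3; chromosome VIII from 189750 to 189850 of R64; log2 change of the spliced to unspliced ratio -6.17, adjusted p = 0.000117 from edgeR). *SPT14*, needed for glycosylphosphatidylinositol anchors, went from 39.0 ± 11.1% to 1.76 ± 1.18% (chromosome XVI from 218647 to 218746; -5.28), and *IWR1*, which brings RNA polymerase II into the nucleus, from 16.2 ± 5.05% to 0.637 ± 0.163% (chromosome IV from 254975 to 255044; -4.89). Among the other large falls, *BET4*, a subunit of the enzyme that prenylates Rab proteins, dropped from 73.9 ± 8.08% to 15.2 ± 7.72%, the mitochondrial gene *RCF3* from 85.4 ± 4.22% to 27.6 ± 2.23%, *YPL109C* from 95.0 ± 2.53% to 47.0 ± 5.36% and *YCL002C* from 41.2 ± 1.62% to 3.81 ± 1.78%. *REC102*, a meiotic recombination gene, fell from 42.4 ± 14.1% to 4.23 ± 1.96%, *POP8*, a subunit of RNases P and MRP, from 97.4 ± 1.64% to 66.3 ± 14.7%, and *RBS1* from 98.2 ± 0.746% to 70.4 ± 6.95%. *USV1*, a zinc finger transcription factor, fell from 78.4 ± 7.57% to 17.6 ± 5.00%, and *TAN1*, which acts in tRNA modification, from 81.6 ± 1.10% to 37.2 ± 3.98%. The edgeR test was not passed by 50 of 272 introns, 26 in RPGs and 24 in non-RPGs, and 8 of these 50 had a higher mean SE in *prp18Δupf1Δ*. Among the 8, *HAC1* was at 2.37 ± 0.998% in *prp18Δupf1Δ* (adjusted p = 0.640), *MPT5* went from 17.3 ± 9.63% to 22.3 ± 14.0% (0.526), *QCR10*, a subunit of the mitochondrial complex III, from 89.6 ± 0.800% to 90.2 ± 0.912% (0.737), and *RPL42A* from 76.3 ± 2.85% to 78.2 ± 0.361% (0.630). Counting introns whose 3 *prp18Δupf1Δ* libraries all lay on one side of the 3 *upf1Δ* libraries, 225 were lower and 1, *RPL25*, was higher, where chance gives 10% for 3 against 3.

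**Figure D1:**
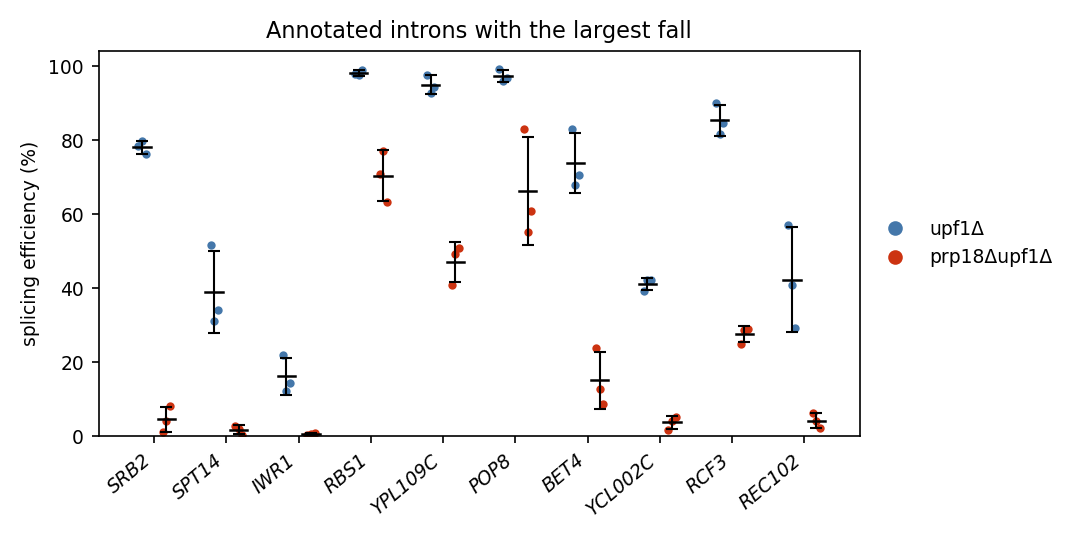
SE in percent of the 10 introns with the largest falls, 1 point per library for *upf1Δ* and *prp18Δupf1Δ*. They were taken among introns past the threshold with the strains fully apart and at least 20 reads in every library. In each intron the *prp18Δupf1Δ* libraries lie below the *upf1Δ* libraries.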

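Non-RPG introns lost more of their splicing than RPG introns. The median ratio of SE between the strains was 0.802 in 168 non-RPG introns and 0.953 in 104 RPG introns, a difference of 0.0752 in log10 *prp18Δ* effect (permutation test across introns, two-sided, p = 1e-05, the smallest that 100000 resamples can give). It was 0.0635, 0.0753 and 0.0712 when the libraries were compared by replicate number. Falls were called in 144 of 168 non-RPG introns and in 78 of 104 RPG introns (77 when adjusted over the list alone). In *prp18Δupf1Δ* the median SE was 0.731 in non-RPGs and 0.921 in RPGs. Among RPG introns, SE fell from 31.8 ± 7.98% to 8.94 ± 3.21% in *RPL22B* (SD, n = 3), from 78.6 ± 0.613% to 38.1 ± 3.47% in the first intron of *RPS22B*, and from 95.2 ± 1.72% to 63.7 ± 10.6% in its second intron, which holds the snoRNA gene *SNR44*. The second intron of *RPL7B*, which holds *SNR59*, kept an SE of 93.9 ± 1.45%, *RPS18B* 95.4 ± 1.71% and *RPS6A* 95.0 ± 2.49%, while their log2 changes of the spliced to unspliced ratio were -3.36, -3.20 and -3.14. Among snoRNA hosts outside the RPGs, *IMD4* (98.6 ± 0.212% to 85.3 ± 3.17%) and *TEF4* (99.4 ± 0.131% to 93.7 ± 1.66%), fell as well.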

### A multi-aligner bioinformatics approach reveals widespread usage of alternative splice sites in the absence of Prp18p

Next, we analyzed alternative splice junctions that arise in the absence of Prp18p. We noticed that STAR (26), a commonly used RNA-seq aligner, failed to map reads correctly for an alternative 3′SS that used a non-canonical 3′SS sequences (e.g. AUG for the *MUD1* intron). By contrast, we found that BBMap, a general-purpose aligner agnostic to splice motifs [https://sourceforge.net/projects/bbmap/, https://www.osti.gov/biblio/1241166], was able to map these reads correctly but often failed to map reads with short overhangs at annotated junctions where STAR performed well. 

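The AUG 3′SS of *MUD1*, which encodes a U1 snRNP protein, lies 14 nt upstream of the annotated CAG and 25 nt from the branchpoint, in an intron on chromosome II from 479346 to 479434 of R64. Of the 73 gapped reads that cover this junction in the 6 libraries, BBMap alone placed all 73, and STAR placed 0. Placed means here that the aligner gave the best-scoring alignment, which the pipeline of the paper keeps. Where the other aligner put such a read is not shown. The sequence from the branch site to 10 nt into the second exon is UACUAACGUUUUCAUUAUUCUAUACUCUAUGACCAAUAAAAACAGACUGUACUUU. A UAU site of the same intron, 22 nt upstream, was covered by 8 gapped reads, all of them placed by both aligners.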

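At 281 annotated junctions, 56.4% of the 9123342 gapped reads were placed by STAR alone, 42.8% by both aligners and 0.776% by BBMap alone. At alternative 3′SS, BBMap alone placed more reads than STAR alone in every motif group but YAG: 25.2% of the reads at AAG sites against 10.0% for STAR alone, 23.0% against 12.1% at GAG sites, and 22.7% against 8.34% at sites that end in AU without a G before it. The shares were close at sites with a G preceded by C, G or U, with 14.1% and 13.4%, and were 15.5% and 10.9% at the remaining sites. At YAG sites they were 11.8% and 12.5%. STAR placed no read at 10 of 125 YAG, 14 of 127 AAG, 7 of 38 GAG, 12 of 156 CG, GG or UG and 5 of 68 AU sites, while all 281 annotated junctions had STAR reads.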

To combine the strengths of each aligner, we systematically compared STAR and BBMap alignments for each read harboring a potential splice-junction and selected the alignment exhibiting the fewest mismatches to the reference. 

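Of 1835 alternative 3′SS junctions listed, 1486 passed the filters that require a perfect overhang of 10 bp upstream and 40 bp downstream and no mismatch within 10 bp in 50% of the reads. Of 686 alternative 5′SS junctions 483 passed, and of 2472 junctions with both sites alternative 432, or 17.5%. At least 6 gapped reads over the 6 libraries were then required, a minimum read here as gapped reads because that reading gives the class sizes of the paper, which was seen before it was chosen. It left 564 alternative 3′SS in 208 introns, 267 of them in RPGs and 297 in non-RPGs, 179 alternative 5′SS in 110 introns and 143 double alternatives in 97 introns. RPGs held 128 of the alternative 5′SS and 119 of the double alternatives. Among annotated junctions, 280 of 281 passed the quality filters.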

We further removed likely false positive junctions through quality filtering of the STAR-BBMap integrated set of junctions to obtain a high-confidence set of alternative and novel junctions (Supplementary Tables S1–S5).

To analyze how splicing patterns at individual genes shift in the absence of Prp18p, we calculated the Fraction of Annotated Splicing (FAnS) for all alternative splicing junctions in the presence and absence of Prp18p. The FAnS ratio reports the relative abundance of an alternative splicing event compared to the canonical, annotated main spliced isoform. RPGs pre-mRNAs constitute 90% of *S. cerevisiae* intron-containing mRNAs by transcript abundance (32) even though they represent only 1/3 of all intron-containing genes (ICGs). Overall, RPGs exhibited *c.a*. 6-fold more annotated junctions reads than non-RPGs, but only 1.63-fold more alternative junctions reads in RPGs versus non-RPGs in the *upf1Δ* strain, and equal reads (1.01:1) in the *upf1Δprp18Δ* strain (Supplementary Figure S1). These observations show that the alternative splicing events detected do not simply arise due to spliceosomal noise that scales with expression levels, but are governed by specific features in ICGs that control splicing fidelity, as suggested previously (34). 

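In *upf1Δ* the RPGs held 6.27 ± 0.0793 (SD, n = 3) times as many annotated junction reads as the non-RPGs, and in *prp18Δupf1Δ* 6.38 ± 0.568 times. For filtered alternative junctions the ratio was 1.67 ± 0.0664 in *upf1Δ* and 1.03 ± 0.144 in *prp18Δupf1Δ*. Every *upf1Δ* library had a higher ratio than every *prp18Δupf1Δ* library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Non-RPGs held more alternative 3′SS reads than RPGs in both strains, with ratios of 0.959 ± 0.0293 and 0.654 ± 0.0883 for this class alone. Over all listed alternative junctions without the filters the ratios were 2.03 ± 0.192 and 1.27 ± 0.0799.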

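The median FAnS of alternative junctions in *upf1Δ* was 0.000252 over 498 RPG junctions and 0.00507 over 338 non-RPG junctions, 20.1 times as high. Without Prp18p the medians were 0.000301 over 451 RPG junctions and 0.00774 over 341 non-RPG junctions, 25.7 times as high (each p = 1e-05 by a two-sided permutation test across junctions, the smallest it can give; junctions are not independent replicates). The difference in log10 FAnS was 1.38, 1.41 and 1.27 in the *upf1Δ* libraries and 1.58, 1.42 and 1.35 in the *prp18Δupf1Δ* libraries. The minimum of gapped reads per junction sets the lowest FAnS that can be seen, and this floor falls as annotated reads rise. RPGs held more annotated reads on fewer introns, so part of the gap in FAnS can come from this filter. The permutation test cannot separate that part, and its size was not tested. All classes of alternative junction are included, among them 96 double alternatives with the length of the annotated intron, 82 of them in RPGs. Their median FAnS was 0.000285 in *upf1Δ*, close to the RPG median. The gap was not computed without them or for alternative 3′SS alone. In 36 non-RPG introns and in 2 RPG introns, *RPL24B* and the first intron of *RPS22B*, at least 10% of the spliced reads in *prp18Δupf1Δ* used an alternative 3′SS. The share rose from 0.784% to 12.9% in *RPL24B*, but in the *RPS22B* intron it was 18.1% in *upf1Δ* and 10.2% in *prp18Δupf1Δ*. Among the non-RPG introns, that of *USV1* was also higher in *upf1Δ* (36.3% against 30.5%).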

Consistent with this, alternative junctions in non-RPGs showed significantly higher FAnS than those in RPGs (Figure 1D). Importantly, the FAnS calculated from our sequencing data set showed a high level of concordance with the FAnS calculated from a study examining alternative AG sites usage in a *upf1Δ* strain (34) (Supplementary Figure S2).

The absence of Prp18p globally activated alternative 3′SS usage and inhibited alternative 5′SS usage relative to annotated sites (Figure 1D). In particular, the absence of Prp18p revealed a large number of alternative 3′SS in non-RPG transcripts, which were virtually undetectable in the *upf1Δ* strain (Figure 1D, left panel), including the *GCR1* AUG 3′ SS site previously described (19). 

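Alternative 3′SS gained and alternative 5′SS lost use against the annotated site. Of 562 alternative 3′SS tested, the FAnS of 180 rose, in 120 introns, and that of 43 fell. Over the 470 seen in both strains, the median log2 change of the mean FAnS was 0.93. Of 179 alternative 5′SS, 47 fell and 4 rose, with a median of -1.05 over the 138 seen in both strains. The remaining 41 had 0 reads in *prp18Δupf1Δ*. Such sites reach the minimum of gapped reads mainly through *upf1Δ*, whose libraries held more annotated reads, so the filter favours calls of a fall. Of 143 junctions with both sites alternative, 5 fell and 2 rose. The falling 5′SS lay mostly in RPGs: 42 of 128 RPG sites fell and 1 rose, while 5 of 51 non-RPG sites fell and 3 rose. An alternative 5′SS of *RPL30*, 6 nt from the annotated one, had 118 reads in the *upf1Δ* libraries and 1 in the *prp18Δupf1Δ* libraries, 72.4 times lower against annotated reads (95% interval 12.8 to 2885), and one of *RPS26A*, 199 nt away, had 66 and 2 (44.2 times lower, 11.8 to 373). In *RPL21A*, a 5′SS 257 nt away had 17 and 0 reads, at least 3.69-fold lower against a floor of 3 counts over the 3 libraries. The 4 rises included a 5′SS in the second intron of *RPS22B*, from 703 to 2207 reads, one in *EFB1*, which encodes a translation elongation factor, with 1 and 24 reads (58.4 times higher, 9.52 to 2402), and one in *ATG38*, a subunit of the autophagy lipid kinase complex, with 5 and 15 (log2 change 2.07). Calls of alternative 3′SS by DESeq2 were 139 higher and 24 lower, and without replicate 1 of both strains 116 and 25. For alternative 5′SS these gave 25 and 19 lower, and the *ATG38* call was lost by DESeq2 and without *upf1Δ* replicate 1 or 2 or *prp18Δupf1Δ* replicate 3.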

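Among non-RPG alternative 3′SS, 31 had 0 reads in all 3 *upf1Δ* libraries, and 29 of these passed the test as higher in *prp18Δupf1Δ*. In RPGs 15 had 0 reads and 12 passed. Such sites reach the minimum of 6 gapped reads only through *prp18Δupf1Δ*, so the filter favours these calls. In the other direction, 21 non-RPG and 25 RPG sites had 0 reads in *prp18Δupf1Δ*. The AUG of *GCR1*, 23 nt upstream of the annotated site and 11 nt from the branchpoint on chromosome XVI (intron from 412257 to 412995 of R64), had 0 reads beside 31 annotated reads in *upf1Δ* and 5 beside 11 in *prp18Δupf1Δ*, at least 4.70-fold higher against a floor of 3 counts over the 3 libraries (adjusted p = 0.00659 from edgeR). *SEC17*, an adaptor of vesicle fusion, used an ACG 27 nt upstream with 0 and 17 reads (at least 11.0-fold), and *APE2*, an aminopeptidase, a UUG 35 nt upstream with 0 and 26 reads (at least 5.26-fold). *RAD14*, a DNA repair gene, used a GAG 3 nt downstream with 0 and 6 reads (at least 5.27-fold). In RPGs, the sites with 0 reads in *upf1Δ* include a UAG of *RPS27A*, 26 nt upstream, with 31 reads in *prp18Δupf1Δ* (at least 9.77-fold), and a UUG of *RPS17B*, 28 nt upstream, with 19 reads (at least 9.51-fold).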

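The mean SE of the 3 libraries was higher in *prp18Δupf1Δ* for 8 of 272 annotated junctions, 335 of 562 alternative 3′SS, 24 of 179 alternative 5′SS and 70 of 143 double alternatives. Of the 335 alternative 3′SS, 289 were also seen in *upf1Δ*. Every *prp18Δupf1Δ* library lay above every *upf1Δ* library for 173 of the alternative 3′SS, or 30.8%, where chance gives 5% in this direction, and for 1 annotated junction, 5 alternative 5′SS and 7 double alternatives. In the other direction, 102 alternative 3′SS were fully separated, and so were 225 annotated junctions, 80 alternative 5′SS and 12 double alternatives. The 8 annotated junctions are those of *HAC1*, *MPT5*, *QCR10*, *DBP2*, *RPL25*, *RPL42A*, *RPS24A* and *RPS26A*. Sites with a higher SE include the AUG of *MUD1*, where it was 0.000911 ± 0.00158 (SD, n = 3) in *upf1Δ* and 0.1005 ± 0.00528 in *prp18Δupf1Δ*, and the CAU of *NYV1*, a vacuolar SNARE, where it was 0.0116 ± 0.0101 and 0.0894 ± 0.0163. Among the alternative 5′SS, one in the second intron of *RPS22B* was at 0.0327 and 0.227.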

While for many splicing events, the increase in FAnS is largely driven by a decrease in annotated SE, many splice sites exhibited an increased SE in the absence of Prp18p (8 annotated sites, 294 alt.3′SS, 15 alt.5′SS, 47 alt.5′SS/alt.3′SS; Supplementary Figure S3). 

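In *prp18Δupf1Δ*, 7 alternative 3′SS junctions of 5 genes had a mean FAnS above 1, against 2 in *upf1Δ*. In *SPT14*, an AAG 25 nt upstream of the annotated site had 82 reads in each strain, beside 222 annotated reads in *upf1Δ* and 7 in *prp18Δupf1Δ*, and its FAnS went from 0.348 ± 0.141 to 17.5 ± 17.8 (SD, n = 3), while a GAG 20 nt upstream reached 2.00 ± 1.00. In *YCL002C*, a GAG 22 nt upstream went from 0.188 ± 0.106 to 4.16 ± 0.421 (log2 change 4.26, adjusted p = 7.27e-13 from edgeR). *MTR2*, an mRNA export factor, already used a CAG 9 nt downstream more than the annotated site in *upf1Δ*, and its FAnS rose from 2.01 ± 0.204 to 5.23 ± 0.198, while a UAG 55 nt upstream was at 2.89 ± 1.05 and 2.58 ± 0.657 and did not pass the test. A UAG of *REC102*, 29 nt upstream, was at 0.329 ± 0.155 and 1.33 ± 1.53 on 8 and 6 reads (adjusted p = 0.246 from edgeR), and the AUG of *GCR1* at 1.07 ± 0.891 in *prp18Δupf1Δ*. The meiotic gene *REC107* was spliced more to an alternative 5′SS, 142 nt away, than at its annotated site in both strains, at 1.60 ± 0.662 and 1.92 ± 1.18 times the annotated reads. Of 280 introns, 38 (13.6%) had at least 10% of their 3′SS use at alternative sites in *prp18Δupf1Δ* and 20 in *upf1Δ*, of which 17 were shared. The shares were 93.1% and 31.9% for *SPT14*, 55.7% and 18.7% for *RAD14*, 35.3% and 7.36% for *SEC14*, a phosphatidylinositol transfer protein, and 30.9% and 4.43% for the first intron of *SUS1*, a gene of mRNA export.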

Remarkably, 9 splice isoforms that used alternative 3′SS in 6 genes exhibited greater spliced mRNA abundance than the mRNA produced from the annotated sites (*GCR1*, *MTR2*, *REC102*, *REC107*, *SPT14*, *YCL002C*; Supplementary Table S5), and 15% of all introns (42/280) exhibited at least 10% alt.3′SS usage (Supplementary Table S5). These data show that Prp18p promotes global recognition of *bona fide* 3′SS over competing alternative sites.

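Sites that gained most against the annotated 3′SS were found in genes of many functions. An ACG in *RPL42A*, 26 nt upstream, had 1 read in *upf1Δ* and 183 in *prp18Δupf1Δ*, 268.9 times higher against annotated reads (95% interval 47.7 to 10678). A GAG 2 nt downstream in the ubiquitin-conjugating enzyme gene *UBC4* had 1 and 112 reads (113 times, 19.9 to 4505), and a GAG 3 nt downstream in *RPS9B* had 2 and 71 (57.4 times, 15.3 to 483). In *OST5*, a subunit of oligosaccharyltransferase, a UAG 37 nt upstream rose from 0.383 ± 0.212% to 20.0 ± 10.2% of annotated reads (SD, n = 3; log2 change 5.69, adjusted p = 5.10e-19 from edgeR). Among gene groups, 19 of 39 alternative 3′SS in vesicle traffic and vacuole genes rose and none fell (19 and 0 when adjusted over the list alone; DESeq2 12 and 0, limma 16 and 0, and 0 lower at an unadjusted p under 0.05), 13 of 32 rose and 1 fell in the ubiquitin and proteasome genes (14 and 2), and 9 of 17 rose and none fell in cytoskeleton genes (10 and 1; DESeq2 5 and 0, limma 8 and 0, and 1 lower at an unadjusted p under 0.05). In RNA processing and export 8 of 22 rose and 1 fell (8 and 1), in transcription and chromatin 6 of 14 rose and 2 fell (7 and 2), in mitochondrial genes 4 of 19 rose and 2 fell (4 and 2) and in snoRNA hosts 6 of 28 rose and 1 fell (6 and 1). DESeq2 called 9 higher and 0 lower in the ubiquitin and proteasome genes, 7 and 0 in RNA processing, 4 and 1 in transcription, 3 and 1 in mitochondrial genes and 6 and 0 in snoRNA hosts. Without replicate 1 of both strains, chosen after seeing the data, the counts were 11 and 0 for vesicle traffic, 9 and 2 for ubiquitin, 5 and 0 for the cytoskeleton, 6 and 1 for RNA processing, 2 and 1 for transcription, 2 and 0 for mitochondrial genes and 4 and 1 for snoRNA hosts. None of 5 sites in meiotic genes passed, by edgeR, DESeq2, limma or at an unadjusted p under 0.05. Some sites lost use: a CAG 146 nt downstream in *RPS0B* had 47 reads in *upf1Δ* and 0 in *prp18Δupf1Δ*, at least 8.31-fold lower, and a CAU 26 nt upstream in *RPS10B* had 56 and 2 (15.7 times lower, 4.14 to 132). From isoforms that exceed the annotated mRNA and introns with at least 10% alternative 3′SS usage, the paper concludes that Prp18p promotes the recognition of authentic 3′SS over competing sites across the genome.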

### Spliceosomes exhibit widespread relaxed fidelity towards non-YAG 3′SS sequences in the absence of Prp18p

To identify the genomic determinants for alternative 3′SS activation in the absence of Prp18p, we analyzed FAnS as a function of the sequence of these alternative 3′SS sequence. These 3′SS motifs could be broadly divided into YAG, RAG, BG (where R = A or G; B = C, G or U), and non-G motifs, with roughly equal numbers of junctions (126 YAG, 166 RAG, 156 BG, 115 non-G, 6-reads minimum, Supplementary Table S2, Figure 2A, B). 

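The filtered alternative 3′SS comprised 126 YAG, 166 RAG, 156 BG and 116 non-G sites. RAG sites divide into 127 AAG and 38 GAG among those tested, and most non-G sites end in AU after A, C or U (68 HAU sites), with 48 of other sequences. RPGs held 85 of the 156 BG sites and 38 of the 68 HAU sites, but 42 of 125 YAG sites. The most frequent BG trinucleotides were UUG with 45 sites, AUG and AGG with 23 each and ACG with 21, and the most frequent HAU trinucleotides were UAU with 35 and CAU with 24. In *upf1Δ*, 28 BG sites had 0 reads, against 2 YAG, 5 AAG, 2 GAG and 7 HAU sites, while 14 YAG and 18 AAG sites had 0 reads in *prp18Δupf1Δ*.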

The majority of these sites had not been detected in previous transcriptome-wide analyses of alternative splicing, likely a consequence of the low usage of these sites when Prp18p is functional and because of biases towards AG/AC introns in the mapping algorithms previously used(19,34–36). 

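The median *prp18Δ* effect on FAnS was 0.967-fold for YAG sites, 1.55-fold for AAG, 10.5-fold for GAG, 3.45-fold for BG and 1.96-fold for HAU sites, over sites seen in both strains. Against YAG, the difference in median log10 effect was 0.204 for AAG (adjusted p = 0.0316 over 4 comparisons, two-sided permutation test across sites, which are not independent replicates), 1.03 for GAG and 0.553 for BG (each adjusted p = 2e-05) and 0.307 for HAU (adjusted p = 0.00232). The GAG median was 0.905, 0.857 and 1.01 in log10 by replicate number, and the YAG median 0.107, 0.0416 and 0.127. *RAD14* shows the contrast within 1 intron, on chromosome XIII from 666934 to 667017 of R64: an ACG 18 nt upstream went from 0.929 ± 0.918% to 36.7 ± 4.01% of annotated reads (SD, n = 3) and a GAG 13 nt upstream from 2.42 ± 1.58% to 40.4 ± 13.6%, while its CAG 11 nt downstream did not pass the test (adjusted p = 0.110 from edgeR). Among sites within 50 nt upstream of the annotated site alone, no group passed the test against YAG (AAG 0.0551, GAG 0.308, BG 0.0897 and HAU -0.158), and the AAG difference also did not pass without *upf1Δ* replicate 1 or 2 or *prp18Δupf1Δ* replicate 1 or 3.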

Strikingly, *prp18Δ* spliceosomes tended to specifically activate alternative 3′SS harboring non-YAG/non-AAG motifs, with the BG and HAU (H = A, C or U) sequences being the most frequent non-canonical sequences activated in the absence of Prp18p (Figure 2A, B). GAG and BG 3′SS were the most upregulated in the absence of Prp18p, with most alternative YAG sites instead being down-regulated (Figure 2A, B). 

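Of 38 GAG sites 32 rose and none fell (DESeq2 29 and 0, limma 30 and 1, 2 lower at an unadjusted p under 0.05), and of 156 BG sites 69 rose and 2 fell. HAU sites rose in 22 cases of 68 and fell in 4, AAG sites rose in 32 of 127 and fell in 15, and YAG sites rose in 22 of 125 and fell in 19. Of 109 YAG sites seen in both strains, 54 had a higher and 55 a lower mean FAnS in *prp18Δupf1Δ*. The AUG of *MUD1* had 1 read in *upf1Δ* and 61 in *prp18Δupf1Δ*, 155 times higher against annotated reads (95% interval 26.8 to 6231), and reached 14.7 ± 2.29% of them (SD, n = 3). A CUG 21 nt upstream in *MAF1*, a repressor of RNA polymerase III, rose from 0.852 ± 0.551% to 14.4 ± 3.03%, and the CAU of *NYV1* from 1.27 ± 1.10% to 14.7 ± 3.81%. In *PHO85*, a cyclin-dependent kinase of phosphate signalling, an ACG 31 nt upstream had 1 and 23 reads (26.5 times, 4.30 to 1091) and a GAG 29 nt upstream rose from 0.976 ± 0.649% to 15.0 ± 3.89%. In *UBC12*, which conjugates the ubiquitin-like protein Rub1p, a GAG 48 nt upstream rose from 17.2 ± 6.04% to 69.4 ± 25.8%, while the UGG 56 nt upstream was at 8.63 ± 2.66% and 15.1 ± 3.70% and did not pass the test (adjusted p = 0.185 from edgeR). Among YAG sites, a UAG 27 nt upstream in *PRE3*, a proteasome subunit, rose from 0.856 ± 0.273% to 15.2 ± 1.93%.

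**Figure D2:**
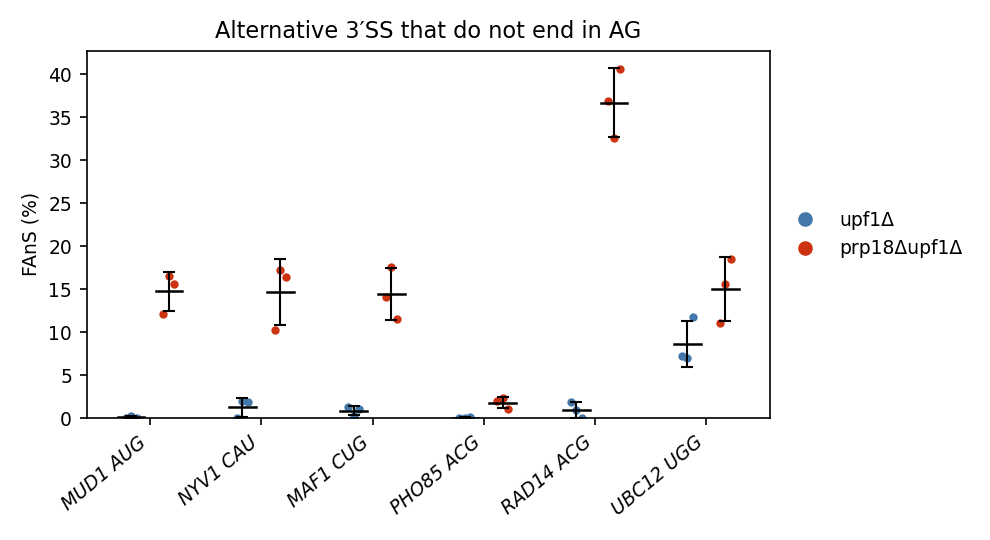
FAnS in percent of annotated reads at 6 alternative 3′SS that do not end in AG, 1 point per library for *upf1Δ* and *prp18Δupf1Δ*. The AUG of *MUD1*, the CAU of *NYV1*, the CUG of *MAF1* and the ACG of *RAD14* lie higher in every *prp18Δupf1Δ* library than in any *upf1Δ* library.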

We confirmed the activation of the non-canonical 3′SS by performing targeted RT-PCR on selected transcripts, including non-consensus 3′SS UGG in *UBC12*, CUG in *MAF1*, AUG in *MUD1*, ACG in *PHO85* and UUG in *SPT14* (Figure 2C). We also confirmed usage of a highly unusual CAU 3′SS for *NYV1* (see below). For *SPT14* and *YCL002C*, RT-PCR confirmed the near-complete loss of the annotated spliced isoforms with concomitant activation of alternative upstream RAG sites (Figure 2C).

**Figure 2.**
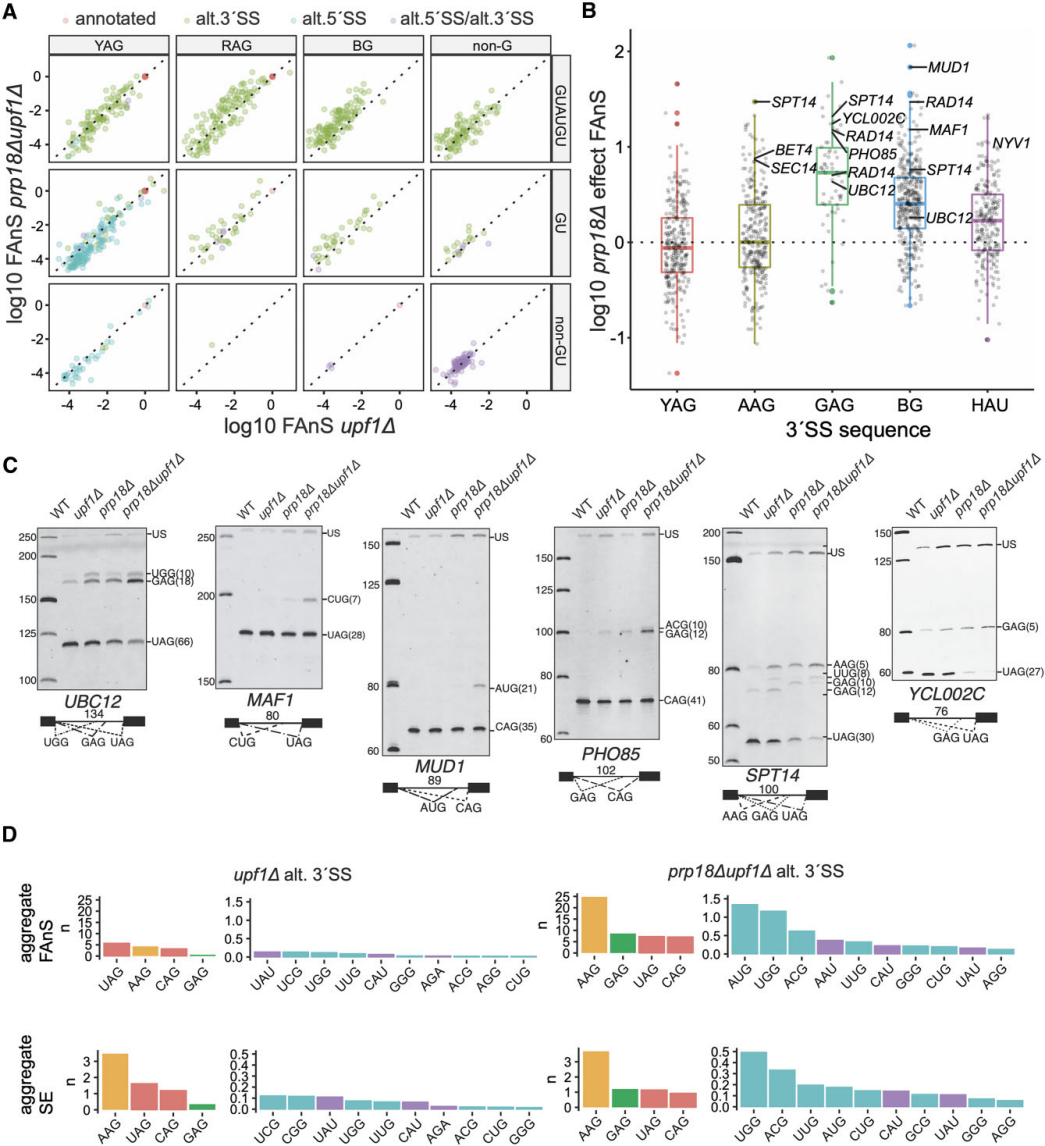
Widespread activation of non-canonical 3′SS in the absence of Prp18p. (**A**) Fraction of annotated splicing (FAnS) and (**B**) boxplots of the *prp18Δ* effect (*prp18Δupf1Δ* FAnS/ *upf1Δ* FAnS) for different classes of 3′SS motifs. (**C)** Selected junctions validated by RT-PCR with Cy3-labeled primers and polyacrylamide gel electrophoresis. The numbers in each intron diagram represent the length of the annotated intron. The numbers beside each 3′SS sequence on the gel represent distance (in bp) from the branchpoint (BP) to the indicated 3′SS. Note that each of these alternative junctions as well as those in Supplementary Figure S8 is labeled in the *prp18Δ* effect boxplots in panel B. (**D**) Aggregate usage of each motif class calculated as the sum of FAnS or SE for all alternative sites in each class. Salmon = YAG; green = GAG; orange = AAG; cyan = BG; purple = HAU or AGA. Abbreviations: R = A or G; Y = C or U; H = A, C or U.

We next analyzed the aggregate usage for each 3′SS sequence genome-wide by summing SE and FAnS across transcripts, and found AAG to be the most utilized alternative 3′SS sequence by total SE (Figure 2D). 

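The summed SE of the 127 AAG sites was 3.55 ± 0.669 (SD, n = 3) in *prp18Δupf1Δ*, ahead of GAG at 1.18 ± 0.206 over 38 sites, UAG at 1.11 ± 0.223 over 61 and CAG at 0.902 ± 0.137 over 64. In *upf1Δ* the order was AAG at 2.73 ± 0.273, UAG at 1.51 ± 0.212, CAG at 1.12 ± 0.174 and GAG at 0.347 ± 0.0635. The largest single share of the AAG sum in *prp18Δupf1Δ* came from *DMC1*, a meiotic recombinase gene with few reads, at 15.7%. Other strongly used AAG sites were those of *SEC14*, 29 nt upstream (6.96 ± 1.33% to 51.3 ± 2.74% of annotated reads), and *RPL24B*, 3 nt downstream (0.687 ± 0.186% to 14.9 ± 1.05%).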

Although the overall SE for AAG was roughly the same in both strains, the FAnS at AAG sites was substantially higher in the absence of Prp18p, suggesting a preferential loss of annotated 3′SS usage in the absence of Prp18p (Figure 2D, Supplementary Figure S4). 

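Summed SE at AAG sites was 1.30 times as high in *prp18Δupf1Δ* as in *upf1Δ* (exact permutation test over the 3 libraries of each strain, two-sided, p = 0.2), and summed FAnS 5.94 times, from 4.16 ± 0.376 to 24.7 ± 17.9 (SD, n = 3; exact p = 0.1, the smallest possible). A single junction, the AAG of *SPT14*, made up 70.8% of the FAnS sum in *prp18Δupf1Δ*, in an intron that kept 7 annotated reads there. Without this junction the summed FAnS was 1.89 times as high, and without *prp18Δupf1Δ* replicate 3 it was 3.46 times. At YAG sites the summed SE was 0.737 times as high for UAG and 0.808 times for CAG (each exact p = 0.2), while the summed FAnS was 1.22 and 2.21 times as high.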

While AAG spliced junctions outnumber GAG junctions, the SE for GAG increased by a larger extent in the absence of Prp18p relative to AAG (Figure 2D). 

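Summed SE at GAG sites was 3.40 times as high in *prp18Δupf1Δ* as in *upf1Δ* and summed FAnS 13.7 times, from 0.605 ± 0.0845 to 8.31 ± 0.997 (SD, n = 3; each exact permutation p = 0.1, two-sided, the smallest that 3 libraries against 3 allow). The GAG of *UBC12* gave 21.8% of the SE sum in *prp18Δupf1Δ*, and that of *YCL002C* 50.1% of the FAnS sum. GAG sites 2 nt downstream of the annotated one, as in *ACT1*, where the FAnS rose from 0.0165 ± 0.00655% to 0.589 ± 0.0121%, add little to these sums because the annotated site stays far ahead.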

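By summed SE in *prp18Δupf1Δ*, the BG trinucleotides came in the order ACG at 0.326 ± 0.0714 (SD, n = 3), AUG at 0.160 ± 0.0166, CUG at 0.137 ± 0.0240, UGG at 0.127 ± 0.0246 and UUG at 0.118 ± 0.0213. These were 15.3, 21.0, 9.48, 1.69 and 2.15 times the sums in *upf1Δ*, and each sum was higher in every *prp18Δupf1Δ* library (exact permutation test, two-sided, p = 0.1, the smallest possible). Single genes carry much of each: *RAD14* gave 48.6% of the ACG sum, *MUD1* 62.7% of the AUG sum and *UBC12* 44.0% of the UGG sum. By summed FAnS the order was AUG, ACG, UGG, UUG and CUG, at 1.31, 0.598, 0.381, 0.186 and 0.182, with *GCR1* giving 81.9% of the AUG sum. Of the trinucleotides without a final G, CAU came first at 0.129 ± 0.0181, 2.81 times the *upf1Δ* sum, with 69.3% from *NYV1*, and UAU followed at 0.0794 ± 0.00281 against 0.0789 ± 0.0106 (exact p = 0.9). The CAU of *NYV1* lies 10 nt upstream of the annotated UAG and 25 nt from the branchpoint, on chromosome XII in the intron from 327259 to 327399 of R64. UCG sites were used less, at 0.238 times the *upf1Δ* sum.

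**Figure D3:**
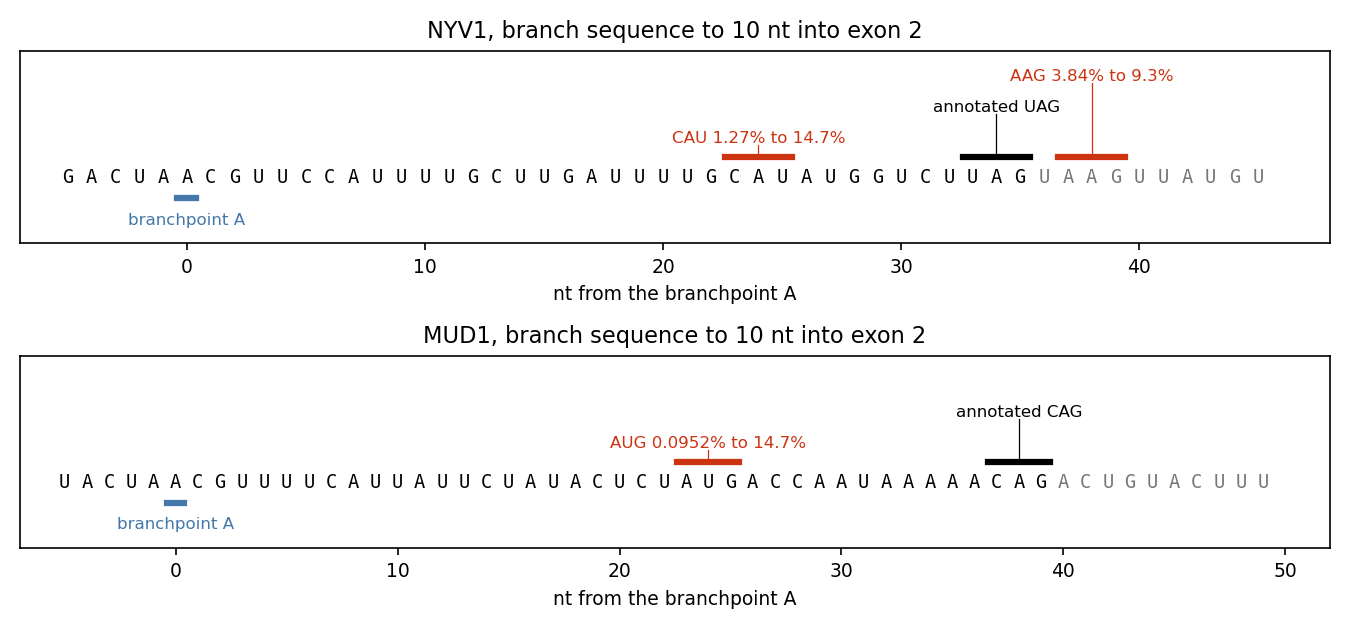
Maps of the *NYV1* and *MUD1* introns from the branch sequence to 10 nt into the second exon, with the bases along the horizontal axis in nt. The CAU of *NYV1* and the AUG of *MUD1*, each 25 nt from the branchpoint, are marked beside the annotated 3′SS.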

AUG, ACG, UGG and UUG were the most efficiently used non canonical BG sites, while CAU and UAU were the most efficiently used non-G sites (Figure 2D). In summary, these results demonstrate that in the absence of Prp18p, the spliceosome can utilize 3′SS lacking the consensus A or G nucleosides that are the hallmark of most 3′SS. In other words, spliceosomes exhibit remarkably relaxed fidelity in the absence of Prp18p, with a reduced ability to discriminate YAG from non-YAG sequences.

### Prp18p prevents activation of branchpoint-proximal 3′SS and of non-YAG 3′SS sequences

We next analyzed the features of 3′SS sequences activated in the absence of Prp18p, first focusing on their location relative to the annotated 3′SS and branchpoint sequences (Figure 3A, B). Plotting the position of alternative 3′SS by distance to the annotated 3′SS revealed that alternative YAG and AAG 3′SS tend to be downstream, while GAG and non-AG sites tend to be upstream of the annotated 3′SS (Figure 3A). 

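Within 50 nt of the annotated 3′SS, 52 of the YAG and AAG sites lay upstream and 134 downstream (28.0% upstream). Of BG sites 110 lay upstream and 34 downstream (76.4%, odds ratio 8.34, adjusted p = 1.46e-18, Fisher's exact test, two-sided, 3 comparisons), and all 65 HAU sites lay upstream (adjusted p = 1.40e-27). GAG sites were split, with 17 upstream and 18 downstream (48.6%, odds ratio 2.43, adjusted p = 0.0273 by the same exact test). Upstream sites that end in AG were used strongly in *SUS1*, where a CAG 20 nt upstream in the first intron rose from 4.51 ± 0.773% to 44.6 ± 1.60% of annotated reads (SD, n = 3), and in *RPS10B*, where an AAG 31 nt upstream rose from 0.219 ± 0.0664% to 3.59 ± 0.427%. An ACG of *RPS10B*, 17 nt upstream, rose from 0.260 ± 0.0441% to 2.83 ± 0.105%.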

The main exceptions to this trend were a group of GAG and BG alternative 3′SS located 2 and 1 nucleotides downstream of the annotated one (Figure 3A). This observation is consistent with the model that spliceosomes lacking Prp18p may exhibit ‘slippage’ when suboptimal 3′SS sequences are located immediately adjacent to the normal 3′SS. 

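Of the 18 downstream GAG sites within 50 nt, 12 lay 2 nt after the annotated site, and of the BG sites 22 lay 1 nt after it. An annotated intron offers such a site where its first exonic base is G, in 72 introns, of which 22 used it, or where its first exonic bases are AG, in 15 introns, of which 12 used it. RPGs held 18 of the 22 BG sites at this place and 4 of the 12 GAG sites. The GAG sites include those of *ACT1* and *UBC4*. Without the sites 1 and 2 nt downstream, 17 GAG sites lay upstream and 6 downstream.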

Many alternative 3′SS used in the absence of Prp18p were located less than 10 nt from the annotated branchpoint (Figure 3B). 

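Branchpoint distances under 10 nt were found at 25 alternative 3′SS, 7 of them at 7 nt, 10 at 8 nt and 8 at 9 nt, while 280 annotated 3′SS lay 10 to 439 nt from the branchpoint, with a median of 33. AAG sites made up 12 of the 25, YAG sites 7, BG sites 4 and GAG sites 2. Genes with such a site include *SPT14* and *YCL002C*, at 9 nt each, *SUS1* and *RPS10B*, at 8 nt each, and *GIM5*, a subunit of the prefoldin chaperone chosen after its values were seen, where an AAG at 8 nt rose from 0.00456 ± 0.00470 to 0.0956 ± 0.00835 in FAnS (SD, n = 3).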

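The 7 sites 7 nt from the branchpoint lay 5 to 75 nt upstream of the annotated 3′SS. The GAG in the second intron of *DYN2*, a dynein light chain, rose from 1.66 ± 0.409% to 5.20 ± 1.05% of annotated reads (SD, n = 3; log2 change 1.64), the UAG of *NCE101* from 0.898 ± 0.348% to 4.69 ± 1.88% (2.34) and the CAG of *RUB1*, a ubiquitin-like protein, from 0.226 ± 0.0536% to 0.824 ± 0.182% (1.81). The UAG of *PRE3* had 69 reads in *upf1Δ* and 718 in *prp18Δupf1Δ* (4.14), and the UAG of *RPS27A* reached 0.195 ± 0.0381% without a read in *upf1Δ*. 2 sites in RPGs rest on few reads: the AAG of *RPS18B* had 0 and 4, a call that is lost by DESeq2, with the replicate block and without any 1 library except *prp18Δupf1Δ* replicate 2, and the AAG of *RPL40B* 2 and 5, which did not pass the test (adjusted p = 0.521 from edgeR). The branch sequence and site of *PRE3* read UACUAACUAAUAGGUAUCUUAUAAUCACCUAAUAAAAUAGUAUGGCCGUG, where the alternative UAG comes 3 nt after the branch sequence.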

Whereas the shortest known naturally occurring BP-3′SS distance in budding yeast is 10 nt, we detected 25 cases of alternative 3′SS positioned within 10 nt of the branchpoint, with the shortest distance of 7 nt occurring 7 times (*DYN2*, *PRE3*, *NCE101*, *RUB1*, *RPL40B*, *RPS18B*, *RPS27A*; Figure 3B). These sites were utilized at substantially increased levels in the absence of Prp18p, consistent with spliceosome structural studies that predicted that Prp18p acts a molecular ruler imposing a minimum BP-3′SS distance (5).

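Of the 25 sites under 10 nt from the branchpoint, 24 rose in FAnS, against 156 of 537 sites at 10 nt or more (96.0% and 29.1%, odds ratio 58.6, p = 8.10e-12, Fisher's exact test across sites, two-sided). None fell by edgeR, DESeq2 or limma or at an unadjusted p under 0.05. The median log2 *prp18Δ* effect of the 20 sites seen in both strains was 3.70, against 0.81 at longer distances, and 5 sites had 0 reads in *upf1Δ*. FAnS can rise through the loss of annotated reads alone, as at the AAG of *SPT14*, with 82 reads in each strain. All 25 sites lay upstream of the annotated 3′SS, while the 537 include downstream sites, and the groups were not matched for this. Of 2 genes chosen after their values were seen, *IST1*, a regulator of endosomal sorting, rose from 0.0200 ± 0.00725 to 0.337 ± 0.120 in FAnS at an AAG 9 nt from the branchpoint (SD, n = 3), and *MCM21*, a kinetochore gene, from 0.0188 ± 0.00233 to 0.213 ± 0.0896 at a UAG 8 nt from it. In *RBS1* an AAG at 8 nt rose from 0.0297 ± 0.000810 to 0.380 ± 0.0335.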

**Figure 3.**
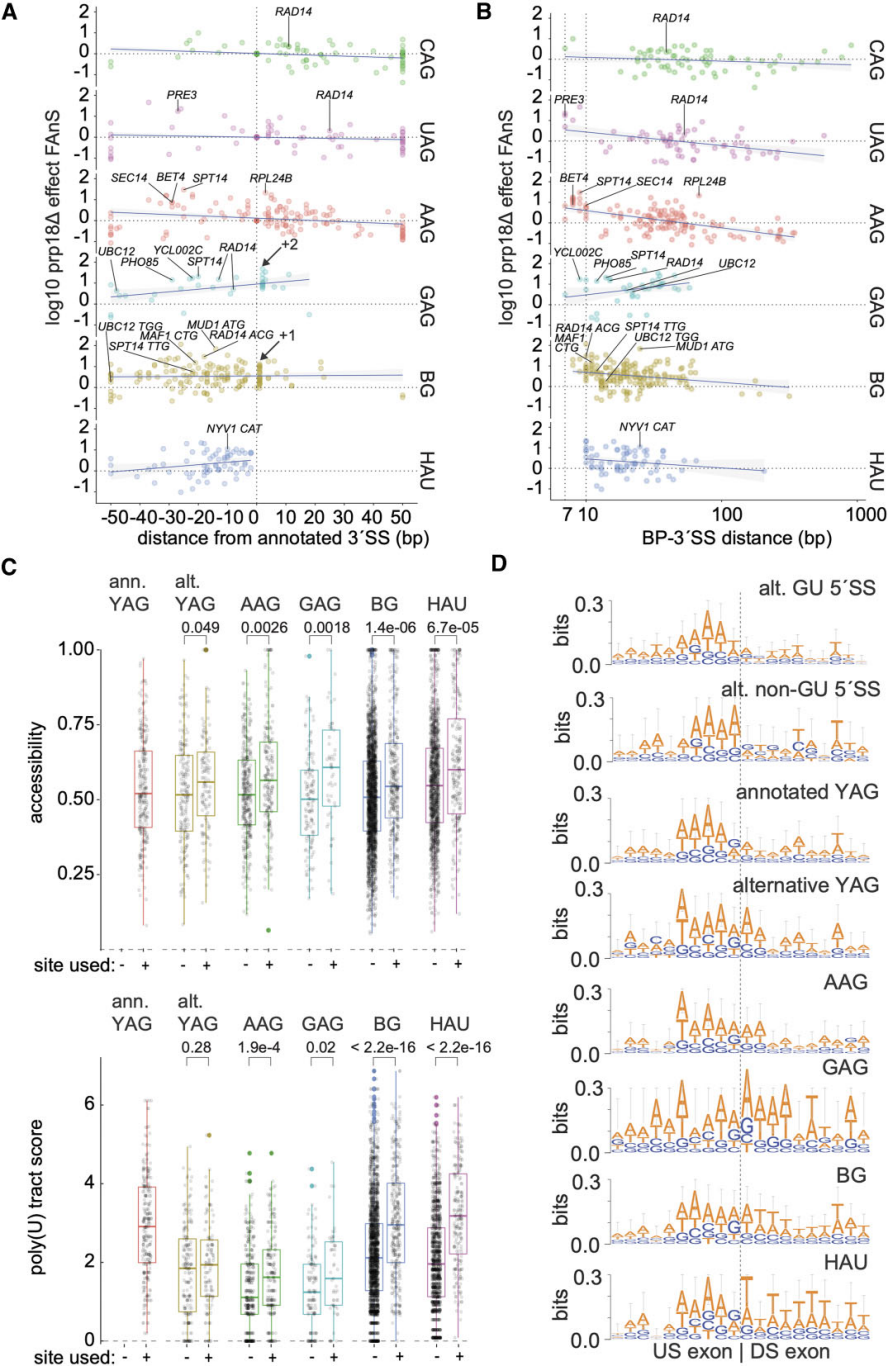
Adjacent sequences and structural contexts modulate alternative 3′SS usage. (**A**) *prp18Δ* effect (*prp18Δupf1Δ* SE/ *upf1Δ* SE) plotted by the alternative to annotated 3′SS distances for each motif class, where negative numbers represent upstream alt.3′SS. The horizontal line denotes neutral effect of Prp18p. The indicated +1 and +2 positions from the annotated site denote positions enriched for BG and GAG non-canonical splicing motifs, respectively. (**B**) *prp18Δ* effect as defined in (A) but plotted by the distance from the branchpoint (BP) to the 3′SS. Note the log scale for the x-axis. (**C**) Boxplots of 3′SS accessibility and poly(U) tract scores separated by whether the 3′SS gives detectable splicing (+) or not (–) in the *prp18Δupf1Δ* strain. The accessibility of each trinucleotide sequence from 8 nt downstream the branchpoint to 50 nt downstream of the annotated site was calculated as the averaged probability of each base in the 3′SS being unpaired (see Materials and methods). *P*-values are based on two-tailed *t*-test analysis. (**D**) Motif enrichment for the 10 nucleotides upstream and downstream of each junction for each indicated 5′SS and 3′SS class. The vertical dotted line denotes the exon-exon junction.

While we observed a weak relationship between alternative 3′SS efficiency and BP-3′SS distance in the *upf1*Δ control strain, a stronger negative relationship between alternative 3′SS efficiency and BP-3′SS distance emerged in the absence of Prp18p (Supplementary Figure S5). This effect was strongest for AG sites, likely owing to the increased numbers of sites utilized downstream of the annotated 3′SS (Figure 3A, B). 

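Across 470 alternative 3′SS seen in both strains, the slope of log10 SE on log2 distance from the branchpoint to the 3′SS was -0.0121 (standard error 0.0391) in *upf1Δ* and -0.212 (0.0369) in *prp18Δupf1Δ*. The correlations were r = -0.0143 (p = 0.761) and Spearman's rho = -0.0150 (p = 0.748) in *upf1Δ*, and r = -0.256 and rho = -0.231 in *prp18Δupf1Δ* (each p = 1e-05, the smallest that 100000 permutations give, two-sided, across sites that are not independent replicates). Per library the slopes were -0.0331, -0.0692 and -0.0332 in *upf1Δ* and -0.181, -0.192 and -0.158 in *prp18Δupf1Δ* (exact permutation test, two-sided, p = 0.1, the smallest possible). Over 247 AG sites the slope went from -0.205 to -0.388 and over 223 non-AG sites from -0.0923 to -0.257. Upstream sites alone had slopes of -0.141 (permutation p = 0.0480) and -0.368, and with at least 20 reads the *upf1Δ* slope was 0.0194. For the upstream sites in *upf1Δ*, rho was -0.107 and did not pass (permutation p = 0.0967). The UAG of *OST5* at 9 nt and the CAG of *SUS1* at 8 nt are among the sites at the short end.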

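Of 98 YAG sites downstream of the annotated 3′SS, 14 rose and 12 fell in FAnS, and 47 of 86 seen in both strains had a lower mean in *prp18Δupf1Δ*, with a median log2 effect of -0.15. In SE their median log2 effect was -0.78. Of 104 downstream RAG sites, 30 rose and 8 fell (rises against YAG: odds ratio 2.43, adjusted p = 0.0165, Fisher's exact test, two-sided, 2 comparisons), and of 36 BG sites 14 rose (odds ratio 3.82, adjusted p = 0.00702). Within RAG, 17 of 18 downstream GAG sites rose and 13 of 86 AAG sites, of which 8 fell. Examples are the AAG 3 nt downstream in *RPL24B* and the AAG 4 nt downstream in *NYV1* (3.84 ± 1.57% to 9.30 ± 1.38% of annotated reads, SD, n = 3), the latter not called by DESeq2 (adjusted p = 0.0737), by limma or without *prp18Δupf1Δ* replicate 3. In *RPL22B* an AAG 246 nt downstream had 24 and 0 reads (at least 1.45-fold lower), a call that is lost by DESeq2, with the replicate block and without any 1 library except *upf1Δ* replicate 3.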

While YAG sites downstream of the annotated sites tended to be downregulated in the absence of Prp18p, downstream RAG and BG sites were more often upregulated relative to the annotated sites (Figure 3A). This suggests that the increased utilization of non-consensus 3′SS is not entirely due to Prp18p-deficient spliceosomes favoring shorter BP-3′SS distances, but rather indicative of an independent function for Prp18p in YAG sequence selection. 

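All 12 GAG sites 2 nt downstream of the annotated 3′SS rose, with a median log2 *prp18Δ* effect between 3.33 and 4.97 (95% bootstrap interval), from a median FAnS of 0.000460 to 0.00660. Of 22 sites 1 nt downstream whose trinucleotide ends in GG, 8 rose and 19 of the 20 seen in both strains had a higher mean, with a median of 1.87 (1.18 to 2.49). Other sequences at the same places did not: none of 22 other sites 1 nt downstream passed (1 at an unadjusted p under 0.05, 0 by DESeq2 and limma), with a median of 0.03 (-0.31 to 0.21), and none of 6 other sites 2 nt downstream (1 unadjusted, 0 by DESeq2 and limma). The GAG of *ACT1* was used by 4 reads in *upf1Δ* and 91 in *prp18Δupf1Δ* (35.3 times higher, 95% interval 13.3 to 132), and that of *UBC4* reached 0.462 ± 0.0529% of annotated reads (SD, n = 3).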

Supporting this model, we noticed an enrichment of upregulated NGG sites at +1 and GAG sites at +2 nt downstream of the annotated 3′SS, where the underlined G represents the G_-1_ of the annotated YAG 3′SS (Figure 3A; NBG are NGG sites at the +1 position due to the invariant G in annotated sites).

Accessibility of 3′SS within the context of RNA secondary structure can play a major role in determining the primary 3′SS used (i.e. the annotated site); (28,37). To test whether this impacts alternative 3′SS usage globally, we analyzed accessibility of alternative 3′SS motifs (i.e. the probability of the 3′SS not being included in a secondary structure) in a window spanning 7 nt downstream of the BP to 50 nt downstream of the annotated 3′SS. We then separated sites in two groups, according to whether they were detected as alternative 3′SS in either strain. 

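A site counted as used when its junction passed the filters with at least 6 gapped reads over the 6 libraries. Unused sites can thus include some with fewer reads. Accessibility was taken as the mean probability that the bases of a trinucleotide are unpaired, from folds in which the branch sequence and the 8 nt after it were kept single-stranded, for sites from 8 nt after the branchpoint to 50 nt after the annotated 3′SS. It was higher at used than at unused sites in every motif group: 0.564 against 0.468 for YAG (adjusted p = 0.00494), 0.682 against 0.525 for AAG and 0.695 against 0.477 for BG (each adjusted p = 2.5e-05), 0.538 against 0.421 for GAG (adjusted p = 0.0407) and 0.835 against 0.704 for HAU (adjusted p = 1e-04), by two-sided permutation tests across sites, adjusted over 5 groups. The groups held 77, 104, 151, 35 and 67 used and 245, 471, 2507, 160 and 1473 unused sites. The 280 annotated 3′SS had a mean of 0.625, and all 434 used sites of 0.678 (difference 0.0525, permutation adjusted p = 0.0182 over 6 comparisons). The difference from annotated sites was 0.210 for HAU (permutation adjusted p = 6e-05), 0.0695 for BG (0.0145), 0.0569 for AAG, -0.0606 for YAG and -0.0873 for GAG (each 0.0585). Without the constraint on the branch sequence, the difference between used and unused sites did not pass the permutation test for YAG (0.0354, adjusted p = 0.338) or GAG (-0.0131, adjusted p = 0.798).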

Consistently, alternative 3′SS motifs that are utilized tended to be more accessible than those not utilized, and surprisingly, even more accessible than the annotated 3′SS (Figure 3C). Together these data support a model in which 3′SS accessibility influences its utilization by the spliceosome, consistent with previous studies (28).

### Poly(U) tract strength and exonic adenosines promote usage of alternative and non-YAG 3′SS

Next we examined the relationship between poly(U) tracts and 3′SS usage, and calculated a poly(U) score based on position weight matrix scores (PWMS) derived from all annotated 3′SS, as defined previously (30). 

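The number of U in the 20 nt before the trinucleotide was counted in place of the position weight matrix score, which was not used here. Used HAU sites had 8.96 U on average and unused ones 6.81, BG sites 8.40 and 6.52, GAG sites 8.17 and 5.66 and AAG sites 6.77 and 5.45 (each adjusted p = 1.25e-05 over 5 groups, two-sided permutation test across sites, which are not independent replicates). The annotated 3′SS had 9.00 ± 3.15 (SD over 280 introns), so used HAU and BG sites came close to the annotated sites in this measure, and AAG sites did not (difference -2.23, permutation adjusted p = 2e-05). Among sites upstream of the annotated 3′SS alone, the permutation test was passed by HAU sites (adjusted p = 0.00230) and not by BG (difference 0.524, adjusted p = 0.138), GAG (1.01, 0.199) or AAG sites (0.772, 0.240).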

We found that RAG, BG and HAU alternative 3′SS sites that are utilized exhibited substantially greater poly(U) tract scores than non-utilized sites (Figure 3C). This impact of poly(U) sequence was specific to non-consensus 3′SS sequences, as it was not detected for alternative YAG sites (Figure 3C). This observation suggests that activation of unconventional 3′SS sequences requires the presence of strong poly(U) tract upstream. 

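Used YAG sites had 6.74 ± 2.53 U (SD over 77 sites) in the 20 nt before the trinucleotide and unused ones 5.48 ± 2.29 (245 sites), a difference of 1.26 (adjusted p = 7e-05, two-sided permutation test across sites). In a window of 10 nt the counts were 3.25 and 2.62 (permutation adjusted p = 0.00384). Among YAG sites upstream of the annotated 3′SS, 14 used sites had 7.43 and 32 unused sites 6.44, and the difference did not pass the permutation test (adjusted p = 0.273).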

As alternative 3′SS are in competition with annotated ones, we examined how poly(U) tract scores at the annotated sites impact the splicing efficiency (SE) at alternative 3′SS. 

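The count of U in the 10 nt before the annotated 3′SS was set against the log10 SE of each alternative 3′SS in *upf1Δ*, across sites that are not independent replicates. At 252 sites in RPG introns Pearson's r was -0.199 (adjusted p = 0.00708 over 4 tests) and Spearman's rho -0.156 (adjusted p = 0.0262), by two-sided permutation tests. Annotated 3′SS of RPGs held 5.71 ± 1.69 U (SD over 104 introns) in these 10 nt, those of non-RPGs 4.26 ± 1.91 (176 introns), a difference of 1.46 (permutation p = 1e-05, the smallest possible).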

Strikingly, we observed a significant negative correlation between the poly(U) tract scores of annotated 3′SS and SE of alternative 3′SS (Supplementary Figure S6a). This was true even when analyzing RPG and non-RPGs separately to account for the observation that RPGs tend to have much stronger poly(U) tracts (Supplementary Figure S6a). 

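At 264 sites in non-RPG introns of *upf1Δ*, r between the count of U before the annotated 3′SS and the log10 SE of the alternative site was -0.118 (adjusted p = 0.0713) and rho -0.111 (adjusted p = 0.0713, two-sided permutation tests across sites, 4 tests), which did not pass the threshold. With the alternative SE summed to 1 value per intron, the permutation test gave r = -0.235 in 113 non-RPG introns (adjusted p = 0.0479) and -0.223 in 86 RPG introns (adjusted p = 0.0520). With at least 20 reads per junction, the permutation test gave r = -0.0139 in non-RPGs (adjusted p = 0.869) and -0.245 in RPGs (adjusted p = 0.0291). Spearman's rho in these RPG introns was -0.203 and did not pass (permutation adjusted p = 0.0555).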

Interestingly, BG and HAU alternative 3′SS exhibited greater poly(U) tract scores relative to the annotated sites in RPG versus non-RPGs (Supplementary Figure S6b), indicating greater dependency of non-AG sites on a strong poly(U) tract in the context of RPG splicing (Supplementary Figure S6b). These differences are significant in light of the fact that GAG sites tend to have weaker poly(U) tracts relative to BG and HAU despite also being predominantly upstream of annotated sites (Figure 3C).

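The count of U before the alternative site minus that before the annotated site was -0.659 on average at 85 BG sites of RPGs and -0.197 at 71 BG sites of non-RPGs, a difference of -0.462 (adjusted p = 0.167 over 5 groups, two-sided permutation test across sites). At HAU sites it was -0.605 in RPGs and 0.30 in non-RPGs, a difference of -0.905 (permutation adjusted p = 0.120). YAG and AAG sites differed more, by -1.48 (permutation adjusted p = 0.00200) and -1.68 (adjusted p = 0.000200), and GAG sites by -1.41 (adjusted p = 0.0633). The alternative sites themselves held more U in RPGs, with 4.96 and 3.79 U in 10 nt at BG sites and 5.42 and 4.30 at HAU sites.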

Previous work has shown that adenosines in both exons can promote the efficiency of the second step via interactions with the uridine-rich loop 1 of U5 snRNA, and that these interactions are particularly important in the absence of fully functional Prp18p (17,18). Consistent with these targeted analyses, sequence logo analysis of the alternative 5′SS indicated an enrichment of adenosines in the first 4–5 nt upstream, similar to that observed at annotated 5′SS (Figure 3D). 

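In the 4 nt upstream of 179 alternative 5′SS, 333 of 716 bases were A (46.5%), and upstream of 280 annotated 5′SS 506 of 1120 (45.2%). The odds ratio was 1.06 (Fisher's exact test across bases, two-sided, p = 0.597). The alternative 5′SS lay in RPGs in 128 cases, such as *RPL30* and *RPS26A*.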

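In the 4 nt after the 3′SS, A made up 42.8% of bases at YAG sites, 40.6% at AAG and 42.1% at GAG sites, against 32.9% at 280 annotated sites (odds ratios 1.52, 1.39 and 1.48, adjusted p = 0.000853, 0.00897 and 0.0476, Fisher's exact test across bases, two-sided, 5 comparisons). In the first 2 nt the shares were 48.4%, 47.2% and 48.7%, against 31.8%. At position 1 alone, A stood at 60.5% of the 38 GAG sites, 52.0% of YAG and 49.6% of AAG sites and 35.0% of annotated sites, and at position 4 at 40.0% of YAG, 32.3% of AAG and 33.6% of annotated sites. BG sites had 34.1% A over the 4 nt (adjusted p = 0.634 by the same exact test) and HAU sites 29.0% (adjusted p = 0.309).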

While annotated 3′SS did not show any enrichment for adenosine in the downstream exons, alternative AG 3′SS showed enrichment for A at the +1 and +2 positions, with GAG showing the strongest enrichment from +1 to +4 of the pseudo-exon2 sequences (Figure 3D). 

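Of 68 HAU sites 50 lay within 20 nt upstream of the annotated 3′SS (73.5%), and of 156 BG sites 63 (40.4%), together 113 of 224 (50.4%). The shares were 18.4% for GAG, 12.6% for AAG sites, and 9 of 125 YAG sites lay there. In the 10 nt downstream of the site, U made up 43.1% of bases at HAU sites and 37.4% at BG sites, against 29.0% at annotated 3′SS. *NYV1* is an example, where the bases between the CAU and the annotated UAG are part of the tract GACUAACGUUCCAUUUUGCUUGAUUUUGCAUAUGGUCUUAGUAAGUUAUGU that runs from the branch site into the exon.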

The enrichment for U downstream of BG and HAU is likely due in part to the presence of poly(U) tracts upstream of the annotated site, as the majority of BG and HAU sites are found within 20 nt upstream of the annotated site, thus positioned very closely upstream from the poly(U) tract regions preceding the annotated 3′SS. Instead, GAG sites exhibit stronger enrichment of downstream pseudo-exonic adenosines, showing that different non-canonical motifs may rely on different features for efficient usage by the spliceosome (Figure 3D). 

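The 38 GAG sites had 27.4% U in the 10 nt downstream, below the BG and HAU sites, and 5.26% U at position 1. A stood at 36.8% of the bases at position 2, 34.2% at position 3 and 36.8% at position 4. In the first 2 nt together, the odds ratio of A against annotated sites was 2.04 for GAG (adjusted p = 0.00733), 2.01 for YAG and 1.92 for AAG sites (adjusted p = 4.70e-05 and 7.52e-05), 1.38 for BG (0.0390) and 0.959 for HAU sites (0.918), by Fisher's exact test across bases, two-sided, 5 comparisons.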

Overall, these results suggest that the utilization of non-consensus 3′SS sites requires a combination of intronic and pseudo-exonic features to compete effectively with the annotated sites.

### Mutations in the conserved loop and helix2 of Prp18p impair 3′SS sequence fidelity

We next investigated the structural domains and interactions that allow Prp18p to promote the fidelity of recognition of YAG 3′SS. *S. cerevisiae* Prp18p contains five α-helices interspersed with short loop regions, including a loop connecting helices 4 and 5 that contains a highly conserved region (CR) of 25 amino acids (Figure 4A; Supplementary Figure S7) (38,39). Cryo-EM structure of the post-catalytic spliceosome revealed that the Prp18p α-helical domain interfaces with the RNase H-like domain of Prp8p at the spliceosome periphery while the conserved loop juts into the active site and is positioned near nucleosides -3 and -4 of the 3′SS via a tunnel going through Prp8p (5). This arrangement is proposed to stabilize the core spliceosome, while the Prp18p CR along with the α-finger domain of Prp8p forms a channel within the active site through which the 3′SS can be positioned for exon ligation (5) (Figure 4A). These observations suggest that the CR loop of Prp18p might promote the fidelity of the second step of splicing through its interaction with the 3′SS region. To test this hypothesis, we analyzed the impact of three mutations previously reported to disrupt structural domains of Prp18 (Supplementary Figure S7a): (i) a modified deletion of the conserved loop that disrupts growth above 34°C but binds Slu7p efficiently (*prp18-ΔCRt*, Δ(S187-I211)); (ii) a double point mutation in helix 2 that inhibits Slu7p binding (*prp18-h2*, R151E R152E) and (iii) a quadruple point mutation of four conserved residues in helix 5 that severely impacts growth at 30°C but retains the interaction with Slu7p (*prp18-h5*, D223K E224A K234A R235E) (40). All these mutants were expressed as GFP fusions and western blot analysis showed expression levels similar to the levels of the plasmid-borne wild-type Prp18p-GFP when cells were grown at 30°C (Supplementary Figure S7b). We then analyzed the impact of these mutations on the splicing of two pre-mRNAs that exhibited activation of non-consensus 3′SS in the absence of Prp18p: *NYV1* (CAU/ 3′SS) and *MUD1* (AUG/ 3′SS). Consistent with previous observations (40), the *prp18-h5* mutant displayed a severe growth defect at 30°C while the growth of the other two mutants was unaffected at this temperature, and all three mutants showed growth inhibition at 34 and 37°C (Figure 4B). This result indicates that the integrity of helix 5 is essential to achieve full functionality of Prp18p. Importantly, usage of the non-consensus 3′SS of *NYV1* and *MUD1* was significantly increased in all these mutants at 30°C (Figure 4C, D). Strikingly, usage of the *MUD1* AUG alternative 3′SS was even more pronounced in strains expressing the h5 and the *ΔCRt* mutants than in the *prp18*-null background (Figure 4d), suggesting that these mutants may have dominant phenotypes on the mechanism of 3′SS selection. We conclude that mutations within the α-helical domain of Prp18p can compromise the fidelity of selection of YAG 3′SS sequences. Importantly, mutations of the conserved loop of Prp18p promote usage of alternative 3′SS with sequences that differ from the consensus at positions –2 and –1. This result suggests that the role of the loop within the conserved region of Prp18p is not limited to binding nucleosides –3 and –4 of the 3′SS but extend to the entire 3′SS sequence. It is possible that these mutations may also impact the positioning of Prp8p α-finger domain, which directly interacts with the pyrimidine at position –3 of the 3′SS through Gln1594 (5). However, the α-finger domain of Prp8p is located away from Prp18p (Figure 4A), so it is unlikely that this is the major mechanism by which these mutations promote a loss of 3′SS fidelity mechanisms.

**Figure 4.**
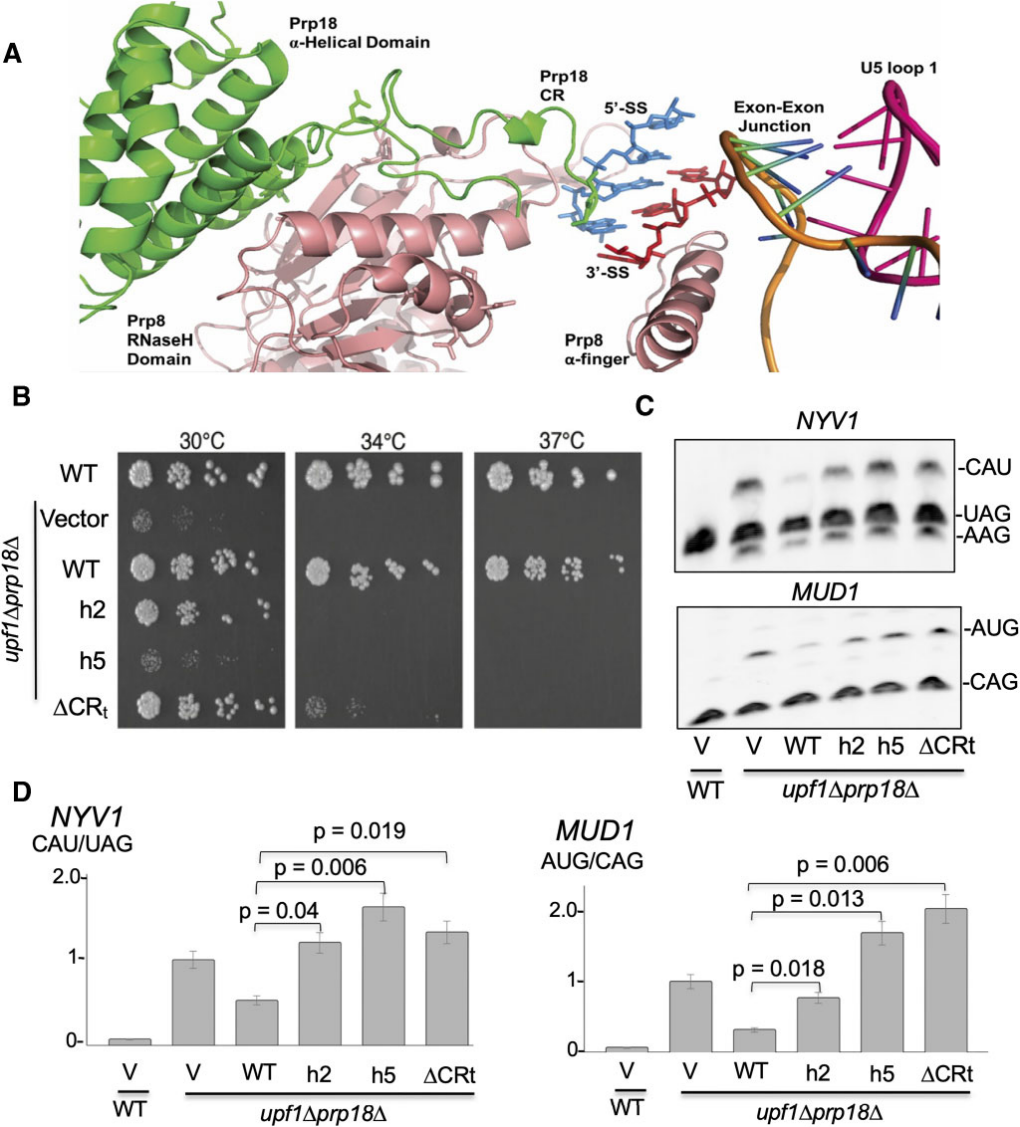
Contributions of the structural domains of Prp18p to 3′-splice site sequence recognition. (**A**) Structure of the active site of the post-catalytic spliceosome with domains of Prp18p (green), Prp8p (salmon), the 5′-SS (blue), the 3′-SS (red), the ligated exons (orange/blue/green), and the loop 1 of the U5 snRNA (pink). (**B**) Spot dilution growth assay for wild-type and *prp18*Δ*upf1*Δ strains complemented with various *PRP18* plasmids: empty pUG35 (vector) or derivatives expressing wild- type *PRP18*, a helix 2 mutant (*prp18-h2*), a helix 5 mutant (*prp18-h5*), or a mutant in which the conserved loop is completely deleted (*prp18-*ΔCRt). Strains were grown to exponential phase in CSM-URA media then serially diluted in 3-fold spot dilutions onto CSM-URA plates and incubated at the indicated temperatures for 3 days. (**C**) RT-PCR analysis of *NYV1* and *MUD1* alternative splicing in wild-type and *prp18*Δ*upf1*Δ strains complemented with an empty vector or plasmids expressing wild-type *PRP18*, a helix 2 mutant (*prp18-h2*), a helix 5 mutant (*prp18-h5*), or a mutant in which the conserved loop is completely deleted (*prp18-*ΔCRt). (**D**) Quantification of the usage of the major alternative 3′SS of *NYV1* and *MUD1* relative to the main 3′SS in arbitrary units. The y-axis indicates the ratio of intensities of the bands for the non-canonical site versus the canonical site, normalized to 1 for the *prp18*Δ*upf1*Δ strain. Error bars represent the standard deviation for three independent biological replicates. *P*-values are based on *t*-test analysis (see Materials and methods).

### Slu7p is necessary to recruit Prp18p but is not sufficient to fulfill its 3′SS fidelity functions

Some of the Prp18p mutations analyzed above impacted the interaction of Prp18p with Slu7p (e.g. h2), so we next asked if Slu7p may influence the ability of Prp18p to promote 3′SS fidelity, as Slu7p has been previously shown to influence 3′SS choice (41). Prior work has shown that an excess of Slu7p can restore the splicing defect of yeast splicing extracts depleted for Prp18p (15), suggesting that the role of Prp18p during splicing can be fulfilled solely by Slu7p. To test whether Slu7p can compensate for the loss of 3′SS fidelity detected in cells lacking Prp18p, we overexpressed Slu7p in the *prp18Δ* mutant and assayed growth and splicing phenotypes. Overexpression of Slu7p conferred a partial rescue of the growth defect observed in the *prp18Δupf1Δ* strain (Figure 5A), consistent with previous observations (40). However, overexpression of Slu7p in the *prp18Δupf1Δ* strain had no impact on usage of the annotated or alternative CAU or AAG sites the *NYV1* mRNA (Figure 5B). This result suggests that overexpressing Slu7p might rescue growth defects through enhanced splicing of a subset of intron-containing transcripts rather than by improving 3′SS fidelity. We next asked whether the recruitment of Prp18p by Slu7p is required to fulfill Prp18p's function in the fidelity of 3′SS selection. We analyzed *NYV1* and *MUD1* splicing in the previously described *slu7-11* (H75R, R243G, D267G), *slu7-14* (R173G, W210R, L297Q) and *slu7-EIE* (E215A-I216A-E217A) temperature-sensitive mutant strains (42). We found that the *slu7-EIE* allele is the only *slu7* mutant which exhibited significant usage of the non-canonical alternative 3′SS of *NYV1* or *MUD1* at 30°C (Figure 5C, D) or 37°C (Figure 5D). This result is consistent with previous data showing that the *slu7-EIE* mutation abolishes the interaction of Slu7p with Prp18p (43) and therefore prohibits the recruitment of Prp18p to the spliceosome, phenocopying the absence of Prp18p. We conclude that the recruitment of Prp18p by Slu7p is critical to promote the role of Prp18p in the fidelity of 3′SS selection, but that this role cannot be fulfilled by Slu7p alone, in contrast to previous *in vitro* results showing that the absence of Prp18p can be compensated by an excess of Slu7p (15). This result identifies a unique role for Prp18p in the fidelity of recognition of 3′SS sequences.

**Figure 5.**
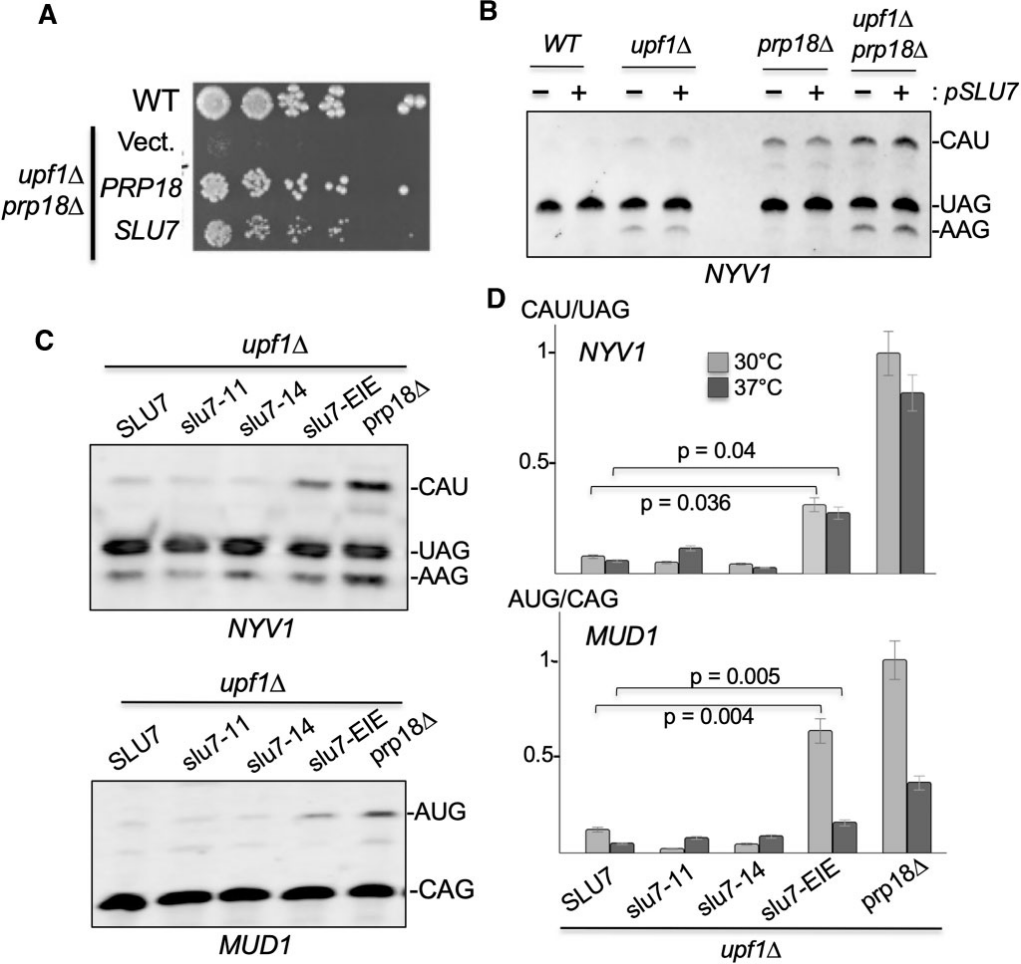
Slu7p is necessary to recruit Prp18p but not sufficient to fulfill its 3′SS fidelity functions. (**A**) Spot dilution growth assay for wild-type and *prp18*Δ*upf1*Δ strain complemented with Yep24 plasmids expressing *PRP18* or overexpressing *SLU7* or empty Yep24 (vector). (**B**) RT-PCR analysis of *NYV1* alternative 3′SS splicing in WT,*upf1*Δ, *prp18*Δ and *prp18*Δ*upf1*Δ strains transformed with a vector (–) or a plasmid overexpressing *SLU7* (+). (**C**) RT-PCR analysis of *NYV1* and *MUD1* alternative splicing in various *slu7* mutants. All strains are in a *upf1*Δ background. (**D**) Quantification of the ratio of usage of the major alternative 3′SS of *NYV1* and *MUD1* relative to the main 3′SS in the various *slu7* mutants. Legends as in Figure 4.

### Mutations at the Prp8p•Prp18p interface disable Prp18p 3′SS fidelity functions

Recent structural studies of yeast spliceosomes in various late stages of the spliceosome cycle have shown that Prp18p and Prp8p interact through the RNase H-like domain of Prp8p (Figure 4A) (5,44). Two *PRP8* mutant alleles, *prp8-121* and *prp8-123* were previously shown to confer increased splicing of reporter transcripts carrying point mutations within the 3′SS YAG motif(45). However, neither of these *prp8* mutants triggered alternative splicing at the non-canonical *NYV1* CAU 3′SS (Supplementary Figure S8). While it remains possible that these *prp8* mutations may affect splicing fidelity for other endogenous transcripts, this result demonstrates that the role of Prp18p in promoting 3′SS fidelity is likely to be distinct from the fidelity mechanism that is inhibited in the *prp8-121* and *prp8-12* alleles.

We next hypothesized that positioning of Prp18p by the Prp8p RNase H domain in the spliceosome active site would be critical to achieve fidelity. We identified two potential sites of interaction between Prp8p and Prp18p (Figure 6A). Prp8p P1984 is located near Prp18p N190 (Figure 6A, top) while the backbone amide of Prp8p L1988 forms a potential hydrogen bond with the side chain of Q181 of Prp18p (Figure 6A, bottom). To disrupt these predicted interactions, we introduced two mutations into the endogenous *PRP8* gene at P1984 and L1988 and assessed the impact of these mutations on 3′SS fidelity. The *prp8-P1984A-L1988A* (PALA) exhibited significantly increased usage of the alternative 3′-SS of *NYV1* and of *MUD1* (Figure 6B, C). To further evaluate the importance of the Prp8•Prp18p interface in 3′SS fidelity, we mutated the other side of the interface with an alanine substitution at residues Q181 of Prp18p (*prp18*-*QA* mutant). We found that the *prp18-QA* allele also resulted in a strong activation of the *NYV1* and *MUD1* alternative 3′SS (Figure 6B, C). Interestingly, this allele fully rescued the severe growth defect of the *prp18Δupf1Δ* double mutant (Figure 6D). In addition, the *prp18-QA* or *prp8-PALA* mutants did not exhibit any significant growth defects in liquid culture, whether or not NMD was active (Supplementary Figure S9). These growth assays suggest that the levels of unproductive alternatively spliced transcripts that accumulate in these fidelity mutants may not be sufficient to affect growth in standard laboratory conditions. We do not know, however if the 3′SS fidelity defects detected in these point mutants are as severe or global as those observed in a strain that lacks Prp18p completely, as we did not perform RNA-seq analysis of these mutants. So it is possible that the 3′SS fidelity defects detected in these mutants affected only a few specific transcripts such as *MUD1* and *NYV1*, which may explain the lack of growth phenotypes. However, we conclude that the Prp18•Prp8 interface is critical for the fidelity of 3′SS recognition by the spliceosome and to prevent usage of some non-consensus 3′SS by the spliceosome.

**Figure 6.**
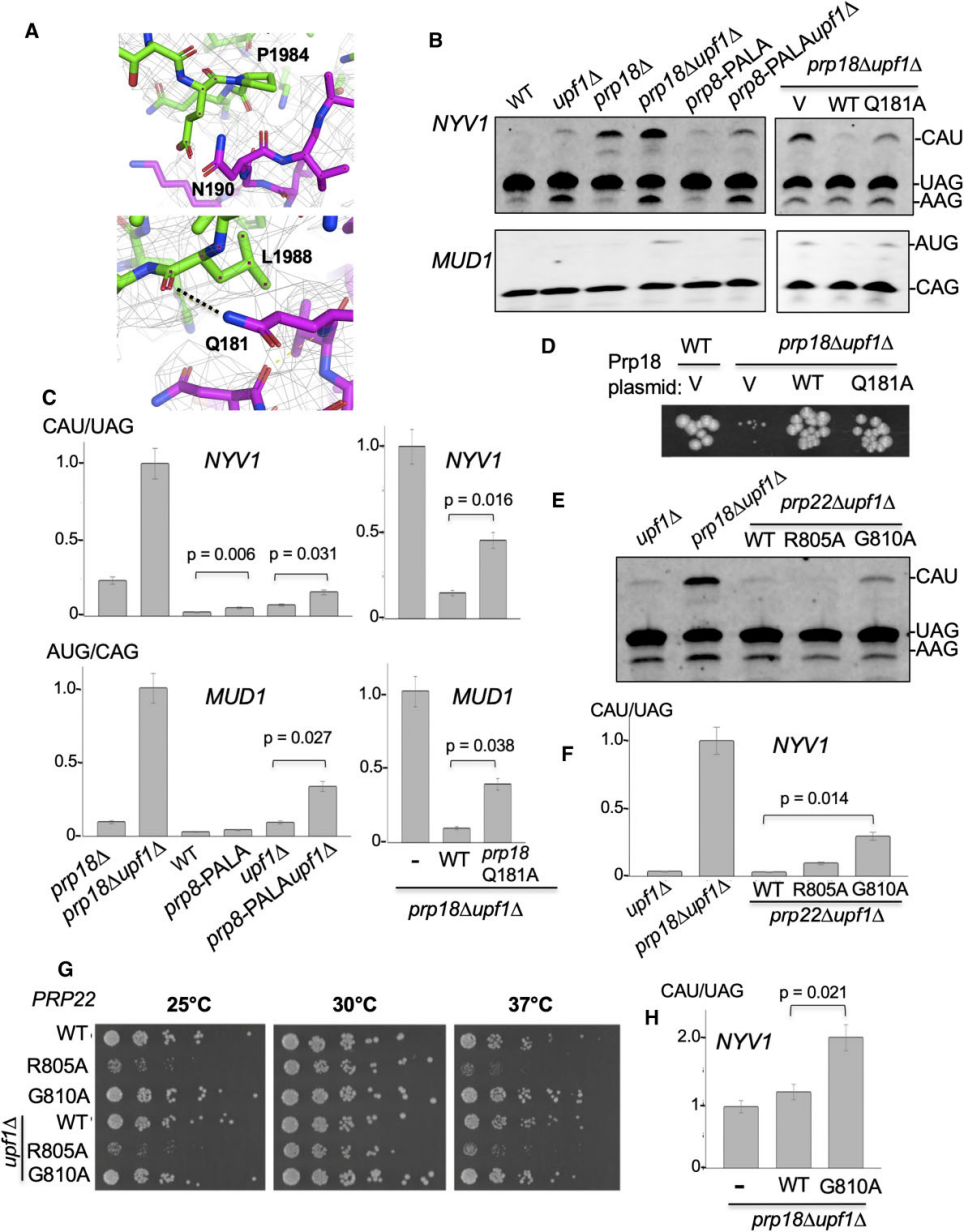
Prp8p and Prp22p synergize with Prp18p to promote 3′SS fidelity. (**A**) Structural details of catalytically activated step II spliceosome (60), left showing spatial proximity and potential interactions between Prp8p P1984 and Prp18p N190 (top), and Prp8p L1988 and Prp18p Q181 (bottom). Prp8 is colored with a green backbone while Prp18p is colored with a purple backbone. (**B**) RT-PCR analysis of *NYV1* and *MUD1* alternative splicing in a *prp8* mutant with a double point mutation P1984A and L1988A (*PALA*) in WT or *upf1*Δ background. WT, *upf1*Δ, *prp18*Δ and *prp18*Δ *upf1*Δ strains were included for reference. (**C**) Quantification of the ratio of usage of the major alternative 3′SS of *NYV1* and *MUD1* relative to the main 3′SS in the *prp8*-*PALA* mutant and other mutants analyzed in (B). Legends as in Figure 4. (**D**) Growth analysis of WT and *upf1*Δ*prp18*Δ transformed with a pUG35 vector (V) or a pUG35 plasmid containing WT *PRP18* (WT) or a Q181A mutation (*QA*). Strains were grown for 3 days at 30°C. RT-PCR analysis of *NYV1* splicing in wild-type, *prp18*Δ or *prp8* point mutant strains. (**E**) RT-PCR analysis of *NYV1* alternative splicing in wild-type, *prp18*Δ, or *prp18* point mutant strains. All strains were in a *upf1*Δ background. (**F**) Quantification of the ratio of usage of the major alternative 3′SS of *NYV1* for the strains analyzed in (E). Legends as in Figure 4. (**G**) Spot dilution growth assay showing *prp22*Δ null mutant yeast in either a wild-type (top three rows) or *upf1*Δ NMD mutant background (bottom three rows) carrying pRS315 plasmids expressing either wild- type *PRP22*, *prp22-R805A* or *prp22-G810A* alleles. Strains were grown to exponential phase in CSM-LEU media then serially diluted in 3-fold spot dilutions onto CSM-LEU plates and incubated at the indicated temperatures for 3 days. (**H**) Quantification of the ratio of usage of the major alternative 3′SS of *NYV1* for a *prp18*Δ*upf1*Δ strain transformed with an empty vector (V) or a pRS315 plasmid expressing *PRP22* (WT) or *prp22-G810A*. Legends as in Figure 4.

### Prp22p, but not Prp43p, acts downstream of Prp18p to proofread erroneous selection of non-consensus 3′ splice sites

We next explored whether other splicing factors may assist or synergize Prp18p function in promoting 3′SS fidelity. We began with Prp17p, which stabilizes the C* complex following remodeling by Prp16p but preceding exon ligation (44), and Cwc21p, which has also been shown to influence 3′SS selection (46). RT-PCR analysis of *prp17Δ* and *cwc21Δ* null mutants revealed no increased usage of the non-AG 3′SS of *NYV1* (Supplementary Figure S10). We next analyzed mutants of the RNA helicase Prp22p due to its known role in proofreading splicing (13) and mediating alternative 3′ SS selection (12). In addition, structural studies have suggested that the ability of Prp22p to proofread *bona fide* 3′SS sequences might be linked to its ability to sense the stability of the docked 3′SS engaged in non-Watson-Crick interactions with the 5′SS (5). Previous work found increased usage of a non-consensus RAG 3′SS in splicing reporters in two *prp22* mutants harboring mutations within the conserved motif VI, *prp22-R805A* and *prp22-G810A* (13,47), so we tested the impact of these two mutants on splicing fidelity. Strikingly, we found that the *prp22-G810A* allele increased usage of the *NYV1* CAU alternative 3′SS when this mutant was grown at the permissive temperature of 30°C (Figure 6E, F). By contrast, the *prp22-R805A* mutant did not appear to impact *NYV1* splicing fidelity (Figure 6E, F) despite having much stronger growth defects at reduced and elevated temperatures relative to *prp22-*G810A (Figure 6E–G). The growth of these two mutants at different temperatures (Figure 6G) was consistent with previous reports (47), and inactivation of *UPF1* had no further effect on cellular growth of these mutants (Figure 6G).

To test whether the role of Prp22p in 3′SS fidelity is also shared with other late splicing factors, we analyzed mutants of the DEAH-box RNA helicase Prp43p, which facilitates the disassembly of the U2, U5, and U6 snRNPs from the excised intron lariat (48,49). The *prp43-Q423N* and *prp43-Q423E* motif VI mutations result in cold sensitivity *in vivo* and the *prp43-Q423E* mutation was shown to increase usage of a cryptic 3′SS in a splicing reporter (50), suggesting a role for Prp43p in the fidelity of 3′SS selection. We found no evidence for increased usage of the *NYV1* alternative 3′SS in either of these mutants in the *upf1*Δ background at either the permissive or non-permissive temperatures (Supplementary Figure S11), suggesting that Prp43p does not contribute to the mechanisms of 3′SS fidelity governed by Prp18p and Prp22p.

The finding that alternatively spliced *NYV1* transcripts using the non-canonical 3′SS can be detected in both Prp18p and Prp22p (but not Prp43p) mutants suggests that the two proteins may act sequentially in promoting the fidelity of 3′SS selection, with Prp18p playing a primary role in promoting the stable docking of consensus 3′SS sequences and Prp22p playing a downstream proofreading role, as suggested previously (13). To test this hypothesis, we expressed the *prp22-G810A* mutant in the *upf1Δprp18Δ* background, with the idea that expressing this mutant should be epistatic to the absence of Prp18p if these two proteins act at the same step. Strikingly, expressing the *prp22-G810A* mutant in the *upf1Δprp18Δ* background resulted in an additive effect on the accumulation of the *NYV1* CAU alt.3′SS (Figure 6H). This result demonstrates that Prp18p and Prp22p function independently and sequentially to promote the fidelity of 3′SS selection. Our results suggest that Prp18p promotes docking of consensus 3′SS sequences at a minimum distance of 10 bp from the branchpoint, while Prp22p assumes a downstream proofreading role to reject non YAG 3′SS docked in the active site but with suboptimal interactions with the 5′SS and/or branchpoint sequences. The rejection of these substrates by Prp22p would be consistent with the classical kinetic proofreading mechanism proposed for splicing helicases (51).

## Discussion

In this study, we show that Prp18p plays a global role in promoting the selection of consensus 3′SS sequences by the spliceosome *in vivo* in *S. cerevisiae*. While structural studies had shown that Prp18p promotes docking of the 3′SS in the spliceosome active site, our study provides for the first time evidence for genome-wide loss of splicing fidelity *in vivo* in the absence of Prp18p. In particular we demonstrate a global relaxed fidelity of the spliceosome towards non-YAG 3′ SS sequences. To our knowledge, this is the first report of such widespread usage of non-consensus 3′ SS sequences *in vivo*. The loss of fidelity we detect is mainly specific to the loss of Prp18p, as it is not detected in most other splicing mutants directly implicated in the second splicing step, including *prp17* and some *prp8* mutants previously described to affect 3′SS fidelity (45). However, relaxed fidelity is also triggered by mutations that prevent recruitment of Prp18p (such as *slu7-EIE*), or perturb its interactions in the spliceosome active site (such as mutations at the Prp8p-Prp18p interface; Figure 6). It is possible that this 3′SS sequence fidelity mechanism also involves the newly identified second step factor Fyv6p, as inactivation of Fyv6p was found to result in an increased usage of upstream 3′SS of a reporter transcript and of the endogenous *SUS1* pre-mRNA (11). Identification of a potential role of Fyv6p in 3′SS sequence fidelity awaits further investigations. Lastly, we demonstrate that the fidelity function of Prp18p is enhanced by the proofreading activity of Prp22p, as shown by the additive effects of inactivating Prp18p and expressing dominant negative versions of Prp22p. While this fidelity function was previously demonstrated using reporter RNAs (13), we show that it operates i*n vivo* on endogenous RNA substrates, and that it functions sequentially after Prp18p. Therefore, 3′SS sequence fidelity is a multi-step process in which Prp18p acts to promote fidelity of selection of canonical 3′SS sequences, while Prp22p proofreads non-consensus 3′SS sequences docked in the active site that may have escaped the Prp18p primary selection mechanism. The ability of Prp22p to proofread these splicing events might be linked to a more unstable binding of these suboptimal 3′SS with the 5′SS or branchpoint in the spliceosome active site, consistent with the kinetic proofreading model proposed for splicing helicases (51).

Alternative, non-consensus 3′SS used in the absence of Prp18p are highly diverse in their sequence, which raises the question why specific sites are being used as opposed to others which are very similar and located nearby. We found that several intronic and pseudo-exonic features such as the distance from the branchpoint to the 3′SS, the presence of poly(U) tracts upstream the alternative and annotated sites, adenosine content in the exons or pseudo-exons, and accessibility of the site within RNA secondary structure likely combine to dictate the efficiency of alternative 3′SS usage. After the first chemical step of splicing, the spliceosome needs to dock the 3′SS in the active site. This docking process might be slower in the absence of Prp18p, which may provide opportunity for non-canonical 3′SS sequences located upstream from the normal 3′SS to dock prematurely in the spliceosome active site and compete with the *bona fide* 3′SS (Figure 3A, B). We propose a model wherein in the absence of Prp18p, non-canonical 3′SS sequences are more likely to engage in promiscuous interactions with the first intronic nucleotide à la Parker and Siliciano (3) and position the 3′SS for ligation as shown in spliceosome structures (5) (Supplementary Figure S12a). In agreement with this model, a previous study showed that introducing point mutations in the G1 and G-1 of the 3′SS can trigger activation of a cryptic upstream 3′SS that recapitulate these non-Watson-Crick interactions (4). In light of the frequent activation of HAU alternative 3′SS sequences, we propose that in the absence of Prp18p, there may be increased flexibility in the active site which allows for an alternative base-pairing with the 3′SS U**_-1_** and the 5′SS G**_+1_** (Supplementary Figure S12b). Substituting a cytosine or adenosine at the last position of the 3′SS would introduce a steric clash or incompatible hydrogen bond donor/acceptor arrangements that would disrupt the non-Watson Crick interaction with G1 (Supplementary Figure S12c, d), providing a rationale for the preference for Us we observe at the last position of non-G alternative 3′ SS.

Lastly, it is important to consider the potential conservation of the role of Prp18p in splicing fidelity. Prp18p (or PRPF18 in higher eukaryotes) was found to be present in the last eukaryotic common ancestor (LECA), pointing to an ancient role in splicing (52). However some organisms may have evolved in their requirement for Prp18p. For instance, different budding yeast species have been shown to exhibit different ranges of BP-3′SS distances, with the salt-tolerant species *Debaryomyces hansenii* exhibiting the shortest predicted BP-3′SS distances of predominantly 7–8 nt (27). Because this type of substrate was shown not to require Prp18p for efficient splicing, it is possible that the effect of inactivating Prp18p in this organism might be less severe than in *S. cerevisiae*. In addition, Prp18p (and Slu7p) are not universally present in eukaryotes, as shown by the reduced spliceosome of the red algae *Cyanidioschyzon merolae*, which lacks these two proteins entirely (53). This observation begs the question of which proteins might be primarily involved in the mechanism of 3′SS fidelity, and whether the role of Prp18p in this process has been replaced by stronger interactions between Prp8p and the 3′SS, or by a more prominent role for Prp22p. In mammalian transcriptomes, 3′SS recognition is somewhat more complex than in *S. cerevisiae* considering the length of intronic sequences, which are much longer than in *S. cerevisiae*. hSlu7, the human homolog of yeast Slu7p, has been shown to be required for correct 3′SS choice in mammalian cells (54). Prp18p is also conserved in mammalian cells and was shown to be required for the 2^nd^ step of splicing *in vitro* (55). However, biochemical and structural characterization of human C* and P spliceosomes showed the absence of the human Prp18p homologue PRPF18 (56–58). In the absence of PRPF18, additional, human specific factors are present, which facilitate the second splicing step (56). On one hand these observations may argue against a conserved role for Prp18p in promoting splicing fidelity in mammalian splicing. On the other hand it is possible that PRPF18 is necessary to promote splicing efficiency and fidelity for specific transcripts. This hypothesis is supported by the observation that the role for PRPF18 in splicing *in vitro* was established using a β-globin pre-mRNA (55), which differs from the MINX pre-mRNA used in the later biochemical and structural studies of human spliceosomes (56,57,59). Therefore it is possible that the role of Prp18p in splicing fidelity might be conserved in humans but restricted to specific transcripts or cell types. This would be reminiscent of the situation in yeast, where we have shown that the loss of Prp18p impacts much more severely non-ribosomal protein gene introns. Therefore, a full answer to the question of the role of PRPF18 in splicing fidelity awaits further genomic analyses in human systems.

## Supplementary Material

gkad968_Supplemental_Files

## Data Availability

All raw and processed data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE131797. All scripts for the COMPASS read processing pipeline used in this publication, are available on Zenodo: https://doi.org/10.5281/zenodo.8387420.

## References

[1] Stanley R.F. , Abdel-WahabO. Dysregulation and therapeutic targeting of RNA splicing in cancer. Nat Cancer. 2022; 3:536–546.35624337 10.1038/s43018-022-00384-zPMC9551392

[2] Wu S. , RomfoC.M., NilsenT.W., GreenM.R. Functional recognition of the 3’ splice site AG by the splicing factor U2AF35. Nature. 1999; 402:832–835.10617206 10.1038/45590

[3] Parker R. , SilicianoP.G. Evidence for an essential non-Watson–Crick interaction between the first and last nucleotides of a nuclear pre-mRNA intron. Nature. 1993; 361:660–662.8437627 10.1038/361660a0

[4] Chanfreau G. , LegrainP., DujonB., JacquierA. Interaction between the first and last nucleotides of pre-mRNA introns is a determinant of 3’ splice site selection in S. cerevisiae. Nucleic Acids Res.1994; 22:1981–1987.8029003 10.1093/nar/22.11.1981PMC308110

[5] Wilkinson M.E. , FicaS.M., GalejW.P., NormanC.M., NewmanA.J., NagaiK. Postcatalytic spliceosome structure reveals mechanism of 3′–splice site selection. Science. 2017; 358:1283–1288.29146871 10.1126/science.aar3729PMC5808836

[6] Liu S. , LiX., ZhangL., JiangJ., HillR.C., CuiY., HansenK.C., ZhouZ.H., ZhaoR. Structure of the yeast spliceosomal postcatalytic P complex. Science. 2017; 358:1278–1283.29146870 10.1126/science.aar3462PMC5828012

[7] Schwer B. , GuthrieC. A conformational rearrangement in the spliceosome is dependent on PRP16 and ATP hydrolysis. EMBO J.1992; 11:5033–5039.1464325 10.1002/j.1460-2075.1992.tb05610.xPMC556981

[8] Wilkinson M.E. , FicaS.M., GalejW.P., NagaiK. Structural basis for conformational equilibrium of the catalytic spliceosome. Mol. Cell. 2021; 81:1439–1452.33705709 10.1016/j.molcel.2021.02.021PMC8022279

[9] Ohrt T. , OdenwälderP., DannenbergJ., PriorM., WarkockiZ., SchmitzováJ., KaradumanR., GregorI., EnderleinJ., FabrizioP.et al. Molecular dissection of step 2 catalysis of yeast pre-mRNA splicing investigated in a purified system. RNA. 2013; 19:902–915.23685439 10.1261/rna.039024.113PMC3683925

[10] Umen J.G. , GuthrieC. Prp16p, Slu7p, and Prp8p interact with the 3’ splice site in two distinct stages during the second catalytic step of pre-mRNA splicing. RNA. 1995; 1:584–597.7489518 PMC1369303

[11] Lipinski K.A. , SennK.A., ZepsN.J., HoskinsA.A. Biochemical and genetic evidence supports Fyv6 as a second-step splicing factor in *Saccharomyces cerevisiae*. RNA. 2023; 29:1792–1802.37625852 10.1261/rna.079607.123PMC10578475

[12] Semlow D.R. , BlancoM.R., WalterN.G., StaleyJ.P. Spliceosomal DEAH-Box ATPases remodel pre-mRNA to activate alternative splice sites. Cell. 2016; 164:985–998.26919433 10.1016/j.cell.2016.01.025PMC4979991

[13] Mayas R.M. , MaitaH., StaleyJ.P. Exon ligation is proofread by the DExD/H-box ATPase Prp22p. Nat. Struct. Mol. Biol.2006; 13:482–490.16680161 10.1038/nsmb1093PMC3729281

[14] Kawashima T. , PellegriniM., ChanfreauG.F. Nonsense-mediated mRNA decay mutes the splicing defects of spliceosome component mutations. RNA. 2009; 15:2236–2247.19850912 10.1261/rna.1736809PMC2779665

[15] Zhang X. , SchwerB. Functional and physical interaction between the yeast splicing factors Slu7 and Prp18. Nucleic Acids Res.1997; 25:2146–2152.9153314 10.1093/nar/25.11.2146PMC146706

[16] Brys A. , SchwerB. Requirement for SLU7 in yeast pre-mRNA splicing is dictated by the distance between the branchpoint and the 3’ splice site. RNA. 1996; 2:707–717.8756413 PMC1369409

[17] Crotti L.B. , BacikovaD., HorowitzD.S. The Prp18 protein stabilizes the interaction of both exons with the U5 snRNA during the second step of pre-mRNA splicing. Genes Dev.2007; 21:1204–1216.17504938 10.1101/gad.1538207PMC1865492

[18] Crotti L.B. , HorowitzD.S. Exon sequences at the splice junctions affect splicing fidelity and alternative splicing. Proc. Natl. Acad. Sci. U.S.A.2009; 106:18954–18959.19855008 10.1073/pnas.0907948106PMC2776460

[19] Kawashima T. , DouglassS., GabunilasJ., PellegriniM., ChanfreauG.F. Widespread use of non-productive alternative splice sites in *Saccharomyces cerevisiae*. PLoS Genet.2014; 10:e1004249.24722551 10.1371/journal.pgen.1004249PMC3983031

[20] Gabunilas J. , ChanfreauG. Splicing-mediated autoregulation modulates Rpl22p expression in *Saccharomyces cerevisiae*. PLoS Genet.2016; 12:e1005999.27097027 10.1371/journal.pgen.1005999PMC4838235

[21] Roy K. , ChanfreauG. Stress-induced nuclear RNA degradation pathways regulate yeast bromodomain factor 2 to promote cell survival. PLoS Genet.2014; 10:e1004661.25232960 10.1371/journal.pgen.1004661PMC4169253

[22] Roy K. , GabunilasJ., GillespieA., NgoD., ChanfreauG.F. Common genomic elements promote transcriptional and DNA replication roadblocks. Genome Res.2016; 26:1363–1375.27540088 10.1101/gr.204776.116PMC5052057

[23] Gibson D.G. , YoungL., ChuangR.-Y., VenterJ.C., HutchisonC.A., SmithH.O. Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat. Methods. 2009; 6:343–345.19363495 10.1038/nmeth.1318

[24] Gillespie A. , GabunilasJ., JenJ.C., ChanfreauG.F. Mutations of EXOSC3/Rrp40p associated with neurological diseases impact ribosomal RNA processing functions of the exosome in *S. cerevisiae*. RNA. 2017; 23:466–472.28053271 10.1261/rna.060004.116PMC5340910

[25] Defenouillère Q. , ZhangE., NamaneA., MouaikelJ., JacquierA., Fromont-RacineM. Rqc1 and Ltn1 prevent C-terminal alanine-threonine tail (CAT-tail)-induced protein aggregation by efficient recruitment of Cdc48 on stalled 60S subunits. J. Biol. Chem.2016; 291:12245–12253.27129255 10.1074/jbc.M116.722264PMC4933273

[26] Dobin A. , DavisC.A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM., GingerasT.R. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013; 29:15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[27] Gahura O. , HammannC., ValentováA., PůtaF., FolkP. Secondary structure is required for 3′ splice site recognition in yeast. Nucleic Acids Res.2011; 39:9759–9767.21893588 10.1093/nar/gkr662PMC3239191

[28] Meyer M. , PlassM., Perez-ValleJ., EyrasE., VilardellJ. Deciphering 3’ss selection in the yeast genome reveals an RNA thermosensor that mediates alternative splicing. Mol. Cell. 2011; 43:1033–1039.21925391 10.1016/j.molcel.2011.07.030

[29] Lorenz R. , BernhartS.H., Höner zu SiederdissenC., TaferH., FlammC., StadlerP.F., HofackerI.L. ViennaRNA Package 2.0. Algorith. Mol. Biol.2011; 6:26.10.1186/1748-7188-6-26PMC331942922115189

[30] Ma P. , XiaX. Factors affecting splicing strength of yeast genes. Comp. Funct. Genomics. 2011; 2011:212146.22162666 10.1155/2011/212146PMC3226532

[31] Weathers I. , GabunilasJ., SamsonJ., RoyK., ChanfreauG.F. Protocol for high-resolution mapping of splicing products and isoforms by RT-PCR using fluorescently labeled primers. STAR Protoc. 2020; 1:100140.33377034 10.1016/j.xpro.2020.100140PMC7757285

[32] Ares Jr. M. , GrateL., PaulingM.H. A handful of intron-containing genes produces the lion's share of yeast mRNA. RNA. 1999; 5:1138–1139.10496214 10.1017/s1355838299991379PMC1369836

[33] Pleiss J.A. , WhitworthG.B., BergkesselM., GuthrieC. Rapid, transcript-specific changes in splicing in response to environmental stress. Mol. Cell. 2007; 27:928–937.17889666 10.1016/j.molcel.2007.07.018PMC2081968

[34] Aslanzadeh V. , HuangY., SanguinettiG., BeggsJ.D. Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast. Genome Res.2018; 28:203–213.29254943 10.1101/gr.225615.117PMC5793784

[35] Gould G.M. , PaggiJ.M., GuoY., PhizickyD.V., ZinshteynB., WangE.T., GilbertW.V., GiffordD.K., BurgeC.B. Identification of new branch points and unconventional introns in Saccharomyces cerevisiae. RNA. 2016; 22:1522–1534.27473169 10.1261/rna.057216.116PMC5029451

[36] Schreiber K. , CsabaG., HaslbeckM., ZimmerR. Alternative splicing in next generation sequencing data of *Saccharomyces cerevisiae*. PLoS One. 2015; 10:e0140487.26469855 10.1371/journal.pone.0140487PMC4607428

[37] Plass M. , Codony-ServatC., FerreiraP.G., VilardellJ., EyrasE. RNA secondary structure mediates alternative 3’ss selection in Saccharomyces cerevisiae. RNA. 2012; 18:1103–1115.22539526 10.1261/rna.030767.111PMC3358634

[38] Bacikova D. , HorowitzD.S. Genetic and functional interaction of evolutionarily conserved regions of the Prp18 protein and the U5 snRNA. Mol. Cell. Biol.2005; 25:2107–2116.15743809 10.1128/MCB.25.6.2107-2116.2005PMC1061626

[39] Jiang J. , HorowitzD.S., XuR.-M. Crystal structure of the functional domain of the splicing factor Prp18. Proc. Natl. Acad. Sci. U.S.A.2000; 97:3022–3027.10737784 10.1073/pnas.97.7.3022PMC16185

[40] Bacikova D. , HorowitzD.S. Mutational analysis identifies two separable roles of the *Saccharomyces cerevisiae* splicing factor Prp18. RNA. 2002; 8:1280–1293.12403466 10.1017/s1355838202023099PMC1370337

[41] Frank D. , GuthrieC. An essential splicing factor, SLU7, mediates 3’ splice site choice in yeast. Genes Dev.1992; 6:2112–2124.1427075 10.1101/gad.6.11.2112

[42] Aronova A. , BacíkováD., CrottiL.B., HorowitzD.S., SchwerB. Functional interactions between Prp8, Prp18, Slu7, and U5 snRNA during the second step of pre-mRNA splicing. RNA. 2007; 13:1437–1444.17626844 10.1261/rna.572807PMC1950762

[43] James S.A. , TurnerW., SchwerB. How Slu7 and Prp18 cooperate in the second step of yeast pre-mRNA splicing. RNA. 2002; 8:1068–1077.12212850 10.1017/s1355838202022033PMC1370317

[44] Fica S.M. , OubridgeC., GalejW.P., WilkinsonM.E., BaiX.-C., NewmanA.J., NagaiK. Structure of a spliceosome remodelled for exon ligation. Nature. 2017; 542:377–380.28076345 10.1038/nature21078PMC5321579

[45] Umen J.G. , GuthrieC. Mutagenesis of the yeast gene PRP8 reveals domains governing the specificity and fidelity of 3’ splice site selection. Genetics. 1996; 143:723–739.8725222 10.1093/genetics/143.2.723PMC1207332

[46] Gautam A. , GraingerR.J., VilardellJ., BarrassJ.D., BeggsJ.D. Cwc21p promotes the second step conformation of the spliceosome and modulates 3′ splice site selection. Nucleic Acids Res.2015; 43:3309.25740649 10.1093/nar/gkv159PMC4381068

[47] Schwer B. , MeszarosT. RNA helicase dynamics in pre-mRNA splicing. EMBO J.2000; 19:6582–6591.11101530 10.1093/emboj/19.23.6582PMC305851

[48] Fourmann J.-B. , TauchertM.J., FicnerR., FabrizioP., LührmannR. Regulation of Prp43-mediated disassembly of spliceosomes by its cofactors Ntr1 and Ntr2. Nucleic Acids Res.2017; 45:4068–4080.27923990 10.1093/nar/gkw1225PMC5397206

[49] Tsai R.-T. , FuR.-H., YehF.-L., TsengC.-K., LinY.-C., HuangY., ChengS.-C. Spliceosome disassembly catalyzed by Prp43 and its associated components Ntr1 and Ntr2. Genes Dev.2005; 19:2991–3003.16357217 10.1101/gad.1377405PMC1315403

[50] Mayas R.M. , MaitaH., SemlowD.R., StaleyJ.P. Spliceosome discards intermediates via the DEAH box ATPase Prp43p. Proc. Natl. Acad. Sci. U.S.A.2010; 107:10020–10025.20463285 10.1073/pnas.0906022107PMC2890470

[51] Staley J.P. , GuthrieC. Mechanical devices of the spliceosome: motors, clocks, springs, and things. Cell. 1998; 92:315–326.9476892 10.1016/s0092-8674(00)80925-3

[52] Vosseberg J. , StolkerD., von der DunkS.H.A., SnelB. Integrating phylogenetics with intron positions illuminates the origin of the complex spliceosome. Mol. Biol. Evol.2023; 40:msad011.36631250 10.1093/molbev/msad011PMC9887622

[53] Black C.S. , WhelanT.A., GarsideE.L., MacmillanA.M., FastN.M., RaderS.D. Spliceosome assembly and regulation: insights from analysis of highly reduced spliceosomes. RNA. 2023; 29:531–550.36737103 10.1261/rna.079273.122PMC10158995

[54] Chua K. , ReedR. The RNA splicing factor hSlu7 is required for correct 3’ splice-site choice. Nature. 1999; 402:207–210.10647016 10.1038/46086

[55] Horowitz D.S. , KrainerA.R. A human protein required for the second step of pre-mRNA splicing is functionally related to a yeast splicing factor. Genes Dev.1997; 11:139–151.9000057 10.1101/gad.11.1.139

[56] Fica S.M. , OubridgeC., WilkinsonM.E., NewmanA.J., NagaiK. A human postcatalytic spliceosome structure reveals essential roles of metazoan factors for exon ligation. Science. 2019; 363:710–714.30705154 10.1126/science.aaw5569PMC6386133

[57] Ilagan J.O. , ChalkleyR.J., BurlingameA.L., JuricaM.S. Rearrangements within human spliceosomes captured after exon ligation. RNA. 2013; 19:400–412.23345524 10.1261/rna.034223.112PMC3677250

[58] Dybkov O. , PreußnerM., AyoubiL.E., FengV.Y., HarnischC., MerzK., LeupoldP., YudichevP., AgafonovD.E., WillC.L.et al. Regulation of 3′ splice site selection after step 1 of splicing by spliceosomal C* proteins. Sci. Adv.2023; 9:eadf178.10.1126/sciadv.adf1785PMC998418136867703

[59] Bertram K. , AgafonovD.E., LiuW.T., DybkovO., WillC.L., HartmuthK., UrlaubH., KastnerB., StarkH., LührmannR. Cryo-EM structure of a human spliceosome activated for step 2 of splicing. Nature. 2017; 542:318–323.28076346 10.1038/nature21079

[60] Yan C. , WanR., BaiR., HuangG., ShiY. Structure of a yeast step II catalytically activated spliceosome. Science. 2017; 355:149–155.27980089 10.1126/science.aak9979

# Supplementary material for: Splicing factor Prp18p promotes genome-wide fidelity of consensus 3′-splice sites
**Source:** Nucleic Acids Res. 2023 Nov 13;51(22):12428–42. doi: 10.1093/nar/gkad968
**Supplement:** gkad968_Supplemental_Files

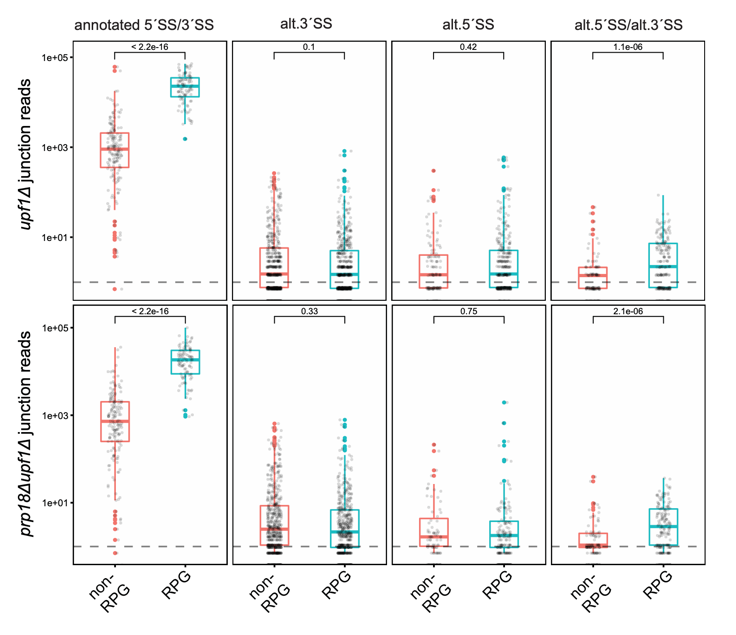
**Supplementary Figures**

**Figure S1. Normalized read counts and splicing efficiency for RPGs versus non-RPGs.** Shown are boxplots depicting normalized mean reads for *upf1∆* (top) and *prp18∆upf1∆* (bottom) as a function of annotated and alternative 3 ́SS and 5 ́SS.

**Figure S2.** Faction of annotated splicing (FAnS) shown for the subset of alternative AG 3 ́SS in our dataset (x-axis) which were also identified in a the splicing dataset from budding yeast (y-axis) (Ref.33).

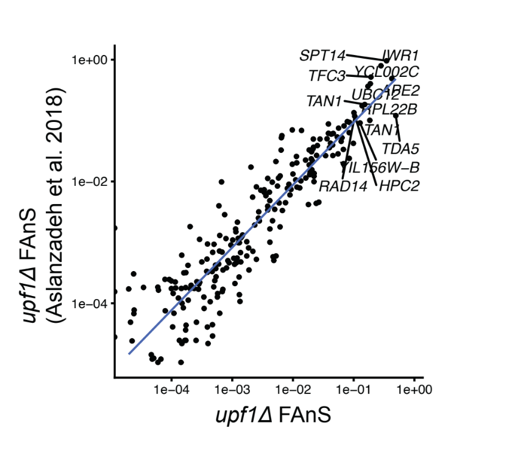

**Figure S3. Impact of the absence of Prp18 on splicing efficiency (SE) and Fraction of Annotated Splicing (FAnS) for alternative junctions.**

**(a)** Boxplot of the *prp18∆* effect of splicing efficiency (*prp18∆upf1∆* SE/ *upf1∆* SE) for alternative junctions**.** Log10 less than zero represents decreased splicing in the absence of Prp18p. Note that while most alternative 5 ́SS exhibit decreased SE, and on the whole alternative 3 ́SS have decreased SE, a substantial fraction of alternative 3 ́SS show increased SE despite the overall negative impact of *prp18∆* on splicing. **(b)** Boxplot of the *prp18∆* effect for fraction of annotated splicing (FAnS)

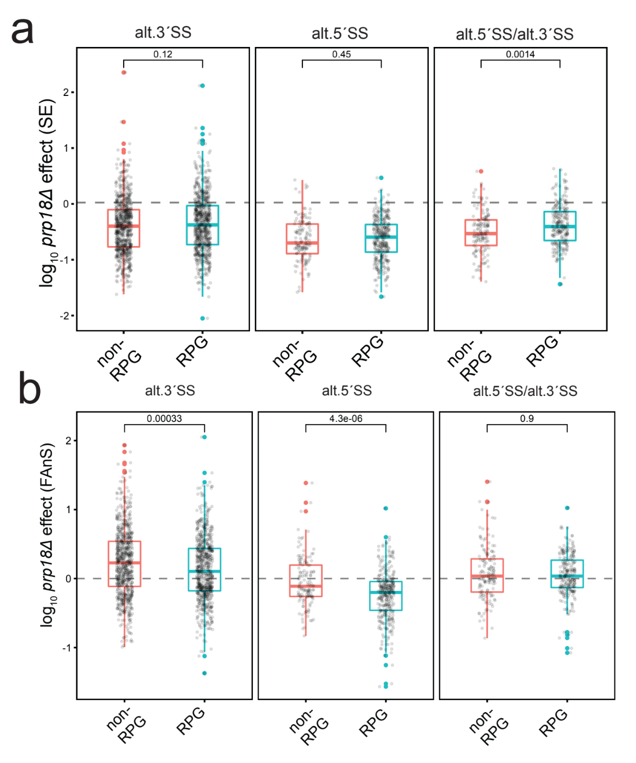

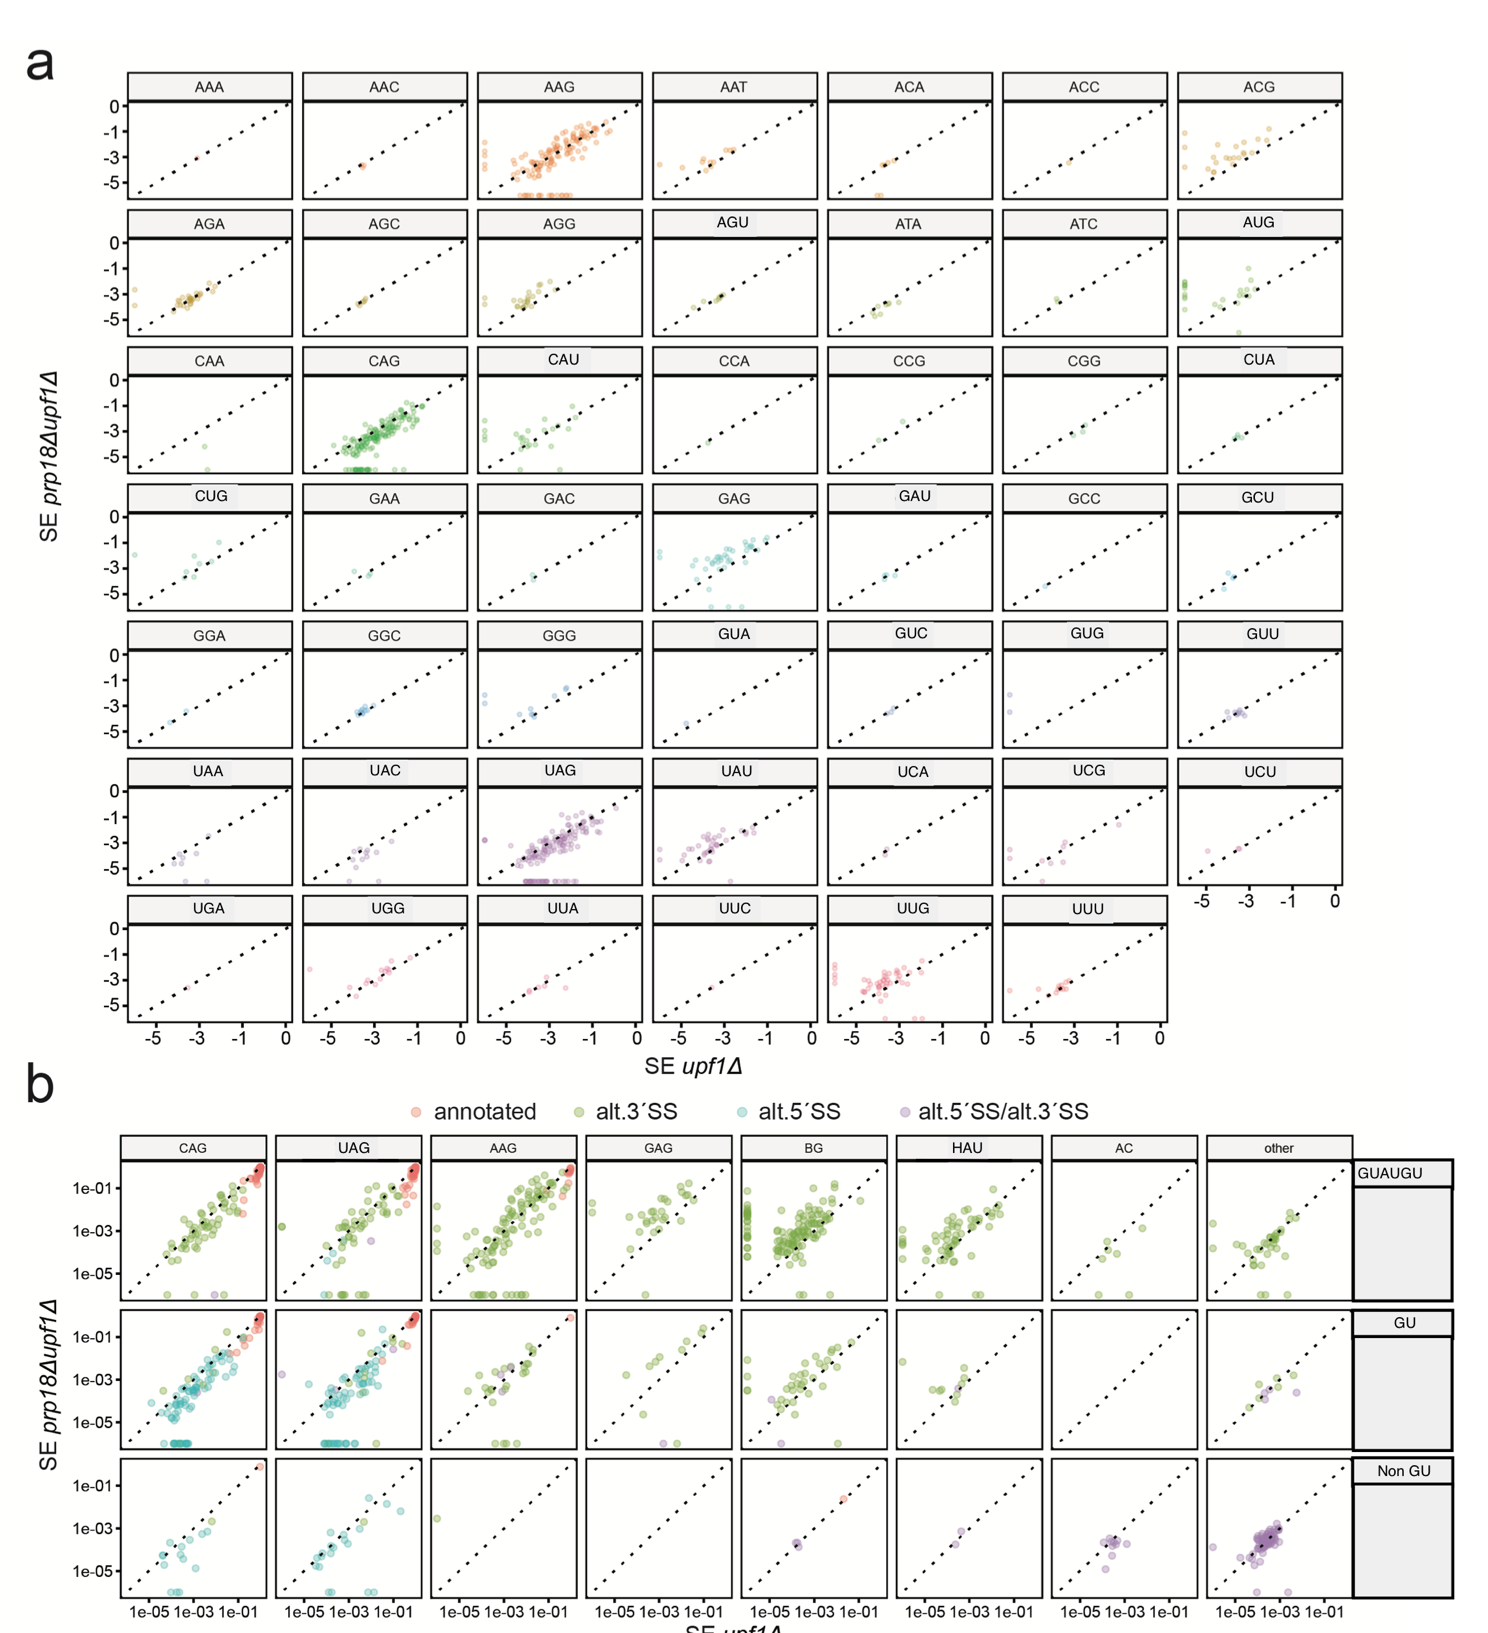
**Figure S4. Splicing efficiency (SE) by motif class in *upf1∆* vs *prp18∆upf1∆* (a)** Log-scale scatter plots of the SE for each splice junction faceted by trinucleotide sequence. Each point corresponds to a distinct splice junction passing the junction quality filters. **(b)** Same as in (a) but grouped by motif class, with each point colored according to whether it harbors an annotated or alternative 5 ́SS and 3 ́SS.

**Figure S5.** Branchpoint (BP) to 3 ́SS distance distribution and relationship with splicing efficiency. (a) RNA structure between the BP and the 3 ́SS effectively reduces the physical distance between these two sites. The density distribution for each 3 ́SS motif is plotted by distance from the branchpoint. BP-3 ́SS regions for all alternative 3 ́SS were separated according to whether there was no predicted structure (purple dashed-dotted line), or predicted structure, where the linear distance is shown as a solid turquoise line, and the effective distance shown as a red dotted line. (see Methods for calculation details). (b) Regression analysis on the SE for alt. 3 ́SS observed in both *upf1∆* and *prp18∆upf1∆*. The trendline shows a more significant dependence on BP-3 ́SS distance for spliceosomes lacking Prp18 than for WT spliceosomes.

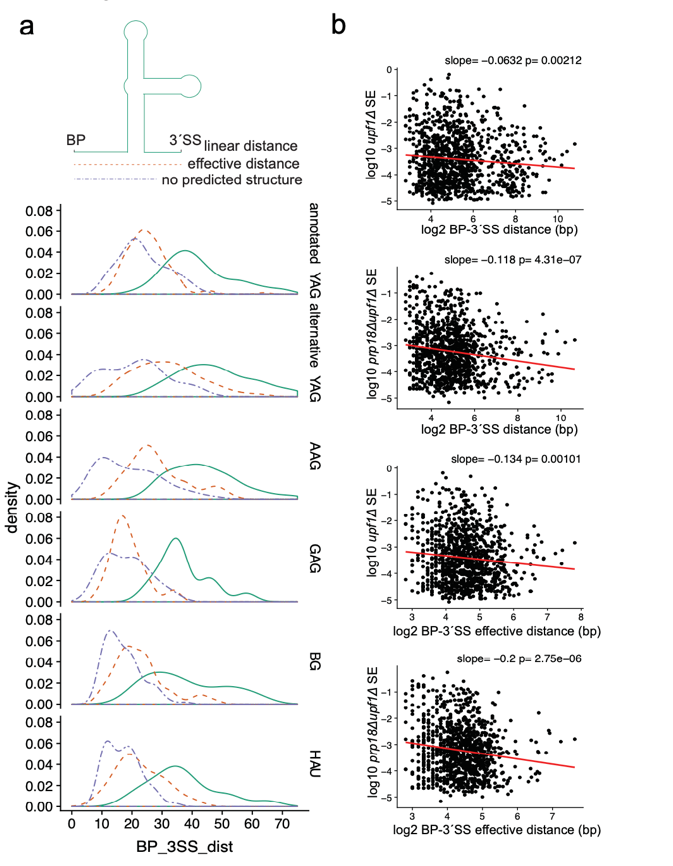

**Figure S6. Impact of Poly(U) content on alternative 3′SS usage.**

(a) Regression analysis of the splicing efficiency for alternative 3′SS in *upf1∆* as a function of the poly(U) tract strength of the annotated 3′SS, which is in competition with the alternative sites. The trend lines are separated according to whether the intron belongs to an RPG (red) or non-RPG (blue). (b) Distribution of the difference in U-score between the annotated and alternative sites, according to whether the intron resides in non-RPGs (left) which tend to have lower U-scores, or in RPGs (right), which exhibit higher U-scores.

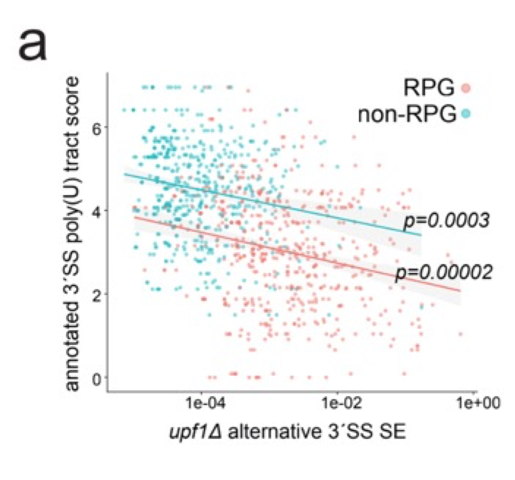

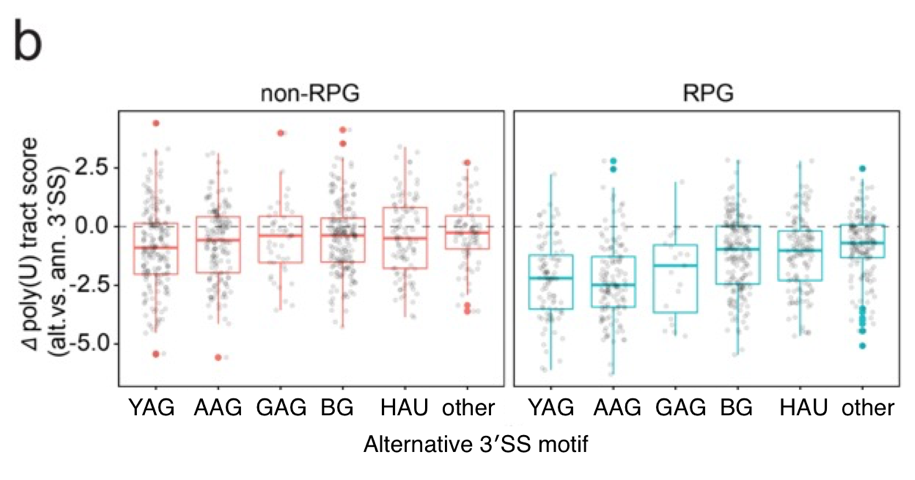

**Figure S7. Mutational analysis of Prp18 structural domains.**

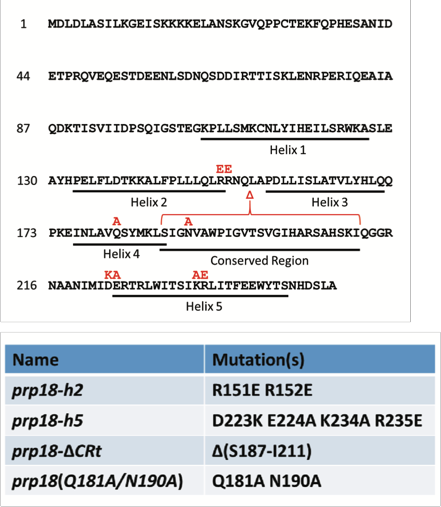
**A. Prp18 protein sequence highlighting the helical domains and Conserved region (CR) and description of the Helix 2/5 mutations.** The protein sequence of Prp18p is shown on top with the introduced mutations in red. The mutations for each *prp18* allele are summarized in the table.

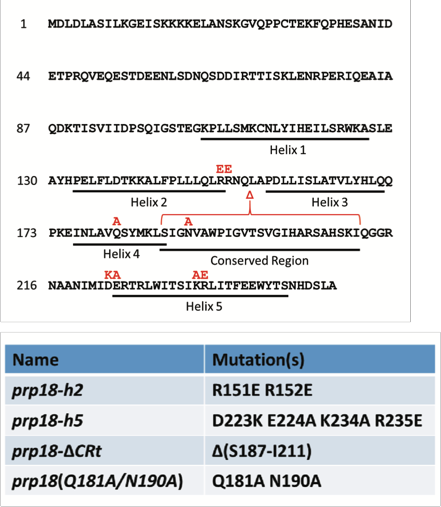

**B. Western blot analysis of wild-type Prp18 and Prp18p-GFP constructs.**

Shown is a western blot analysis performed on whole-cell protein extracts using affinity purified anti Prp18p antibodies. Untransformed WT and *prp18∆upf1∆* strains were grown in YPD (first two lanes); strains transformed with pUG35 derivatives expressing the indicated versions of Prp18p were grown in SD – URA medium. Two samples were analyzed for each construct. The migration of the untagged and GFP-tagged Prp18 is indicated. A doublet is indicated for Prp18-GFP because of the slightly faster mobility of the Prp18-*∆*CR construct. The band migrating at the position indicated with “*” corresponds to a protein that cross-reacts with the anti-Prp18p antibody. Pgk1p was used as a loading control.

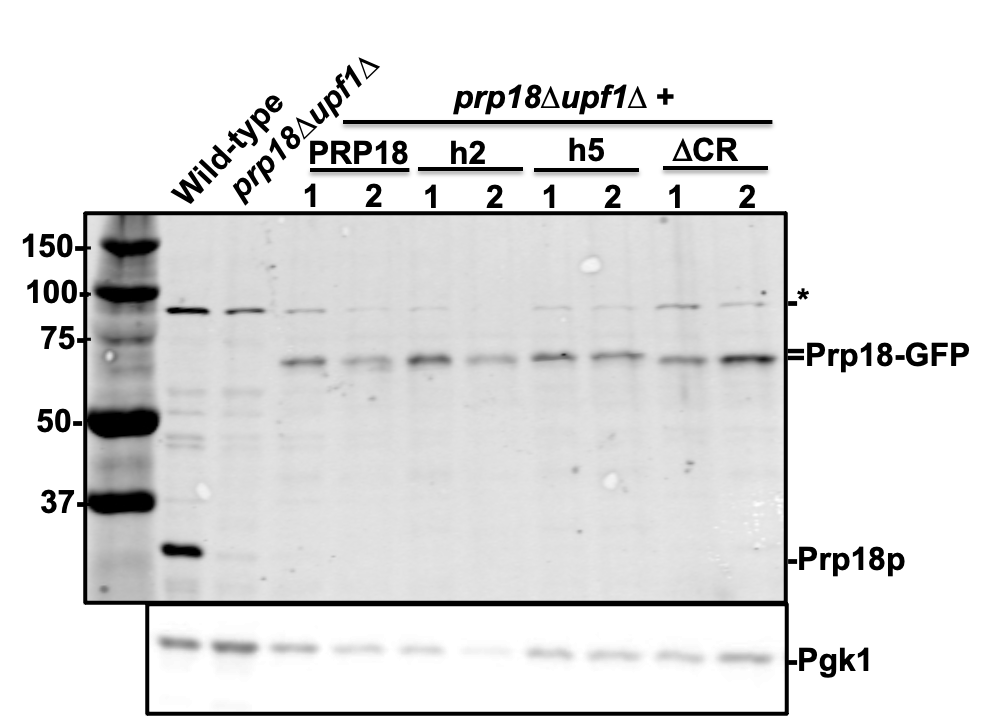

**Figure S8. 3′-SS fidelity mutants of *PRP8* do not activate *NYV1* alternative 3 ́-SS.** RT-PCR analysis of of *NYV1* splicing in WT, *prp18*Δ, or *prp8* point mutant strains in either UPF1 WT or *upf1∆* backgrounds.

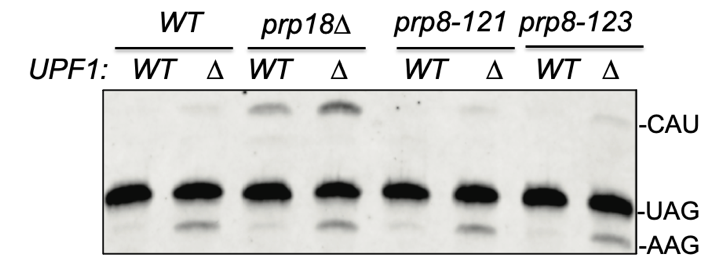

**Figure S9. Growth curve analysis of yeast strains carrying mutations at the Prp18•Prp8 interface.** Shown are growth curves obtained for the indicated strains grown at 30°C in 96-well plates using a TECAN instrument. For the growth curve shown on the top graph, the strains were grown in SD – URA medium. For the growth curve shown on the bottom graph, the strains were grown in YPD medium.

**
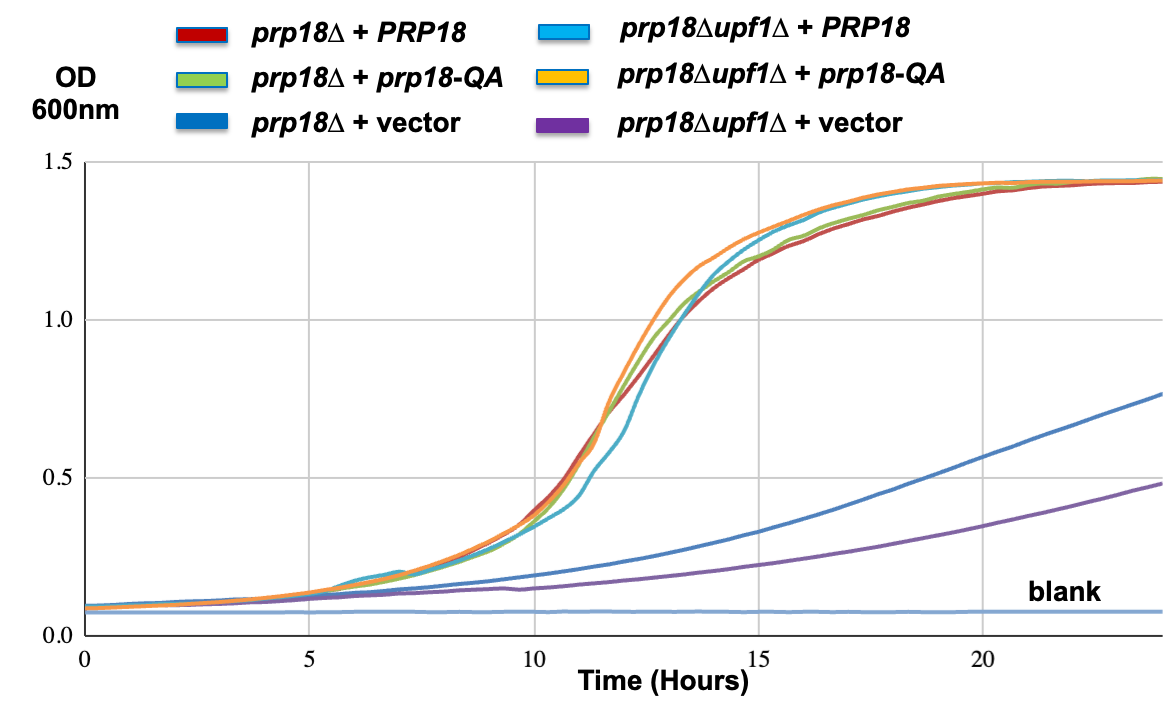
**

**
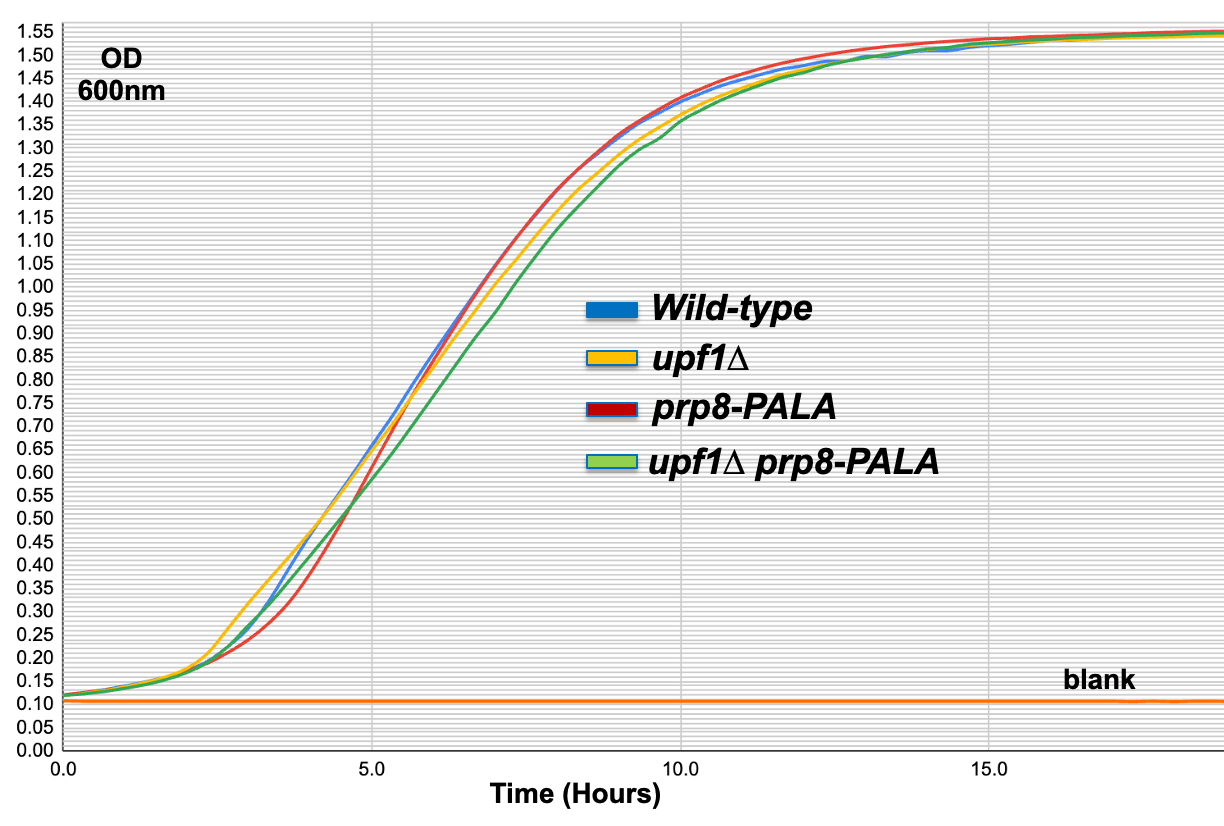
**

**Figure S10. The *NYV1* alternative 3 ́-SS is not activated in yeast strains with knockouts of *prp17* or *cwc21*.** RT-PCR analysis of of *NYV1* splicing in WT, *prp18∆*, *prp17∆*, *cwc21∆* and double mutants combined with the *upf1∆*.

**
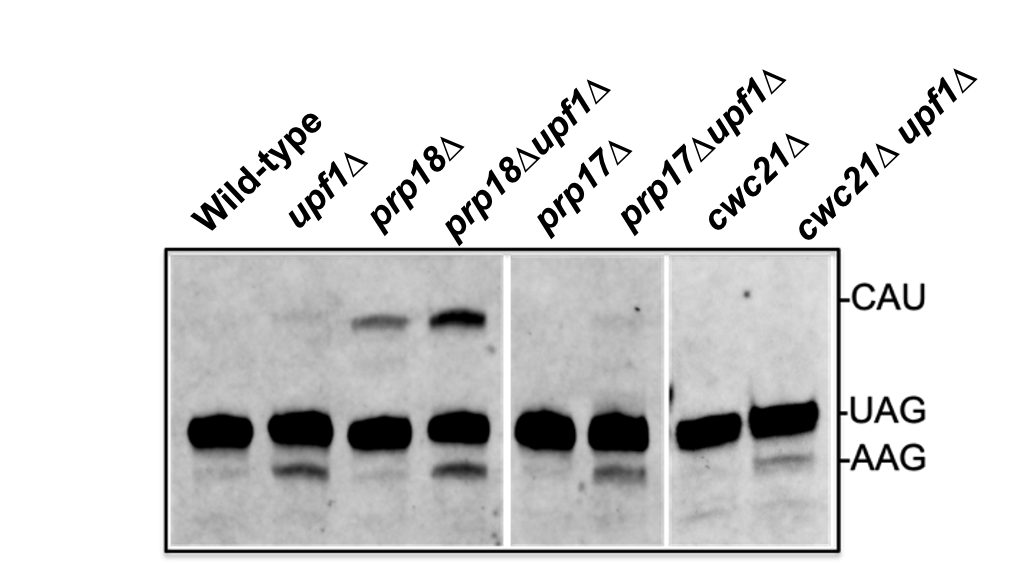
**

**Figure S11. Cold-sensitive *prp43* mutants do not activate the *NYV1* CAU alternative 3´-SS.**

RT-PCR analysis of *NYV1* alternative splicing in wild-type, *prp18*Δ, and *prp43*Δ mutant carrying pRS315 plasmids expressing wild-type *PRP43*, *prp43-Q423E*, or *prp22-Q423N* alleles in a *upf1* Δ NMD-deficient strain. The wild-type and *prp18∆* strains were grown to exponential phase in SDC medium while the strains carrying pRS315 plasmids were grown in SD-LEU medium.

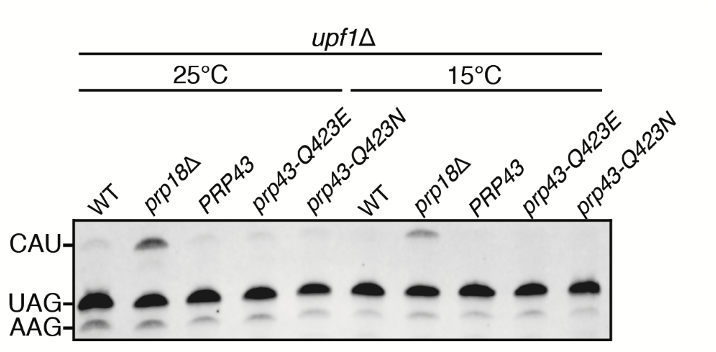

**Figure S12. Non-Watson-Crick base pairs between the first and last intronic nucleotides. (a).** Hydrogen bonding between the intronic G(+1) and G(-1) nucleotides in a non-Watson-Crick base pair. Image created in PyMOL from a structure of the post-catalytic spliceosome published by (Wilkinson et al., 2017). Hypothetical bonding or steric clashes between G(+1) and the following nucleotides in the -1 position: U **(b)**, A **(c)**, or C **(d)**. Yellow curves represent possible steric clashes between molecules.

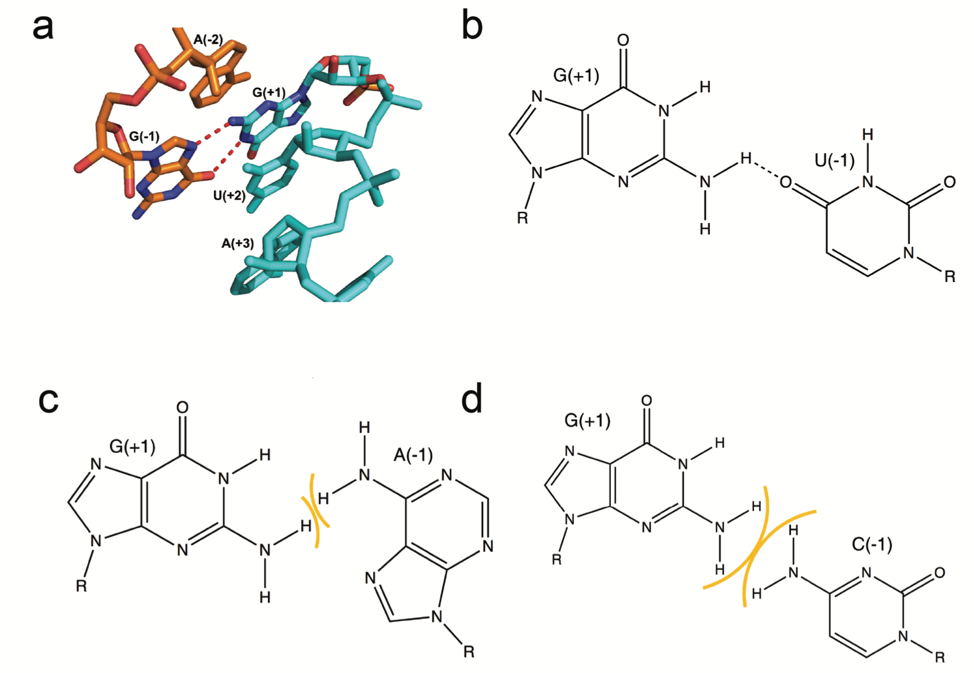

**Supplementary Methods**

**Script Availability**

All scripts for the COMPASS read processing pipeline, used in this publication, are available on Zenodo:

https://doi.org/10.5281/zenodo.8387420.

**Read 3′** **trimming**

First, reads were trimmed at the 5′ and 3′ ends for low quality base calls, at 3′ ends for TruSeq adapters, and finally for poly(A) tails by removing T homopolymers at 5′ end of read 1 and A homopolymers at 3′ end of read 2, respectively using cutadapt^1^ version 1.18 with the command ***cutadapt*** ***--overlap 2 -j 0 -q 20,20 -g "T{100}" -a AGATCGGAAGAGC -A AGATCGGAAGAGC -A "A{100}" -n 2 --trim-n  --minimum-length 50 --max-n 4*.** Note that the **--overlap 2** specifies that 2 or more base pairs of matching sequence are needed to trim the adapter. Therefore, a read ending in “TAG” will be trimmed by 2 bases but a read ending in “TTA” will not be trimmed. The option -n 2 instructs cutadapt to look for up to two 3′ adapters, enabling trimming of TruSeq adapters and then poly(A) tails. These trimming operations are important so that the aligners do not need to align terminal stretches of non-genomically encoded bases to the genome. The inclusion of such segments complicates direct comparisons between different aligners, as some aligners may attempt to soft-clip or map terminally with mismatches/indels, while others might search for potential gapped alignments with mismatches/indels. Removing TruSeq adapters, poly(A) tails, and low-quality base calls helps avoid false-positive splice junctions at the level of read mapping and enables more consistent comparisons between aligners.

**Renumbering read names with integers in chronological order**

To simplify comparing each alignment across multiple aligners, read pair names are changed to a simple chronological numbering scheme with the awk command: ***zcat < $IN_DIR$prefix"_R1.fastq.gz" | awk '{print (NR%4 == 1) ? "@" ++i "_R2": $0}' | gzip -c > $OUT_ DIR$prefix"_R1.fastq.gz"*** for read 1 and ***zcat < $IN_DIR$prefix"_R2.fastq.gz" | awk '{print (NR%4 == 1) ? "@" ++i "_R2": $0}' | gzip -c > $OUT_ DIR$prefix"_R2.fastq.gz"*** for read 2 (awk version 20070501).

**Alignment with BBMap and STAR**

Numbered reads were then mapped to the *S. cerevisiae* genome (R64-2-1 version, Saccharomyces Genome Database) with BBMap (version 38.68) (Bushnell, 2014) using parameters **intronlen=20 tipsearch=2000 pairlen=10000,** STAR (version 2.7.0d) (Dobin et al., 2012) using parameters ***--alignEndsType EndToEnd --outSAMattributes NH HI NM MD AS nM jM jI XS*** for the default mode, and with additional options **--scoreGapNoncan 0 --scoreGapGCAG 0 --scoreGapATAC 0** for the non-canonical mode. Note that for a proper comparison of aligned bases at the ends of reads, each aligner must also have an option to disable soft-clipping. This is the default mode for BBMap but this must be activated with STAR using **--alignEndsType EndToEnd**.

Note that the CIGAR fields generated by each aligner must be in ‘extended’ format (SAM version 1.4) so that a score on each alignment can be directly computed from the CIGAR string. Therefore, each aligner needs to be checked as to whether it outputs matches and mismatches in extended CIGAR format as = and X, respectively (as does BBMap), or as M (as does STAR).  In the latter case, the MD tag in the optional fields of the BAM alignment file can be used to generate the extended CIGAR with samfixcigar.jar from Jvarkit (Lindenbaum, 2015).  Note that this program will perform substantially faster with coordinate-sorted bam. After converting to extended CIGAR format, the bam files produced from each aligner were sorted by name with samtools version 1.9 (see COMPASS_process_reads_and_align.sh in code repository).

**Comparison of Multiple alignment Programs for Alternative Splice Site discovery** (**COMPASS)**

COMPASS involves four major steps: (1) optimal alignment selection from multiple aligners, (2) alternative splice junction calling, (3) adjustment of ambiguous junctions and (4) junction quality filtering.

**Optimal alignment selection from multiple aligners**

The first step in COMPASS involves comparing alignments for each read across multiple aligners. In this study, we use the BBMap and STAR aligners, although COMPASS will work with any number of alignment programs. The name sorted alignments enable line-by-line comparison of each aligner’s bam file, with each read of a read pair appearing on consecutive lines so that the bam files can be read in parallel. The entirety of each bam file therefore does not need to be stored in memory, allowing COMPASS to work with minimal RAM requirements.  The chronological numbering allows for determining which aligners did not report a particular read. Each read is first given a score based on the number of bp involved in mismatches, insertions and deletions. Deletions >20 bp are putative introns and are not given a penalty. The scores of each read from a pair are added together to generate the paired-end alignment score. The alignment with the lowest score is selected as the optimal alignment for the COMPASS bam file. The aligner used for a read pair is denoted in the metadata sam field with the program tag PG . Rules for tie-breaking different alignments (i.e. different CIGAR strings) with equal scores are as follows: ungapped alignments are chosen over gapped alignments, and gapped alignments corresponding to annotated junctions are chosen over unannotated junctions. There are several cases where different alignments may receive the same score.  For example, a read may map equally well to different loci or there may be equally valid but distinct ways of placing a mismatch or indel in a given region.  Furthermore, reads can map to ambiguous junctions where there are identical nucleotides at the end of the upstream exon and end of the intron, or at the beginning of the intron and beginning of the downstream exon. These are cases where the position of the junction could have been shifted upstream or downstream by a constant number of base pairs, respectively, with equal alignment score. To facilitate this step, annotated junctions are pre-processed for the number of ambiguous bp upstream and downstream the junction (relative to + strand). Gapped alignments are considered to map to an annotated junction if they map to an ambiguous adjustment. The outcome of the COMPASS comparison process is designated with: 0 for identical alignments, 1 for a superior alignment score, 2 for equal scores with an ungapped alignment win over gapped alignment, 3 for equal scores with an annotated junction win over unannotated junction, 4 for equal scores but different gapped alignments at the same locus due to ambiguous junction placement (only for unannotated junctions), 5 for equal scores but different alignments at the same locus due to alternate placing of unambiguous junctions, 6 for equal scores but different alignments at the same locus due to alternate placing of mismatches/indels, and 7 for equal scores but different alignments at different loci (i.e. alignments don’t overlap). For cases 4-7, the alignment from one aligner is chosen at random; note that the program tag PG still gives each aligner credit for obtaining the best score in this case. The comment tag CO is used to give comma-separated scoring information for each aligner: the aligner name, read 1 CIGAR string, read 2 CIGAR string, the COMPASS alignment score on the read pair, and whether the paired alignment contained annotated splicing junction(s) (ASJ), only unannotated splicing junction(s) (USJ), or only ungapped alignments (UGA). Each aligner entry is separated by semi-colon, and the COMPASS outcome is denoted at the end with a ‘/’ (e.g. **CO:Z:BBMap,100=,80=300N20=,0,USJ;STAR,100=,84=400N2X14=,2,ASJ/1,** where the ‘/1’ denotes a superior alignment is utilized). In this case the program tag would be **PG:Z:BBMap**. If one aligner did not report an alignment for the read, each field after the aligner is denoted by an asterisk. In addition to the optimal alignment bam file, COMPASS outputs separate bam files for ASJ, USJ, and UGA for the optimal alignments to enable viewing alignments of only unannotated splicing junctions in a genome browser. See   COMPASS_compare_splice_junctions_from_multiple_aligner_SAM.py in code repository.

**Alternative splice junction calling**

The COMPASS bam file for each sample is then analyzed to create an individual data table for all potential junctions in the sample, including each annotated splice junction as well as each potential alternative splice junction. Each row represents a potential junction, and each column contains sample-specific data (e.g. read support, splicing efficiency, the number of unique gapped alignments [coordinate-CIGAR combos] and corresponding read count supporting each junction) as well as general attributes (e.g. gene name, sequence upstream or downstream of splice sites). For alternative splicing junction filtering, three criteria must be fulfilled: **(i)** The unannotated 5′SS must be on the same strand and situated within 1000 bp of an annotated 5′SS, **(ii)** The alternative intron must at least partially overlap the annotated intron (i.e. the alternative 3′SS must be downstream of the annotated 5′SS, and the alternative 5′SS must be upstream of the annotated 3′SS), and **(iii)** The alternative intron must be ≥20 and ≤2000 bp, consistent with established variation in yeast intron lengths. This can be adjusted depending on the expected intron length distribution for different organisms. All of the split reads supporting each junction are collected, and processed for two elements found to indicate the likelihood of the junction corresponding to a *bona fide* splicing event – the longest segments on either side of the putative junction mapped without a mismatch, and the fraction of the mapped reads harboring a junction-proximal mismatch (where junction proximal is defined as ≤10 bp from the junction).

**Adjustment of ambiguous junctions**

Ambiguous junctions are identified by the presence of identical nucleotides at the end of the upstream exon and end of the intron, or at the beginning of the intron and beginning of the downstream intron.  These are cases where the position of the junction could have been shifted upstream or downstream, respectively, with equal alignment score.  In this step the 5′SS consensus sequence (GUAUGU in the case of budding yeast) is used to resolve junction ambiguity. The junctions are adjusted so that the 5′SS with the closest match to the consensus is utilized. The coverage at the 5′SS and 3′SS in the UGA files correspond to the unspliced read signal and is used to calculate the annotated splicing efficiency (annSE) and alternative splicing efficiency (altSE).  The fraction of annotated splicing (FAnS) is calculated as the ratio of alternative to annotated splice junction reads. See COMPASS_integrate_splice_junction_profiles_from_multiple_samples.py.

**Junction quality filtering**

The next step in COMPASS is to integrate the individual sample tables into a combined data table. Statistics across all samples are calculated for each putative junction, including the longest upstream and downstream overhangs without a mismatch (i) the fraction of gapped reads without a mismatch within 10 bp of the junction, and the longest perfect overhang among all supporting reads upstream (ii) and downstream (iii) of the junction. To establish appropriate metrics for junction filtering, these metrics were plotted by total read support with annotated and unannotated junctions colored separately (as shown in Figs S3 and S4).  In this study, we determined appropriate cutoffs for each junction to be (i) 50% of supporting reads without a mismatch within 10 bp of the junction, (ii) longest perfect overhang ≥10 bp for upstream the 5′SS, (iii) longest perfect overhang ≥40 bp for downstream the 3′SS.  These thresholds can be adjusted by the user. See COMPASS_analyze_splice_junction_profiles_for_individual_samples.py.

How the deposited data were processed for this re-analysis (not part of the article)

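The data come from 6 mRNA libraries, 3 from *upf1Δ* cells and 3 from *prp18Δupf1Δ* cells, each with 1 table of splice junctions. The comparison throughout is *prp18Δupf1Δ* against *upf1Δ*, with the library as the unit of replication.

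The authors trimmed the reads with cutadapt 1.18 and aligned them with BBMap 38.68 and STAR 2.7.0d to the R64 genome, and the best-scoring alignment of each read pair was kept. The deposited junction counts are raw counts of the reads at each junction, made by the authors without normalization and without pooling of replicates. The deposited unspliced reads of an intron are an estimated count, which the authors made by dividing the reads across its unspliced 5′SS and 3′SS by 2. The deposited SE of an annotated junction is a fraction, made by the authors as annotated junction reads over annotated junction plus unspliced reads. The deposited SE of an alternative junction and the FAnS are each a ratio, made by the authors from the reads of the junction over annotated plus unspliced reads, or over annotated reads alone. These relations were tested on the files: SE followed from the counts in 12590 of 12590 entries and FAnS in 12550 of 12550. Both splice sites of all 5274 junctions matched the sequence of R64, and the count of U given for the 10 nt before each 3′SS matched it too. The filters on overhangs and mismatches had not been applied in the tables and were applied here.

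From these tables, the values used here were computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3. Alternative junctions were kept when a perfect overhang of at least 10 bp upstream and 40 bp downstream was seen, when at least 50% of the reads had no mismatch within 10 bp of the junction, and when at least 6 gapped reads covered it over the 6 libraries, a reading of the minimum chosen after seeing that it gives the class sizes of the paper. Annotated introns were tested when they had at least 10 spliced plus unspliced reads in all and at least 1 in every library, and 21 introns that were not listed in every library were left out of that test. For the test of annotated splicing, the reads across the unspliced 5′SS and 3′SS were added together. Each test across introns or junctions was edgeR's quasi-likelihood test on 2 counts per library with a term for each library. Transcript abundance was tested by edgeR with TMM scaling on the spliced plus unspliced reads of each intron, which makes it relative to the other intron-containing transcripts. Adjusted p values are Benjamini-Hochberg values with a threshold of 0.05.

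Differences between groups of introns or sites were tested by 100000 permutations with the seed 20231, and differences of a single value between strains by all 20 assignments of 3 libraries against 3, whose smallest two-sided p is 0.1. Shares were compared by Fisher's exact test. Site accessibility was computed with ViennaRNA 2.7.2. The position weight matrix score for poly(U) tracts was not used here, and the count of U in 20 nt or 10 nt stands in its place. Gene lists were written down before the data were examined, but after *RCF3*, *GMC2* and other genes named by the paper had been seen in its figures. Those figures show the same libraries, so the list counts are not independent of the data. *HFM1*, *MEI4* and *SPO22* of these lists are not among the genes of the tables.

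The genes named in the text follow a rule set before the data were examined. It takes every gene that the paper names for the RNA-seq, the 10 largest falls and 5 largest rises of annotated splicing, and the 12 largest rises and 5 largest falls of alternative 3′SS. It also takes the 3 largest rises and falls of alternative 5′SS, the 2 largest rises of each motif group, up to 4 members of each gene list and the 5 largest rises and falls of abundance. The largest rises and falls had to pass the threshold with every library of one strain on one side of the other, with at least 20 reads in every library for annotated splicing and over the 6 libraries for FAnS. The genes of the paper and the list members, taken by their change in annotated SE, did not have to pass. *IST1*, *MCM21*, *GIM5* and *UBC9* were chosen after their values were seen, and so were members of the gene lists that are named for abundance beyond the rule.

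The tests were tested on simulated data, with counts drawn at the depth of the real libraries and the spread fitted to them. Of 272 introns, 100 were changed 2-fold and 100 were changed 4-fold, and the test found 41% and 94% of them, while 4 of 72 introns left as they were passed the threshold. Of 884 alternative junctions, 9% of those changed 2-fold and 38% of those changed 4-fold were found, and 1 of 684 others passed. Of 271 transcripts, 90% and 100% were found, and 1 of 211 others passed.

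Whether the replicate numbers pair the libraries of the strains was checked by the correlation of deviations from the strain mean, library by library. For annotated splicing the correlation between libraries of the same number was 0.583, 0.305 and 0.377, and for abundance 0.818, 0.705 and 0.746, and results with a replicate block are given for these. For FAnS it was 0.292, 0.118 and 0.0640. Replicates 2 and 3 correlate across their numbers as well, at 0.369 and 0.342 for annotated splicing and 0.741 and 0.608 for abundance, so the check sets replicate 1 apart from them and does not part replicate 2 from replicate 3. The alternatives tried were DESeq2, limma, the replicate block, leaving out each library in turn, other filters and read minimums, other scalings of abundance and other windows around the splice site. A count of unspliced reads at the 3′SS alone was not analysed here, because the tables give both splice sites together.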

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

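Each test in this part was set before its result was seen, except for 2 alternatives added after seeing the data, which leave out replicate 1 of both strains or the junctions with the length of the annotated intron.

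The paper gives no test of the change in abundance of each intron-containing transcript, and 69 of 271 differed between the strains by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 lower and 41 higher in *prp18Δupf1Δ*. With the replicate block, 153 differed, 75 lower and 78 higher, and without any 1 library 31 to 98. The replicate numbers set replicate 1 apart but do not part replicate 2 from replicate 3. Of 104 RPG transcripts 18 were lower and 7 higher, and of 167 non-RPG transcripts 10 were lower and 34 higher. With the replicate block 47 RPG transcripts were lower and 13 higher, and 28 non-RPG transcripts lower and 65 higher. Scaling by non-RPG transcripts shifts the median of all log2 changes to -0.22, and with it 35 RPG transcripts were lower and 3 higher, and 23 non-RPG transcripts lower and 22 higher. Transcripts without introns were not analysed here, so these changes are relative to other intron-containing transcripts.

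An alternative 5′SS in the second intron of *RPS22B*, which the paper does not discuss, ran against the general loss of alternative 5′SS. Its log2 change of FAnS was 3.39 (adjusted p = 2.23e-20 from edgeR), from 3.45 ± 0.668% to 36.3 ± 8.45% of annotated reads (SD, n = 3). The intron, on chromosome XII from 856575 to 857057 of R64, holds *SNR44* from 856710 to 856920. The alternative 5′SS starts at 856989, so the snoRNA gene lies outside the 69 nt that are removed. The effect of this choice on *SNR44* was not analysed here.

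The paper does not discuss that 96 of 143 junctions with both sites alternative (67.1%) have exactly the length of the annotated intron. In all of them (100%) the spliced sequence differs from the annotated one at exactly 1 base, against 51.0% of annotated introns shifted alike and 66.1% of those that differ at all (each permutation p = 1e-05, the smallest that 100000 resamples can give). Their median log2 *prp18Δ* effect on FAnS was 0.18 (95% interval 0.03 to 0.31), under the bound of 0.5 set for sites that Prp18p holds back. These values argue against splice sites held back by Prp18p, and they suggest reads of the annotated junction with 1 base read differently. A variant carried by the whole strain would put most reads of an intron at the shifted junction. The median FAnS of the 96 junctions was 0.000285 in *upf1Δ* and 0.000336 in *prp18Δupf1Δ*. For junctions at or below these medians, this argues against such a variant. Whether the base comes from sequencing was not tested.

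The effect on annotated SE differed between RPG and non-RPG introns, by 0.0752 in median log10 *prp18Δ* effect. A ceiling of SE at 1 in RPG introns would leave no difference in the odds of splicing, and the difference in median log2 odds was 0.58 (permutation p = 1e-05). Among introns with at least 100 reads in every library, 104 of RPGs and 150 of non-RPGs, the difference in log10 effect was 0.0681 (permutation p = 1e-05), which argues against introns with few reads as the cause. The groups were not matched for depth, so this cut cannot decide on read depth among the introns kept. Branch sites, U tracts and transcription rate remain open and were not tested against this difference. Non-RPG introns may depend more on Prp18p, a hypothesis found and tested on the same data.

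For the counts of changes, the 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 222 introns, 223 alternative 3′SS, 51 alternative 5′SS, 7 junctions with both sites alternative and 69 transcripts, and the highest of the other splits was 0 for each. In each case 1 of the 10 splits, the real one, gave as many. With libraries of the same replicate number taken as pairs, the other splits that part as many pairs also gave 0 for annotated splicing and abundance.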

How the results depend on the processing

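The alternatives were set before the data were examined, except for some chosen after seeing the data. Those leave out replicate 1 of both strains or the junctions of the annotated length, count at least 6 unique reads, or vary 10% usage and the mean SE of classes other than alternative 3′SS. For 243 values the direction, the side of the threshold and, in counts, a range of 1.5 times held, or the spread of the replicates for other values without a test. Of the other values, 74 moved beyond that range, 16 no longer passed their test, 3 newly passed it and 3 reversed. The fall of annotated SE held with DESeq2 (232), limma (222) and without any 1 library (189 to 252), and all 222 calls were among the 247 of the replicate block, which moved no call count but higher SE and abundance by over 1.5 times (161 higher and 36 lower FAnS at alternative 3′SS). Higher annotated SE, 0 at first, was 1 with the replicate block, 0 to 1 without 1 library (1 without *upf1Δ* replicate 1) and 2 without replicate 1 of both strains. Higher FAnS at alternative 3′SS was 116 without replicate 1 of both strains, 118 with at least 20 reads, which tests fewer sites, and 137 to 165 without 1 library, against 180. Lower FAnS at alternative 3′SS (43) was 24 with DESeq2, 25 without replicate 1 of both strains, 28 without the overhang and mismatch filters, 26 with at least 1 read and 27 to 37 without 1 library (27 without *prp18Δupf1Δ* replicate 3). Higher FAnS at alternative 5′SS (4) was 2 with DESeq2, without replicate 1 of both strains, with at least 1 read and against unspliced plus all spliced reads, and 2 to 4 without 1 library (2 without *upf1Δ* replicate 1 or 2 or *prp18Δupf1Δ* replicate 3). Lower FAnS at alternative 5′SS (47) was 25 with DESeq2, 19 without replicate 1 of both strains, 31 without the filters, 27 with at least 1 read, 31 with FAnS of at least 1 in 1000, and 26 to 46 without 1 library (29, 30 and 26 without *prp18Δupf1Δ* replicate 1, 2 and 3). Where both sites were alternative, higher FAnS (2) was 1 with DESeq2, with at least 20 reads, with at least 1 read, with FAnS of at least 1 in 1000 and without junctions of the annotated length, 4 with limma and 0 without replicate 1 of both strains. It was 1 to 4 without 1 library (4 without *upf1Δ* replicate 2, 1 without *upf1Δ* replicate 3 or *prp18Δupf1Δ* replicate 2 or 3). Lower FAnS there (5) was 2 without replicate 1 of both strains, with at least 20 reads and with at least 1 read, 3 without the filters, 8 against unspliced plus all spliced reads, and 2 to 5 without 1 library (3 without *upf1Δ* replicate 1 or *prp18Δupf1Δ* replicate 1, 2 without *prp18Δupf1Δ* replicate 3). The cause was not tested for these changes.

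Changed abundance (69, with 28 lower and 41 higher) was 153 with the replicate block (75 lower, 78 higher) and 204 without replicate 1 of both strains (94 lower, 110 higher). DESeq2 size factors gave 43 lower, and TMM over non-RPG 58 lower and 25 higher. Without 1 library it was 31 to 98, with 10 to 41 lower and 21 to 57 higher. It fell to 31 without *upf1Δ* replicate 2 (10 lower, 21 higher), 37 without *upf1Δ* replicate 3 (11 and 26), 34 without *prp18Δupf1Δ* replicate 2 (11 and 23) and 43 without *prp18Δupf1Δ* replicate 3 (13 lower). The *USV1* call was lost without replicate 2 or 3 of either strain, with adjusted p values of edgeR up to 0.0905, and the *EPT1* call without *upf1Δ* replicate 2 or 3 or *prp18Δupf1Δ* replicate 2, with values up to 0.104. The alternative without a filter on low counts removes nothing here. The cause was not tested.

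The RPG to non-RPG ratio of alternative junction reads was 2.03 and 1.27 in *upf1Δ* and *prp18Δupf1Δ* without a filter, and 0.959 and 0.654 with alternative 3′SS alone. Alternative 3′SS with a higher mean SE numbered 164 with at least 20 reads. The AAG difference from YAG in *prp18Δ* effect fell under the threshold of the test with 0.5 added to the alternative reads (0.109), with at least 20 reads (0.174), within 50 nt upstream (0.0551) and without 1 library (0.113 to 0.224, under it without *upf1Δ* replicate 1 or 2 or *prp18Δupf1Δ* replicate 1 or 3, at 0.135, 0.141, 0.154 and 0.113). Within 50 nt upstream the GAG (0.308) and BG (0.0897) differences did so too, and the HAU difference was -0.158, reversed. Without the largest junction, summed FAnS was 1.89 times as high at AAG and 9.94 times at GAG sites, and without 1 library 3.46 to 7.32 times at AAG sites (3.46 without *prp18Δupf1Δ* replicate 3). The *upf1Δ* slope of SE on branchpoint distance was -0.141 upstream, past the threshold, while rho there was -0.107 and was not (permutation p = 0.0967). With at least 20 reads the slope was 0.0194, reversed, and the difference of the slopes was -0.183. With 1 value per intron the U count correlation was -0.223 in RPGs, no longer past the threshold, and -0.235 in non-RPGs, past it. At positions 1 and 2 the odds ratio of A at BG sites was 1.38, past it. Upstream sites alone did not pass for U content at YAG (0.991), AAG (0.772), GAG (1.01) and BG sites (0.524). For accessibility, YAG (0.0354) did not pass without the constraint on the branch sequence and GAG (0.158) not upstream, while GAG without the constraint was reversed (-0.0131). With at least 20 reads all 21 of 21 sites under 10 nt from the branchpoint rose in FAnS, against 92 of 246 others (p = 4.44e-09, Fisher's exact test, two-sided), so no odds ratio can be given. The cause was not tested. Unspliced reads at the 3′SS alone were not run.

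Of the named introns, the SE calls of *DYN2* introns 1 and 2, *REC114* and *UBC12* were lost without *prp18Δupf1Δ* replicate 2 (adjusted p of edgeR 0.0504, 0.0585, 0.0575 and 0.0505), the *DYN2* intron 2 and *UBC12* calls also without *prp18Δupf1Δ* replicate 3 (0.0578 and 0.0635). The *RPS27A* call was lost without *upf1Δ* replicate 1 or 3 or *prp18Δupf1Δ* replicate 2 or 3 (up to 0.0811). On simulated data a 4-fold change was found in 38% of the alternative junctions changed.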

Differences from the paper's values

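Values beside the paper's are at its thresholds where it states them. Alternative 5′SS with a higher mean SE in *prp18Δupf1Δ* numbered 24, against the paper's 15. No alternative for this class was set before the data were examined. Of those chosen after seeing the values, a minimum of 6 unique reads gave 19, and leaving out 1 library gave 22, 21, 22 and 19 without *upf1Δ* replicate 1, *upf1Δ* replicate 2, *prp18Δupf1Δ* replicate 1 and *prp18Δupf1Δ* replicate 2, all within 1.5 times the paper's value. How many of the paper's own sites these drop was not counted, since its sites were not used here. Values of 24 with all filtered reads in the denominator, 6 with at least 20 reads, 35 without *upf1Δ* replicate 3 and 27 without *prp18Δupf1Δ* replicate 3 remained apart from the paper's.

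The paper counts *REC107* among genes whose alternative 3′SS isoform exceeds the annotated one. Here its alternative 5′SS did, at 1.60 ± 0.662 and 1.92 ± 1.18 times the annotated reads (SD, n = 3), while *GCR1*, *MTR2*, *REC102*, *SPT14* and *YCL002C* were found as stated. For the RT-PCR examples, the UUG of *SPT14* had 4 reads in *upf1Δ* and 0 in *prp18Δupf1Δ*. The intron had 222 annotated reads in *upf1Δ* and only 7 in *prp18Δupf1Δ*, so these counts cannot decide whether the UUG rose against them. Only limma, which adds 0.5 to each count, passed the UUG as a rise (log2 change 3.36), an alternative set before the data were examined. In *UBC12*, the UGG was at 8.63 ± 2.66% and 15.1 ± 3.70% of annotated reads (SD, n = 3) and passed neither edgeR nor DESeq2, limma, the replicate block or any fit without 1 library. The CUG of *MAF1*, the AUG of *MUD1* and the ACG of *PHO85* rose as stated.

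The paper places GAG sites mainly upstream of the annotated 3′SS. Within 50 nt, 17 lay upstream and 18 downstream, over all distances 20 and 18, and without the sites 1 and 2 nt downstream 17 and 6, a setting made before the data were examined that reaches the statement. The paper ranks AUG, ACG, UGG and UUG as the leading BG sites. By summed FAnS they came first here, while by summed SE CUG (0.137) stood above UGG (0.127) and UUG (0.118).

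The paper describes a weak relation of SE to branchpoint distance in *upf1Δ*. Over all sites the slope was -0.0121 and did not pass the permutation test. For upstream sites alone, set before the data were examined, it was -0.141 and did, while Spearman's rho did not (-0.107, permutation p = 0.0967).

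On U tracts and exonic A, 4 statements differ. Those on U tracts rest on the count of U in place of the paper's score, and that on exonic A does not. The paper finds no effect of U tracts at YAG sites, while used YAG sites held 6.74 U and unused ones 5.48, which passed the permutation test. Sites without a junction that passed the filters with at least 6 gapped reads counted as unused. Upstream sites alone, an alternative set before the data were examined, held 7.43 and 6.44 and did not pass, and a window of 10 nt passed. It finds a negative correlation with annotated U tracts in non-RPGs, where r was -0.118 and did not pass, and with 1 value per intron, an alternative set before the data were examined, it was -0.235 and passed, while with at least 20 reads it was -0.0139 and did not. It finds more U before BG and HAU sites relative to the annotated site in RPGs, while the counts relative to the annotated site were -0.659 and -0.605 in RPGs and -0.197 and 0.30 in non-RPGs, and neither difference passed the permutation test. The sites themselves held more U in RPGs, with 4.96 against 3.79 at BG and 5.42 against 4.30 at HAU sites, which was not tested. The paper gives GAG the strongest enrichment of A in the first 4 exonic positions, where the share was 42.1% for GAG and 42.8% for YAG sites. At positions 1 and 2, an alternative set before the data were examined, GAG led YAG with 48.7% against 48.4%, and at position 1 with 60.5% against 52.0%.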

Other observations

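Each test in this part was set before its result was seen. The list members named for abundance beyond the 5 largest rises and falls were chosen after their values were seen.

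Of 13 introns in mitochondrial genes, 6 passed as more abundant in *prp18Δupf1Δ* by edgeR with Benjamini-Hochberg adjustment over 271 introns, and none as less abundant. The same count of 6 was found with DESeq2 and with TMM over non-RPG, 6 to 9 without any 1 library, and 12 with the replicate block, again with none lower. They were led by *QCR10* (log2 change 2.23), *COX4* (1.73), *MCR1* (1.71) and *QCR9* (1.65). All 13 log2 changes were above 0, and 12 with DESeq2 and with TMM over non-RPG. The largest rises outside this list were *YPR010C-A* (2.55), *USV1* (2.16, a call lost without replicate 2 or 3 of either strain) and *SFT1*, a vesicle traffic gene (1.69). In meiotic genes 3 of 4 introns were higher (*REC102* by 1.25, the second intron of *HOP2* by 0.95 and *REC107* by 0.62), 3 with the replicate block, 2 with DESeq2, 1 with TMM over non-RPG and 1 to 3 without any 1 library. In the ubiquitin group 2 of 10 were higher (*MMS2* by 0.81 and *PRE3* by 0.34), 8 with the replicate block, 1 with TMM over non-RPG and 1 to 5 without any 1 library. In RNA processing 2 of 14 were higher (*MTR2* by 1.02 and *YSF3* by 0.62) and 1 lower (*YRA1* by -0.67), with the replicate block 2 higher and 6 lower, and with TMM over non-RPG 1 higher and 3 lower. The calls of *YSF3* and *YRA1* were among those lost without *upf1Δ* replicate 2 or 3 or *prp18Δupf1Δ* replicate 2. None of the lists was tested against the other transcripts.

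Of 11 introns in hosts of intronic snoRNA genes, 5 passed as less abundant and none as more abundant. With DESeq2, with TMM over non-RPG and with the replicate block 8 were lower, without any 1 library 3 to 7, and none was higher in any of these fits. The 5 were *IMD4* (-1.38), *RPS22B* introns 1 and 2 (-0.92 and -0.53), *EFB1* (-0.70) and the second intron of *RPL7B* (-0.55). The last of these and *RPS22B* intron 2 were among the calls lost without replicate 2 of either strain. The introns of *RPS22B* and *RPL7B* are RPG introns, and of all 104 RPG introns 18 were lower, so a change particular to snoRNA hosts is not shown. Other falls were *POP8* (-1.67), *VMA9* intron 1 (-1.08) and *EPT1* (-0.97, a call lost without *upf1Δ* replicate 2 or 3 or *prp18Δupf1Δ* replicate 2). In the vesicle group 3 of 21 were higher and 3 lower, with the replicate block 7 and 4, and with TMM over non-RPG 2 and 5. In the cytoskeleton group 2 of 11 were higher, both introns of *DYN2* (calls lost without *upf1Δ* replicate 2 or 3 or *prp18Δupf1Δ* replicate 2), with the replicate block 2 higher and 1 lower, and with TMM over non-RPG 0 higher and 0 lower. In transcription and chromatin 2 of 9 were higher, with the replicate block 2 higher and 2 lower, and with TMM over non-RPG 2 higher and 1 lower. The medians of these 3 groups, at 0.21, 0.06 and 0.13, are -0.02, -0.18 and -0.16 with TMM over non-RPG, which lowers the median of all transcripts from 0.01 to -0.22, so these medians near 0 give no direction for the groups.

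Alternative sites 1 nt after the annotated 3′SS could come from 1-base deletions in reads of the annotated junction, which would keep the *prp18Δ* effect near 0. The 22 sites that end in GG had a median log2 effect of 1.87 (95% interval 1.18 to 2.49), which argues against that explanation, while 22 other sites at this place had 0.03. A slip of the spliceosome by 1 nt may explain the first group, a hypothesis from the same data, and whether mapping differs between the sequences was not tested.

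Introns with an annotated AAG 3′SS may need Prp18p more than those with a YAG site. The log2 change of the spliced to unspliced ratio had a median of -2.96 in 11 AAG introns and -1.89 in 260 YAG introns, a difference of -1.08 (two-sided permutation test across introns, p = 0.00292). The 11 introns were not matched for length or expression.

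The fall of annotated splicing could grow with the distance from the branchpoint to the annotated 3′SS. Across 272 introns, which are not independent replicates, Spearman's rho was -0.0550 (permutation p = 0.365), 0.0114 (p = 0.909) in RPGs and -0.268 (p = 0.000570) in non-RPGs by the same permutation test. The relation over all introns was not decided, and the difference between the groups was not tested.

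Transcripts that lose annotated splicing could also lose abundance. Across 271 introns rho was 0.0871 (permutation p = 0.151), 0.321 (p = 0.000950) in RPGs and 0.191 (p = 0.0135) in non-RPGs by the same permutation test. The relation over all introns was not decided. Both measures contain the unspliced reads of the intron, which ties them to each other.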
